# H3K4 Methylation-Dependent Memory of Somatic Cell Identity Inhibits Reprogramming and Development of Nuclear Transfer Embryos

**DOI:** 10.1016/j.stem.2017.03.003

**Published:** 2017-07-06

**Authors:** Eva Hörmanseder, Angela Simeone, George E. Allen, Charles R. Bradshaw, Magdalena Figlmüller, John Gurdon, Jerome Jullien

**Keywords:** nuclear transfer, reprogramming, epigenetic memory, H3K4me3, Kdm5b, endoderm, cell-fate stability

## Abstract

Vertebrate eggs can induce the nuclear reprogramming of somatic cells to enable production of cloned animals. Nuclear reprogramming is relatively inefficient, and the development of the resultant embryos is frequently compromised, in part due to the inappropriate expression of genes previously active in the donor nucleus. Here, we identify H3K4 methylation as a major epigenetic roadblock that limits transcriptional reprogramming and efficient nuclear transfer (NT). Widespread expression of donor-cell-specific genes was observed in inappropriate cell types in NT embryos, limiting their developmental capacity. The expression of these genes in reprogrammed embryos arises from epigenetic memories of a previously active transcriptional state in donor cells that is characterized by high H3K4 methylation. Reducing H3K4 methylation had little effect on gene expression in donor cells, but it substantially improved transcriptional reprogramming and development of NT embryos. These results show that H3K4 methylation imposes a barrier to efficient nuclear reprogramming and suggest approaches for improving reprogramming strategies.

## Highlights

• Nuclear transfer embryos retain the memory of a past state of active transcription (ON-memory)
• ON-memory genes are enriched for H3K4 methylation in somatic donor nuclei
• H3K4 demethylation improves transcriptional reprogramming
• Removing H3K4 methylation enhances the development of nuclear transfer embryos

## Introduction

During development, cells lose their pluripotent status and acquire a stable cell identity, which only rarely, if ever, changes to another kind. Yet, somatic cells can be reprogrammed to another cell fate by nuclear transfer (NT) to eggs (Gurdon, 1960), by the expression of a combination of transcription factors (Takahashi and Yamanaka, 2006) or by cell-cell fusion (Blau et al., 1983). In these reprogramming procedures, the gene-expression pattern and epigenetic state characteristic of one differentiated cell identity is erased and the gene expression pattern specific to another cell type is established.

However, the efficiency of complete reprogramming via NT is low, as less than 10% of NT embryos generated from differentiated cells reach adulthood (Gurdon, 1960, Meissner and Jaenisch, 2006). This led to the hypothesis that differentiated cells acquire a resistance to reprogramming procedures, which during normal development, helps to stabilize their cell fate. Due to this resistance, eggs cannot fully reprogram the incoming somatic nuclei, so that embryos with aberrant gene expression patterns arise and normal embryonic development is not supported (Gao et al., 2003, Hirasawa et al., 2013, Ng and Gurdon, 2005). So far, it has been shown that a failure in reactivating genes, e.g., the pluripotency gene Oct4, during nuclear reprogramming is indicative of a poor developmental outcome of NT embryos (Boiani et al., 2002). Furthermore, epigenetic modifications inhibiting the re-activation of genes during the reprogramming procedure have been investigated and their removal has been utilized to improve reprogramming efficiency and to increase the viability of NT embryos (Blelloch et al., 2006, Chung et al., 2015, Enright et al., 2003, Kishigami et al., 2006, Liu et al., 2016, Matoba et al., 2014). However, the expression of donor cell-type-specific genes in the wrong cell type of NT embryos could also lead to a severe disruption of normal gene expression patterns resulting in developmental defects and embryonic lethality. Indeed, the existence of such an active transcription state memory has been suggested in NT and induced pluripotent stem cell (iPSC) experiments (Polo et al., 2010, Kim et al., 2011, Ng and Gurdon, 2005). Currently, however, the extent and functional importance of persistent donor-cell-type-specific gene expression in resistance to reprogramming is not known. Furthermore, the epigenetic mechanisms that confer memory of an active state of gene expression and that maintain the differentiated state of cells during nuclear reprogramming and embryonic development remain elusive.

Here we show that in *Xenopus* and human NT embryos, memory of an active transcriptional state (ON-memory) is a phenomenon as widespread as the memory of an inactive transcriptional state. ON-memory genes are associated with increased levels of the active histone mark H3K4me3 when compared to properly reprogrammed genes in *Xenopus* and human somatic donor cells. Importantly, while a reduction in H3K4 methylation levels has little effect on gene expression in the donor cells, it significantly improves transcriptional reprogramming and enhances the developmental potential of the resultant NT embryos in *Xenopus*. Our study thus identifies H3K4 methylation as a critical epigenetic barrier in NT-mediated reprogramming and implicates its role as stabilization mechanism of cell differentiation.

## Results

### Identification of Reprogramming Resistant ON-Memory Genes Expressed in the Wrong Cell Type of NT Embryos

The low success rate of current cloning strategies was suggested to be partly due to the persistence of a donor-cell-type-specific gene expression pattern in NT embryos, which could hinder the generation of new cell types (Firas et al., 2014, Liu et al., 2016, Matoba et al., 2014). As a first step to test this hypothesis, we evaluated the extent of memory gene expression in *Xenopus* NT embryos on a transcriptome-wide level.

For this purpose, the nucleus of a neurula-stage endoderm cell was transplanted to an enucleated egg to obtain NT embryos and as a control for normal gene expression, in vitro fertilized (IVF) embryos were generated (Figure 1A). Properly cleaved embryos were collected at the gastrula stage, a time point where ectoderm and endoderm identity is established and before any developmental defects can be observed in these NT embryos. Endoderm donor cells as well as ectoderm cells of single NT and IVF embryos were then subjected to RNA sequencing (RNA-seq) analysis in biological triplicate (Figures 1A and S1A–S1F; Tables S1 and S2). 

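The RNA-seq data of this comparison come from 3 nuclear transfer experiments, numbered 1 to 3 in the methods. Donor endoderm was taken from neurulae at stage 21, and the ectoderm of single NT and IVF embryos at stage 11. Experiment 1 held 1 donor sample, 4 IVF embryos and 3 NT embryos. Experiment 2 held 1 donor sample, 4 IVF embryos and 4 NT embryos. Experiment 3 held 1 donor sample, 3 IVF embryos and 5 NT embryos. The methods state that 2 NT samples of experiment 1 and 1 IVF sample of experiment 3 were left out as outliers after clustering. The authors sequenced short single-end reads on a HiSeq instrument, trimmed them for quality with sickle and for adapters with cutadapt, and aligned them with TopHat to the JGI assembly of the X. laevis genome. They deposited the raw number of reads counted on each of 34368 transcripts of a published annotation, without normalization. Between 25209489 and 60321999 reads per sample were counted on transcripts, with a median of 36528176 in donor cells, 38787601 in IVF embryos and 37695306.5 in NT embryos. A gene name is part of the identifier for 23576 transcripts, and 4358 of the 4712 transcripts with a RefSeq identifier were named through a table of RefSeq genes. The files give neither positions nor lengths of the transcripts, so expression is given as the count relative to the total count of the sample, in CPM, instead of RPKM. Transcripts above 1 CPM in all 3 donor samples, in at least 8 IVF embryos or in at least 8 NT embryos were tested. Donor cells, IVF embryos and NT embryos were compared in one edgeR quasi-likelihood model with TMM normalization, and the p-values were adjusted with the Benjamini-Hochberg method. In experiment 1, IVF embryos shared no sequencing pool with donor or NT samples, so that pool and condition cannot be told apart there. In experiment 2, 1 pool held both an IVF and an NT embryo, and no pool is named for experiment 3.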

To test the extent of memory and reprogramming in the newly generated cell type, we addressed which transcripts differ between endoderm donor cells and ectoderm cells of IVF embryos. When the expression of these genes also differs between NT- and IVF- ectoderm cells, we consider them to be examples of donor cell memory (Figure S1A). If they are expressed at similar levels in NT and IVF, we consider them as reprogrammed (Figure S1B). 

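The expression filter left 24417 transcripts to test. Between donor endoderm cells and IVF ectoderm cells, 17933 transcripts (73.4%) had an adjusted p-value below 0.05. Of these, 8594 were higher and 9339 lower in donor cells than in IVF embryos. Without the expression filter, the choice that moved this count most, 21423 transcripts differed. With 1 donor sample or 1 whole experiment left out in turn, the count stayed between 16884 and 17455.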

Of all 24,215 identified transcripts (Figure 1B, in gray), a large number (17,587; Table S2) was differentially expressed between endoderm donor cells and ectoderm cells of IVF embryos. 13,083 of these genes were reprogrammed as they were expressed at similar levels in the ectoderm of NT and control IVF embryos (Table S2). In contrast, 4,504 genes were resistant to reprogramming as they were differentially expressed between ectoderm cells of NT and control IVF embryos (Figures 1B and 1C). This gene set included 1,534 ON-memory genes- these are genes that were expressed in donor endoderm cells and continued to be significantly (false discovery rate [FDR] ≤ 0.05) upregulated in NT ectoderm cells when compared to IVF ectoderm cells (Figures 1B and 1C, group 1). 

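Among the transcripts that differed between donor and IVF cells, 12100 (67.5%) did not differ between NT and IVF embryos at an adjusted p-value below 0.05. Their median absolute log2 fold change between NT and IVF embryos was 0.17. Reprogrammed-down transcripts, which were higher in donor cells than in both IVF and NT embryos and above 1 CPM in every donor sample, numbered 5526. Reprogrammed-up transcripts, which were lower in donor cells than in both, numbered 5947. Leaving out 1 donor sample or 1 experiment gave between 11093 and 13565 reprogrammed transcripts.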

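NT and IVF embryos differed in 8219 transcripts, of which 4003 were higher and 4216 lower in NT embryos (edgeR's quasi-likelihood test, adjusted p-value below 0.05). Of these transcripts, 5833 also differed between donor and IVF cells and were counted as resistant, which is 32.5% of the transcripts that differed between donor and IVF cells. Their median absolute log2 fold change between NT and IVF embryos was 0.64. Treating the experiment as a replicate block gave 10970 transcripts that differed between NT and IVF embryos, 2354 ON-memory and 2943 OFF-memory transcripts. This block moved the resistant count most, to 8406 transcripts. The count fell to 3366 without experiment 3, the lowest value when 1 donor sample or 1 experiment was left out.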

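ON-memory transcripts were higher than in IVF embryos in both donor cells and NT embryos, at an adjusted p-value below 0.05, and were above 1 CPM in every donor sample. There were 1781 such transcripts, with a median log2 fold change of 0.93 between NT and IVF embryos. The mean log2(1+CPM) over these transcripts was computed for each sample. It was 3.92 ± 0.06 (SD, n = 3) in donor cells, 1.99 ± 0.21 (SD, n = 11) in IVF embryos and 2.85 ± 0.26 (SD, n = 12) in NT embryos. Because these transcripts were chosen for being high in the same NT embryos, the lists were also drawn from 2 experiments and measured in the experiment left out. On such lists, NT embryos exceeded IVF embryos by 0.69 on the log2 scale in experiment 1, over 1850 transcripts (exact permutation test, two-sided p = 0.0286). The excess was 0.82 in experiment 2, over 1313 transcripts (exact permutation test, two-sided p = 0.0286), and 0.68 in experiment 3, over 1476 transcripts (exact permutation test, two-sided p = 0.0179). Each of these is the smallest p-value that the number of embryos allows. Over the 3 experiments together, with embryos permuted within experiments, the excess was 0.73 (exact permutation test, two-sided p = 7.3e-06, the smallest of 137200 arrangements). With totals scaled by TMM, the excess in experiment 3 was 0.39 (exact permutation test, two-sided p = 0.0536).

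**Figure D1:**
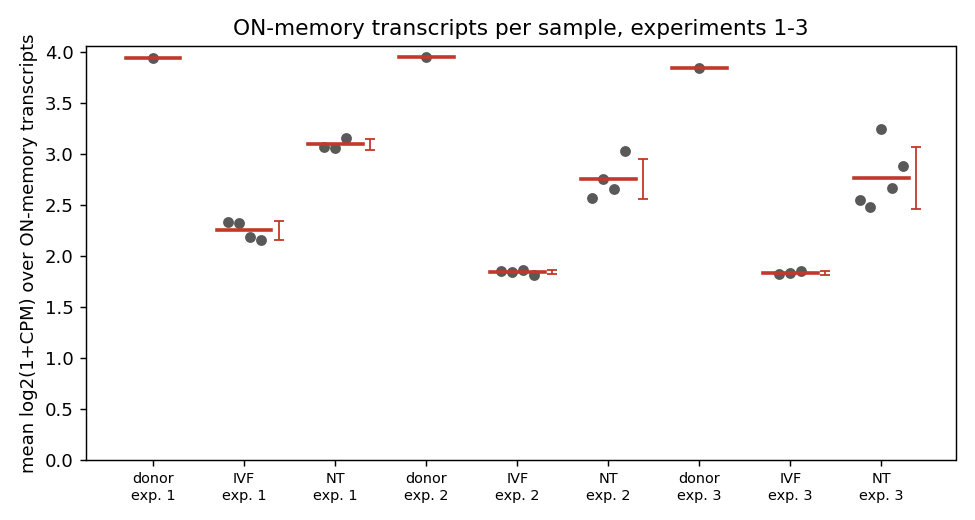
Mean log2(1+CPM) over the ON-memory transcripts for each donor sample, IVF embryo and NT embryo of experiments 1 to 3. Each point is a sample, red lines are group means and error bars are SD, and the NT embryos lie between 2.48 and 3.24 while the IVF embryos lie between 1.81 and 2.34.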

Another 1,346 of the same gene set are described as OFF-memory genes, because their transcripts were expressed at significantly (FDR ≤ 0.05) lower levels in ectoderm cells of NT embryos when compared to IVF controls (Figure 1B and 1C, group 4). 

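OFF-memory transcripts, lower than in IVF embryos in both donor cells and NT embryos at an adjusted p-value below 0.05, numbered 2050. Their median absolute log2 fold change between NT and IVF embryos was 0.47. Their mean log2(1+CPM) per sample was 4.77 ± 0.05 (SD, n = 3) in donor cells, 6.21 ± 0.04 (SD, n = 11) in IVF embryos and 5.89 ± 0.11 (SD, n = 12) in NT embryos. Only 86 of them were lower by more than 1.5 on the log2 scale, and 137 when no expression filter was applied. Among the named transcripts of this group that changed in the same direction in all 3 experiments, iqsec3 (IQSEC3_Ismailoglu201203_XENLA_00046494) showed the largest change. It was at 11.6 ± 6.97 CPM (SD, n = 11) in IVF embryos and 0.651 ± 0.629 CPM (SD, n = 12) in NT embryos, a log2 fold change of -4.44 (standard error 0.56, adjusted p = 3.5e-06, edgeR's quasi-likelihood test). It was followed by a pair of transcripts of manea, with a log2 fold change of -2.93 each, and by prdm14, with -2.69.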

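Of the resistant transcripts, 2002 were neither ON-memory nor OFF-memory. In 946 of them, donor cells were higher and NT embryos lower than IVF embryos. In 1034, donor cells were lower and NT embryos higher than IVF embryos. The remaining 22 were higher in both but at or below 1 CPM in a donor sample. With the experiment as a replicate block, 3109 transcripts fell outside both groups.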

The remaining 1,624 genes were either too much down- or upregulated in the ectoderm of NT embryos when compared to the IVF controls (Figure 1C, group 2 and group 3, respectively). 

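ON-memory and OFF-memory transcripts together made up 3831 transcripts, or 65.7% of the resistant transcripts.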

We therefore see that a total of 2,880 ON-memory and OFF-memory genes are not reprogrammed by NT to eggs in *Xenopus*, and instead remember their donor cell expression pattern. Furthermore, this result suggests that NT embryos show endoderm ON-memory gene expression to the same extent as OFF-memory gene expression in the newly generated ectoderm cell type.

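The median expression of OFF-memory transcripts was 4.90 in donor cells, 6.32 in IVF embryos and 6.06 in NT embryos, in log2(1+CPM) averaged over the samples of each group. The medians of NT and IVF embryos thus differed by -0.26 for the OFF-memory group, whose transcripts were chosen for this difference. These levels use total counts, which make the fall smaller. The median log2 fold change of all tested transcripts between NT and IVF embryos was 0.25 with total counts and -0.01 with TMM. In the fit with TMM, the median absolute log2 fold change of OFF-memory transcripts was 0.47. From the numbers of genes in both groups, the paper proposes that NT embryos retain the active and the inactive expression states of the donor cell to a similar extent.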

**Figure 1:**
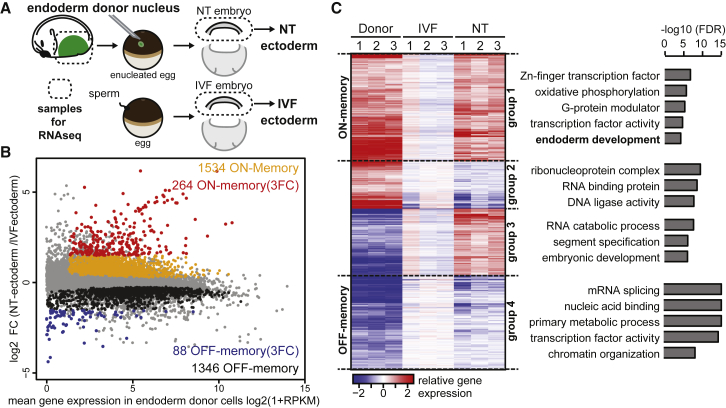
Donor Cell-Type-Specific Genes Are Expressed in the Wrong Cell Type of NT Embryos (A) Design of NT experiments. (B) MA plot comparing gene expression between ectoderm of NT and IVF embryos. The average log2 FC in expression of transcripts in NT embryos over IVF embryos is plotted on the y axis, and the mean log2 (1+RPKM) gene expression in the donor endoderm cells is plotted on the x axis. Gray, all transcripts; orange, ON-memory genes; black, OFF-memory genes; red, ON-memory(3FC) genes; blue, OFF-memory(3FC) genes. (C) Heatmap showing 4,504 differentially expressed transcripts obtained by pairwise comparison between donor endoderm cells and IVF and NT ectoderm cells. Rows are log2 FC in expression over mean expression levels in IVF. Hierarchical clustering of rows classified those genes into four groups. Gene ontology analysis revealed that ON-memory genes are enriched for genes important for endoderm development; FDR, false discovery rate; FC, fold change. See also Figures S1 and S4 and Tables S1 and S2.

To obtain insight into biological processes associated with the inappropriately reprogrammed genes, we performed gene ontology analysis. This revealed that as a whole, reprogramming resistant genes are enriched for genes involved in development, transcriptional activity, and metabolic processes (Figure 1C). 

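A list of endoderm genes was set before the counts were examined, since the files hold no gene ontology terms. It was tested among the transcripts that could have been called ON-memory, which are those higher in donor cells than in IVF embryos and above 1 CPM in every donor sample. Of the 42 listed transcripts, 33 (78.6%) were ON-memory, compared with 1748 of the 8511 others (20.5%), an odds ratio of 14.2 (two-sided Fisher's exact test, p = 1.6e-15). Several transcripts can belong to one gene, so each gene symbol was also counted once. On that count, 16 of 21 listed symbols (76.2%) and 1061 of 4373 others (24.3%) had an ON-memory transcript, an odds ratio of 9.98 (two-sided Fisher's exact test, p = 8.7e-07). The list holds genes that the paper names as ON-memory from these samples. Without the genes named in the paper, a choice made after seeing the data, 21 of 29 listed transcripts (72.4%) were ON-memory, an odds ratio of 10.2 (two-sided Fisher's exact test, p = 3.0e-09). The odds ratio was lowest, at 8.75, with the experiment as a replicate block.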

Importantly, we observed that the ON-memory gene set was enriched for genes implicated in endoderm development (Figure 1C, group 1). Furthermore, we found that master regulators of endoderm specification in *Xenopus*, such as *sox17* and *gata6*, were among the ON-memory genes showing the highest upregulation in NT embryos when compared to IVF (Figure S1C). Hence, these results point toward retention of endoderm donor cell identity in the ectoderm cells of the NT embryos.

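The gata6 transcript with the highest counts (GATA6_XeXenL6RMv10030799m) was at 277 ± 10.0 CPM (SD, n = 3) in donor cells, 2.54 ± 3.29 CPM (SD, n = 11) in IVF embryos and 69.3 ± 89.8 CPM (SD, n = 12) in NT embryos. Its log2 fold change between NT and IVF embryos was 4.59 (standard error 0.79, adjusted p = 0.000129, edgeR's quasi-likelihood test), and 8 of the 12 NT embryos were above every IVF embryo. By this fold change it ranked 32 among the 463 ON-memory(3FC) transcripts, and the gata6.s and gata6.l transcripts ranked 25 and 31. The sox17a.l transcript was at 112 ± 14.1 CPM (SD, n = 3) in donor cells, 2.97 ± 6.45 CPM (SD, n = 11) in IVF embryos and 82.4 ± 118 CPM (SD, n = 12) in NT embryos. Its log2 fold change was 4.72 (standard error 1.04, adjusted p = 0.00117, the same test), with 7 NT embryos above every IVF embryo, and it ranked 29. The other sox17 transcripts had log2 fold changes from 4.06 to 4.57 and ranked from 33 to 55. The spread between NT embryos exceeded the mean for these genes, so the excess differed widely from embryo to embryo. Of 24 transcripts on a separate list of genes of the gastrula endoderm and mesoderm, 21 were higher in NT than in IVF embryos. Of the 24, 7 were higher in donor cells than in IVF embryos, and 5 were ON-memory. For 19 of the 24, the mean was higher in NT embryos than in donor cells. Retained donor expression thus accounts for few of the listed transcripts. Cells of the gastrula endoderm or mesoderm in the dissected NT ectoderm remain a candidate explanation for part of the ON-memory excess. The darmin transcript with the highest counts (DARMIN_TeperekTkacz201206_XENLA_00081109) was at 950 CPM in donor cells, 0.198 CPM in IVF embryos and 16.4 ± 19.9 CPM (SD, n = 12) in NT embryos, a log2 fold change of 6.06 (adjusted p = 1.7e-05), and 11 NT embryos were above every IVF embryo. For a2m.s the values were 1747, 7.05 and 78.7 ± 74.9 CPM, a log2 fold change of 3.24 (adjusted p = 0.000182). A transcript of foxa4 was not called, with a log2 fold change of 2.33 (standard error 1.12, adjusted p = 0.112). With the experiment as a replicate block, its log2 fold change was 4.88 and the adjusted p-value was 0.000969 in the same test. Among other ON-memory(3FC) transcripts that rose in all 3 experiments, the log2 fold change was 6.58 for igf2, 6.31 for hhex and 6.18 for gata4.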

Next, we investigated the mechanism by which the ON-memory gene transcripts are accumulated in the ectoderm cells of the NT embryos. In *Xenopus*, there is no transcription for the first 12 cell cycles of embryonic development (Hörmanseder et al., 2013). Consistently, we did not observe gene expression of the ON-memory genes *sox17β*, *gata6*, and *a2m (endodermin)* at stage 7, prior to zygotic genome activation (ZGA; Figures S1G and S1H). This indicates that there was no carry-over of transcripts for these genes during NT, and that transcripts detected here were newly synthetized after ZGA. We therefore conclude that the memory of an active state of gene transcription of the donor nucleus was transmitted to its mitotic progeny during early embryonic cell divisions in the absence of the conditions that induced that state, and independently of ongoing gene transcription. It implies that the memory of the donor cell gene expression pattern observed in NT embryos is stabilized by epigenetic mechanisms.

### ON-Memory Genes Are Enriched for H3K4me3 in Endoderm Donor Nuclei in *Xenopus*

We then investigated which epigenetic feature of the donor nuclei could account for the fact that ON-memory genes resist the reprogramming process and commence expression in the wrong cell type of NT embryos. Actively transcribed genes are characterized by the presence of methylated lysine 4 on histone H3 (H3K4me3) (Santos-Rosa et al., 2002). We hypothesized that accumulation of H3K4me3 following transcription of endoderm genes in donor cells could confer ON-memory gene-expression after NT.

Our transcriptome analysis identified reprogrammed-down genes that were active in endoderm donor cells (Figure 2A) but are reprogrammed and downregulated to IVF levels in the ectoderm of NT embryos (Figure 2B). 

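Expression of each transcript was averaged as log2(1+CPM) over the samples of a group, and the medians were compared across transcripts, which are not independent replicates. For reprogrammed-down transcripts the median was 3.86 in donor cells, 1.64 in IVF embryos and 1.81 in NT embryos. The medians of NT and IVF embryos differed by 0.16. With total counts, as used here, the median log2 fold change of all tested transcripts between these embryos was 0.25, and -0.01 with TMM. Scaling alone may therefore account for the 0.16.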

ON-memory genes were initially expressed in endoderm donor cells at similar levels to reprogrammed-down genes (Figure 2A). However, they remained significantly upregulated in ectoderm cells of the NT embryo when compared to IVF (ON-memory; Figure 2B). 

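The median of ON-memory transcripts in donor cells was 3.75 log2(1+CPM), with quartiles of 2.75 and 4.84. The quartiles of reprogrammed-down transcripts were 2.59 and 5.29. The difference of the medians, ON-memory minus reprogrammed-down, was -0.11 (two-sided Mann-Whitney test across transcripts, p = 0.0147). With each of the 3 donor samples left out in turn, the difference lay between -0.14 and -0.13, and the p-value reached 0.0530 without the third.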

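The median of ON-memory transcripts was 1.73 log2(1+CPM) in IVF embryos and 2.79 in NT embryos, a difference of 1.06. The transcripts were chosen for this difference, so no test across them is given. The NT median thus lay between those of IVF embryos and of donor cells. Total counts also raised the NT values of all tested transcripts, by a median of 0.25 on the log2 scale, which adds to the 1.06.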

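A log2 fold change above 1.5 between NT and IVF embryos was used for the ON-memory(3FC) group, as in the methods. The median of this group was 3.64 log2(1+CPM) in donor cells, 0.43 in IVF embryos and 1.69 in NT embryos. NT and IVF medians differed by 1.26, in transcripts chosen for this difference. In donor cells its median was lower than that of reprogrammed-down transcripts, by a difference of -0.22 (two-sided Mann-Whitney test across transcripts, p = 0.0423). The group held 520 transcripts with the exact test of edgeR, 312 without experiment 2 and 589 without experiment 3.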

Within the ON-memory group, a subset were especially resistant to reprogramming as they were more than 3-fold overexpressed (ON-memory(3FC); Figure 2B). Using these three sets of genes we tested if differences in H3K4me3 features could explain resistance to transcriptional reprogramming. We performed H3K4me3 chromatin immunoprecipitation sequencing (ChIP-seq) analysis on neurula-stage endoderm donor cells in biological duplicate (Figures 2C–2F and S2A–S2D). The intensity of the H3K4me3 ChIP-seq signal around the transcriptional start site (TSS) was significantly higher in ON-memory genes when compared to reprogrammed-down genes (Figures 2C and 2D). Previous studies suggested that broad H3K4me3 domains are linked to cell identity and transcriptional consistency (Benayoun et al., 2014), and since endoderm ON-memory genes are also enriched for endoderm lineage genes and maintain their transcriptionally active state even after the nuclear reprogramming procedure, we tested if ON-memory genes showed high H3K4me3 breadth. Indeed, when comparing the empirical cumulative distribution of H3K4me3 domain size spanning the TSS, ON-memory(3FC) genes showed significantly broader H3K4me3 domains than reprogrammed-down genes (Figure 2E). For example, the ON-memory genes *gata6* and *sox17β* are marked by broader domains than the reprogrammed-down gene *abhd4* (Figure 2F).

**Figure 2:**
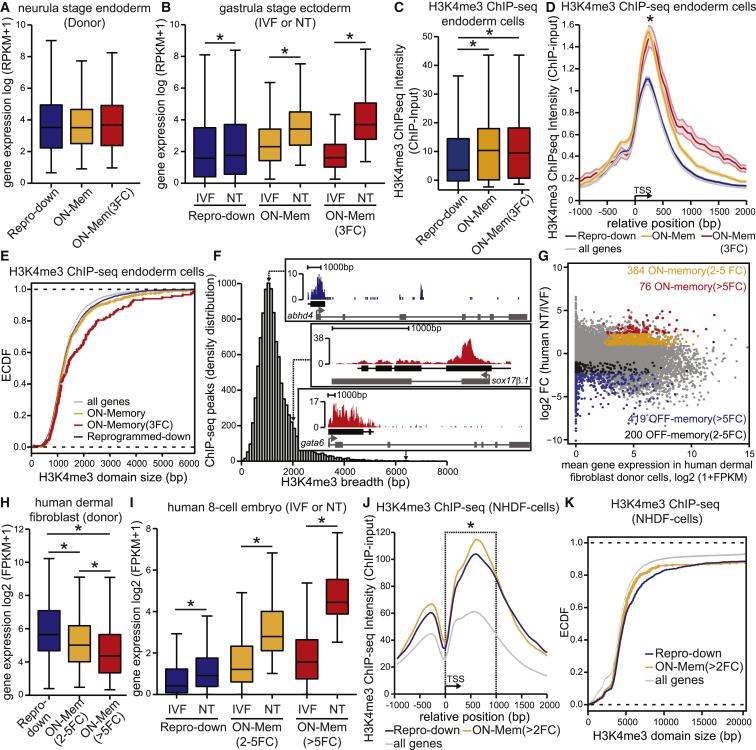
ON-Memory Genes Are Enriched for H3K4me3 in *Xenopus* and Human Donor Cells (A) Reprogrammed-down, ON-memory, and ON-memory(3FC) genes have similar expression levels in donor-endoderm cells (p values > 0.4, Mann-Whitney test). (B) ON-memory-genes are upregulated in NT cells when compared to IVF ectoderm cells. Boxplot comparing mean expression levels of reprogrammed-down (^∗^p value = 1.024 × 10^−7^), ON-memory (^∗^p value < 2.2 × 10^−16^), and ON-memory(3FC)-genes (^∗^p value < 2.2× 10^−16^); Mann-Whitney test. (C–F) H3K4me3 ChIP-seq data generated from neurula-stage endoderm cells. Read counts are normalized by input and total mapped reads. (C) ON-memory-genes are enriched for H3K4me3 in donor-endoderm cells. Boxplot comparing mean H3K4me3 ChIP-seq intensities in a 4-kb window centered on the TSS (^∗^p value < 0.001, KS test). (D) TSS metaplots of H3K4me3 ChIP-seq intensity in endoderm cells. ON-memory(3FC) and ON-memory ChIP-seq intensities are higher when compared to reprogrammed-down genes (p value = 0.07 and ^∗^p value = 0.001, respectively KS test). (E) ON-memory(3FC)-genes show increased H3K4me3 breadth when compared to reprogrammed-down genes (p value = 0.0002, KS test). Empirical cumulative distribution function (ECDF) comparing H3K4me3 domain size spanning the TSS. (F) Breadth distribution of H3K4me3 ChIP-seq peaks. Inserts are examples of H3K4me3 regions of a reprogrammed-down gene (*abhd4*) and ON-memory genes *sox17β.1* and *gata6*(NM_001087983.1). (G) MA plot comparing gene expression between human NT and IVF embryos. The average log2 FC in expression of transcripts in NT embryo over IVF embryos (n = 1; pool of five NT and of five IVF 8-cell embryos) is plotted on the y axis, and the mean log2 (1+FPKM) gene expression in the endoderm donor cells (1 sample of the donor dermal fibroblast cells, DFB-8) is plotted on the x axis. Gray, all identified transcripts; orange, ON-memory(2-5FC); black, OFF-memory(2-5FC); red, ON-memory(> 5FC) genes; blue, OFF-memory(> 5FC) genes. (H) Boxplot comparing mean expression levels of reprogrammed-down, ON-memory(2-5FC), and ON-memory(> 5FC) genes in DFB-8 donor cells (^∗^p values < 0.002, Mann-Whitney test). (I) ON-memory genes are upregulated in eight-cell NT embryos when compared to IVF embryos. Boxplot comparing mean expression levels of reprogrammed-down, ON-memory(2-5FC), and ON-memory(> 5FC) genes (^∗^p values < 2.2× 10^−16^) in eight-cell NT and IVF embryos; statistical test: Mann-Whitney test. (J and K) H3K4me3 ChIP-seq datasets of H3K4me3 in human dermal fibroblast cells (NHDF-cells) were obtained from the ENCODE project (Consortium, 2012). (J) TSS meta-plots of the average intensity of H3K4me3 modifications in NDHF cells for reprogrammed-down, ON-memory(> 2FC), and all genes of the human genome. ON-memory(> 2FC) ChIP-seq intensities are significantly higher when compared to reprogrammed-down genes (^∗^p value < 0.035, 1 kb window around the TSS, KS test). (K) ECDF comparing H3K4me3 domain size around the TSS of reprogrammed-down, ON-memory(> 2FC), and all genes from the human genome. ON-memory(> 2FC)-genes do not show a significant increase in H3K4me3 breadth when compared to reprogrammed-down genes (p value = 0.85, KS test; ChIP-seq peaks called by MACS2). Boxplots: middle line in the box indicates the median; box edges indicate 25th/75th percentiles; and whiskers indicate min and max. See also Figures S2 and S4 and Table S2.

These results suggest that ON-memory genes are enriched for H3K4me3, as they show higher ChIP-seq intensity and broader domains of this mark when compared to reprogrammed-down genes in the endoderm donor cells. Increased H3K4me3 levels and breadth could act together as barrier to cell-fate changes and hence explain why the set of memory-ON genes are resisting the reprogramming process.

### The Phenomenon of ON-Memory Is Conserved in Human NT Embryos, and ON-Memory Genes Are Enriched for H3K4me3 in Human Donor Cells

Our observations in *Xenopus* prompted us to investigate if ON-memory gene expression is conserved in human NT embryos and whether ON-memory genes, when compared to reprogrammed-down genes, are also enriched for H3K4me3 levels in the human donor cells. In previous studies (Chung et al., 2015, Matoba et al., 2014), epigenetic marks correlating with ON-memory genes were not addressed. Therefore, we obtained the published RNAseq datasets generated from pools of human eight-cell IVF embryos, as well as from eight-cell NT embryos using human dermal fibroblast (DFB-8) cell nuclei as donors (Chung et al., 2015).

Our transcriptome comparison between the donor DFB cells and IVF and NT embryos identified a set of 76 ON-memory genes that remained more than 5-fold upregulated in NT embryos when compared to IVF control (ON-memory(> 5FC); Figures 2G–2I). A set of 364 genes showed partial inactivation (ON-memory(2-5 FC)) (Figures 2G–2I) and a third set of 508 genes was efficiently downregulated in the NT-embryo when compared to IVF (reprogrammed-down; Figures 2I and 2J).

Therefore, our analysis of human NT embryo RNA-seq data suggests that the phenomenon of ON-memory gene expression is conserved in human NT embryos.

We then investigated the H3K4me3 ChIP-seq intensities of ON-memory and reprogrammed-down genes using publicly available H3K4me3 ChIP-seq datasets for NHDF cells, which are related to the DFB-8 cells used as donors to generate the NT embryos. In agreement with the results obtained for *Xenopus*, ON-memory genes showed increased H3K4me3 intensity around their TSS when compared to reprogrammed-down genes (Figure 2J). However, when comparing H3K4me3 domains breadth of ON-memory genes and reprogrammed-down genes, we could not observe a significant difference (Figure 2K).

These results suggest that also in human, high H3K4me3 levels at the TSS could confer ON-memory gene expression in NT embryos and hence act as barrier to nuclear reprogramming.

### H3K4 Demethylation of Donor Nuclei Improves Transcriptional Reprogramming in *Xenopus* NT Embryos

Having established a correlation between ON-memory gene expression and H3K4me3 enrichment, we next asked whether this modification is responsible for resistance to reprogramming.

Hence, one-cell embryos were injected with mRNA encoding the H3K4-specific demethylase Kdm5b^wt^, or with Kdm5b^ci^, the catalytic inactive version of the enzyme, and grown to neurula-stage (Figure 3A). Western blot analysis confirmed that Kdm5b^wt^-expressing embryos showed reduced H3K4me3 levels when compared to uninjected embryos (Figure 3B). Furthermore, H3K4me3 ChIP-RTqPCR analysis verified the reduction in H3K4me3 levels following Kdm5b^wt^ treatment around the TSS and in the gene body of candidate ON-memory genes (Figure S2E). We then used Kdm5b^wt^- and Kdm5b^ci^-expressing neurula-stage endoderm cells as donors to generate NT(Kdm5b^wt^) embryos and NT(Kdm5b^ci^) embryos, respectively (Figure 3A). As controls, we in vitro fertilized embryos. 

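For the experiments with the H3K4 demethylase Kdm5b wt and its catalytically inactive form Kdm5b ci, numbered 4 and 5, mRNA was injected at 13.6 ng per embryo, and donor endoderm was taken at stage 18. Each experiment held 2 donor samples for Kdm5b wt and 2 for Kdm5b ci, 4 IVF embryos and 4 NT(Kdm5b ci) embryos. There were 4 NT(Kdm5b wt) embryos in experiment 4 and 3 in experiment 5. The methods state that 1 further NT(Kdm5b wt) sample of experiment 5 was left out as an outlier after clustering. Reads were processed by the authors as for the untreated embryos, and raw counts were deposited for each of the 31 samples. Between 17259910 and 39029384 reads per sample were counted on transcripts. Transcripts above 1 CPM in all donor samples, all IVF embryos or all NT embryos were kept, as in Table S3, which left 22465. Each experiment was fitted on its own, and a transcript counted as changed only if it changed in both experiments in the same direction. Transcripts that differed between the treated and control donor cells in either experiment were left out of the later steps, which left 22217. The injected Kdm5b is not read by the counts of the Xenopus kdm5b transcript, which were 97.9 CPM in Kdm5b ci donors and 78.8 CPM in Kdm5b wt donors of experiment 4. In experiment 4 all NT embryos shared 1 sequencing pool, and all IVF embryos shared another with the donors. Pool and condition therefore cannot be told apart between NT and IVF embryos there. In experiment 5 the NT(Kdm5b ci) embryos shared a pool with the donors and the NT(Kdm5b wt) embryos shared another with the IVF embryos, so that pool and treatment cannot be told apart there.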

We collected gastrula stage embryos and subjected them, as well as the endoderm donor cells, to RNA-seq analysis (Figure 3A; Tables S1 and S3).

**Figure 3:**
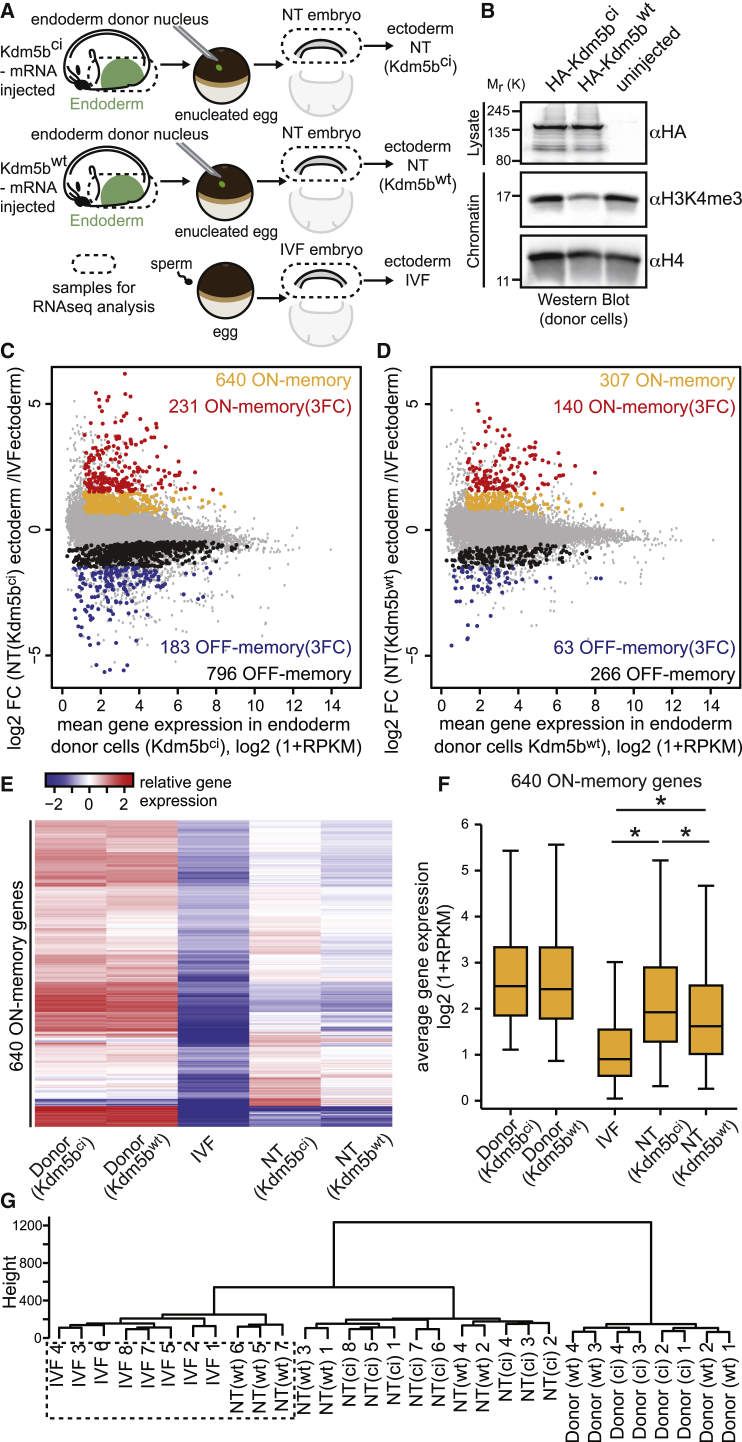
Kdm5b Expression in the Donor Nuclei Reduces H3K4me3 Levels and Improves Reprogramming in NT Embryos (A) Design of NT experiments. (B) Western blot analysis indicating that Kdm5b^WT^ expression reduces H3K4me3 by ≈70% in neurula-stage embryos, when compared to uninjected ones. (C and D) Kdm5b^wt^ expression in the donor cells reduces the number of misregulated genes in NT embryos when compared to IVF embryos. MA plot comparing gene expression between NT(Kdm5b^ci^) and IVF ectoderm cells (C) or NT(Kdm5b^wt^) and IVF ectoderm cells (D). Average log2 FC in expression of transcripts in NT over IVF ectoderm cells is plotted on the y axis, and the mean log2 (1+RPKM) gene expression in the donor-endoderm cells is plotted on the x axis. Gray, all transcripts; orange, ON-memory genes; black, OFF-memory genes; red, ON-memory(3FC)genes; blue, OFF-memory(3FC) genes. (E) ON-memory gene expression is reduced in NT(Kdm5b^wt^) embryos. Heatmap showing the expression of ON-memory genes identified in NT(Kdm5b^ci^) embryos in donor-endoderm cells in IVF, NT(Kdm5b^ci^), and NT(Kdm5b^wt^) ectoderm cells. Rows represent log2 FC in expression of the indicated samples over mean pooled expression levels of all samples. Rows were sorted by hierarchical clustering. (F) Boxplots comparing mean expression levels of ON-memory transcripts in donor-endoderm cells and IVF, NT(Kdm5b^ci^), and NT(Kdm5b^wt^) ectoderm cells. (^∗^p values < 0.0004, Mann-Whitney test.) (G) Hierarchical transcriptome clustering analysis of filtered and normalized RNaseq data of single ectoderm tissues of IVF, NT(Kdm5b^wt^), and NT(Kdm5b^ci^) embryos, as well as donor endoderm cells. Boxplots: middle line in the box indicates the median; box edges indicate 25th/75th percentiles; and whiskers indicate min and max. See also Figures S2–S4 and Tables S1 and S3.

First, we addressed the effect of H3K4 demethylation on gene expression in donor cells. Interestingly, we identified that only 102 out of 24,758 identified transcripts were differentially expressed between Kdm5b^WT^ and Kdm5b^ci^ treated donor cells (Table S3). Therefore, changes in H3K4 methylation do not result in strong changes of gene expression levels, as reported previously (Clouaire et al., 2012). 

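Between Kdm5b wt and Kdm5b ci donor cells, 210 transcripts in experiment 4 and 39 in experiment 5 had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test, 2 samples against 2). No transcript passed in both in the same direction, and 248 passed in either experiment. At an unadjusted p-value below 0.05, 2962 transcripts differed in experiment 4 and 2320 in experiment 5, and 367 did so in both in the same direction. One fit over both experiments with the experiment as a replicate block moved the count most and gave 79 transcripts.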

Second, we addressed if H3K4 methylation is important for stabilizing an active state of gene expression by evaluating if genes lose resistance to reprogramming as well as their ON-memory state following Kdm5b^wt^ treatment of the donor cell. Transcriptome comparison of Kdm5b^ci^ expressing endoderm donor cells, the ectoderm of IVF embryos and NT(Kdm5b^ci^) embryos identified 1,434 reprogramming resistant genes as they were differentially expressed between ectoderm cells of NT(Kdm5b^ci^) and IVF embryos (Figure 3C). 

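Donor cells expressing Kdm5b ci differed from IVF embryos in 12829 transcripts in both experiments, and NT(Kdm5b ci) embryos differed from IVF embryos in 2158. The transcripts that differed in both comparisons, counted as resistant, numbered 1168. The number differed between the experiments. In experiment 4 alone, 2809 transcripts were resistant, or 16.9% of those that differed between donor and IVF cells. In experiment 5 alone, 6956 were resistant, or 45.9%. A single fit over both experiments with the experiment as a replicate block moved the count most and gave 6339 resistant transcripts.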

By comparison, in NT(Kdm5b^wt^) embryos, the number of reprogramming resistant genes was substantially reduced, as our analysis identified only 573 differentially expressed genes between the ectoderms of NT(Kdm5b^wt^) embryos and IVF embryos (Figure 3D). 

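In NT(Kdm5b wt) embryos, 298 transcripts differed from IVF embryos in both experiments, and 151 of them also differed between Kdm5b wt donors and IVF embryos. The number was 2382 (14.3% of the transcripts that differed between donor and IVF cells) in experiment 4 and 702 (4.79%) in experiment 5. The fall from Kdm5b ci to Kdm5b wt was larger in experiment 5, where pool and treatment coincide, than in experiment 4, where all NT embryos shared a pool. These counts rest on NT against IVF embryos, which were in separate pools in experiment 4. The count was higher for Kdm5b ci than for Kdm5b wt in all 32 ways of processing the data that were run, with ratios from 1.95 to 18.7. With NT(Kdm5b ci) reduced to 3 embryos in experiment 5, to match the other group, 1159 transcripts were resistant (median of the 4 choices).

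**Figure D2:**
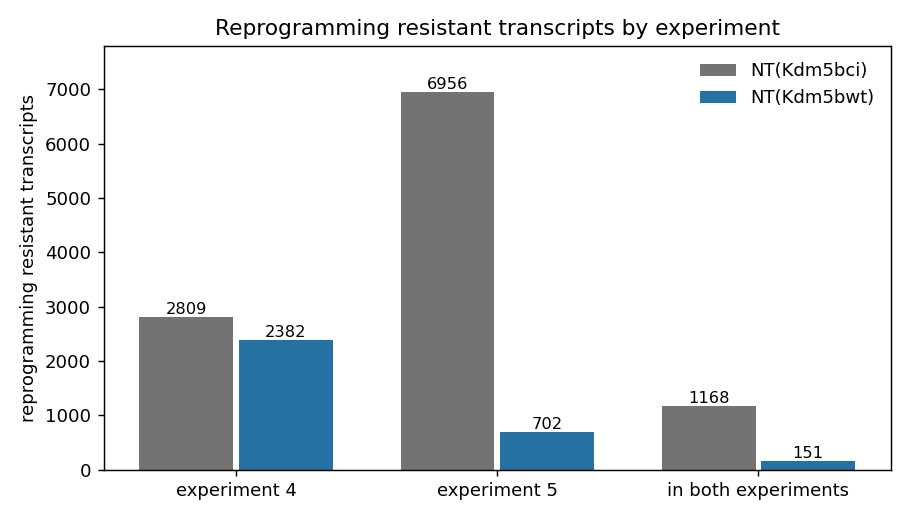
Number of reprogramming resistant transcripts for NT(Kdm5b ci) and NT(Kdm5b wt) embryos in experiment 4, in experiment 5 and in both. The bars differ by 2809 against 2382 in experiment 4 and by 6956 against 702 in experiment 5.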

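ON-memory transcripts numbered 452 in NT(Kdm5b ci) embryos and 86 in NT(Kdm5b wt) embryos, and 63 were shared. With a log2 fold change above 1.5, 155 remained for Kdm5b ci and 40 for Kdm5b wt. In experiment 4 alone these counts were 448 and 297, and in experiment 5 alone 717 and 155. With the 23 IVF and NT embryos left out in turn, the Kdm5b wt count ranged from 8 to 94 transcripts.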

Importantly, Kdm5b^wt^ treatment of the donor cells significantly reduced ON-memory gene expression from 231 ON-memory(3FC) genes in NT(Kdm5b^ci^) embryos (Figure 3C) to 140 ON-memory(3FC) genes in NT(Kdm5b^wt^) embryos (Figure 3D). While the expression levels of ON-memory genes in the donor tissues was unaffected by the treatment with Kdm5b^wt^ when compared to Kdm5b^ci^, we observed a significant reduction of average ON-memory gene expression levels in NT(Kdm5b^wt^) embryos when compared to NT(Kdm5b^ci^) embryos (Figures 3E and 3F). 

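The mean log2(1+CPM) over the ON-memory transcripts of NT(Kdm5b ci) was 3.02 ± 0.22 (SD, n = 4) in NT(Kdm5b ci) and 2.74 ± 0.36 (SD, n = 4) in NT(Kdm5b wt) embryos of experiment 4. In experiment 5 it was 2.92 ± 0.13 (SD, n = 4) and 2.38 ± 0.15 (SD, n = 3). NT(Kdm5b wt) embryos differed from NT(Kdm5b ci) embryos by -0.28 in experiment 4 (exact permutation test, two-sided p = 0.229) and by -0.53 in experiment 5 (exact permutation test, two-sided p = 0.0286, the smallest possible). In experiment 5 it was -0.27 with totals scaled by TMM (exact permutation test, two-sided p = 0.0857) and -0.60 with the median over transcripts (exact permutation test, two-sided p = 0.0571). Over both experiments, with embryos permuted within each, the difference was -0.41 (exact permutation test, two-sided p = 0.00857). The difference between the experiments was itself -0.26 (exact permutation test, two-sided p = 0.438). In experiment 5 the NT groups were also in separate pools. The ON-memory transcripts were chosen for being high in the same NT(Kdm5b ci) embryos. On the ON-memory transcripts found in the other experiment, the difference was -0.043 in experiment 4 (exact permutation test, two-sided p = 0.743) and -0.15 in experiment 5 (exact permutation test, two-sided p = 0.229). Over both it was -0.10 (exact permutation test, two-sided p = 0.283), and it was 0.023 with totals scaled by TMM. On the ON-memory transcripts of experiments 1 to 3, it was -0.14 over both experiments (exact permutation test, two-sided p = 0.0665). In donor cells, the difference between Kdm5b wt and Kdm5b ci was 0.024 in experiment 4 and -0.16 in experiment 5, and 2 samples against 2 cannot give an exact p-value below 0.333.

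**Figure D3:**
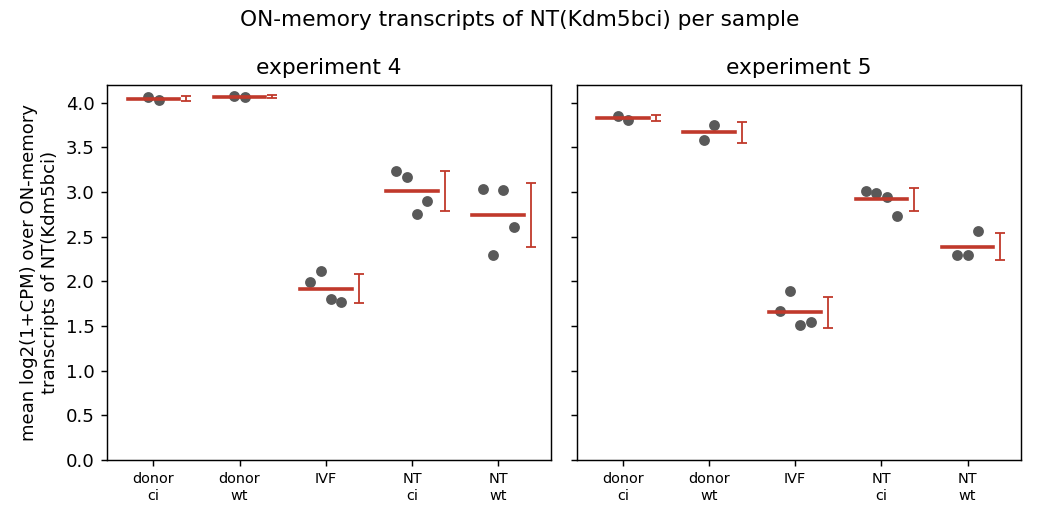
Mean log2(1+CPM) over the ON-memory transcripts of NT(Kdm5b ci) for each sample of experiments 4 and 5. Points are samples, red lines are group means and error bars are SD, and the IVF embryos of experiment 4 lie between 1.77 and 2.11, below all NT embryos of that experiment.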

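The sox17b.1 transcript with identifier SOX17B.1_Ismailoglu201203_XENLA_00033833 was at 0.481 ± 0.124 CPM (SD, n = 4) in IVF, 5.88 ± 3.60 CPM (SD, n = 4) in NT(Kdm5b ci) and 5.19 ± 3.62 CPM (SD, n = 4) in NT(Kdm5b wt) embryos of experiment 4. Its log2 fold change between the NT groups was -0.17 (standard error 0.50, adjusted p = 0.981, edgeR's quasi-likelihood test). In experiment 5 it was at 6.17 ± 5.15 CPM (SD, n = 4) in NT(Kdm5b ci) and 0.834 ± 0.777 CPM (SD, n = 3) in NT(Kdm5b wt) embryos, a log2 fold change of -2.77 (standard error 0.79, adjusted p = 0.0235, the same test). The sox17b.1.s transcript was not lower with Kdm5b wt in experiment 4, with a log2 fold change of 1.17 (standard error 0.71, adjusted p = 0.761, the same test), and was lower in experiment 5, with -5.66 (standard error 1.39, adjusted p = 0.0128, the same test). Over all 5 sox17 transcripts, the log2 fold changes lay between -0.17 and 1.17 in experiment 4 and between -5.66 and -2.17 in experiment 5. The NT groups shared a pool in experiment 4 and were in separate pools in experiment 5. For a2m.s the log2 fold change between the NT groups was -1.00 in experiment 4 (standard error 0.57, adjusted p = 0.741) and -2.41 in experiment 5 (standard error 0.59, adjusted p = 0.0124, the same test). In experiment 5, a2m.s was not raised in NT(Kdm5b ci) embryos, at 8.55 ± 6.15 CPM (SD, n = 4) against 7.91 ± 4.83 CPM (SD, n = 4) in IVF embryos. The gata6 transcript named above was not higher in NT than in IVF embryos, at 1.18 CPM in IVF, 0.809 CPM in NT(Kdm5b ci) and 0.930 CPM in NT(Kdm5b wt) embryos of experiment 4. The same held for the darmin transcript, at 0.201, 0.140 and 0.177 CPM.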

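The 31 samples were clustered by the Euclidean distance of CPM values scaled per transcript within each experiment, with Ward's method, and the tree was divided into 3 clusters. The cluster that held the IVF embryos also held 5 of the 7 NT(Kdm5b wt) embryos, of which 2 of 4 came from experiment 4 and 3 of 3 from experiment 5. It also held 2 of the 4 NT(Kdm5b ci) embryos of experiment 4 and 0 of the 4 of experiment 5. Average linkage moved the count most and placed 7 NT(Kdm5b wt) embryos with the IVF embryos, together with 4 NT(Kdm5b ci) embryos of experiment 4 and 2 of experiment 5. The first principal component took 53.8% of the variance and the second 13.8%. Each embryo was also placed on a line from the mean of the IVF embryos, at 0, to the mean of the NT(Kdm5b ci) embryos, at 1, of its own experiment, with the embryo itself left out of both means. NT(Kdm5b ci) embryos were at 0.897 ± 0.161 (SD, n = 4) and NT(Kdm5b wt) embryos at 0.777 ± 0.303 (SD, n = 4) in experiment 4 (exact permutation test, two-sided p = 0.514). In experiment 5 they were at 0.893 ± 0.206 (SD, n = 4) and 0.387 ± 0.0195 (SD, n = 3) (exact permutation test, two-sided p = 0.0286, the smallest possible). An NT(Kdm5b wt) sample of experiment 5 had been left out by the authors as an outlier after clustering. The spread, the p-value and the 3 of 3 there cover only the embryos kept. The difference between the NT groups in experiment 5 was not shown to exceed that in experiment 4 (exact permutation test, two-sided p = 0.186). In experiment 5 the NT(Kdm5b wt) embryos shared a pool with the IVF embryos, and the NT(Kdm5b ci) embryos were in another. Pool and treatment therefore cannot be told apart there, in the clusters or on the line.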

Hierarchical clustering (Figure 3G), as well as principal component analysis (PCA) (Figures S2F and S2G) of the transcriptome revealed that three out of seven NT(Kdm5b^wt^) embryos have a gene expression pattern in their ectoderm cells that is more similar to the one of IVF embryos than to the one of control NT(Kdm5b^ci^) embryos.

This implicates that expression of Kdm5b^wt^ in the donor cell reduces ON-memory gene expression and is able to improve the whole transcriptome of the resultant NT embryos.

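The NT groups were also compared with each other. NT(Kdm5b wt) and NT(Kdm5b ci) embryos differed in 18 transcripts in experiment 4, of which 8 were lower and 10 higher with Kdm5b wt (edgeR's quasi-likelihood test, adjusted p-value below 0.05). In experiment 5, where they were in separate pools, they differed in 5813 transcripts, 3615 lower and 2198 higher. Transcripts that differed in both experiments in the same direction numbered 3, from the genes ccdc88c and clock, and none of them was an ON-memory transcript. Of the 452 ON-memory transcripts of NT(Kdm5b ci), 361 had a lower estimate with Kdm5b wt in experiment 4 and 397 in experiment 5. Of these, 3 and 137 had an adjusted p-value below 0.05. The transcripts were chosen for being high in the same NT(Kdm5b ci) embryos, which by itself favours lower estimates with Kdm5b wt. On transcripts chosen in the other experiment, the level differed by -0.10 over both experiments (exact permutation test, two-sided p = 0.283). Across all transcripts kept, the fold changes between the NT groups in experiments 4 and 5 had a Spearman correlation of -0.107, which is across transcripts and not across replicates. From the lower number and level of ON-memory genes and the clustering, the paper proposes that demethylase activity in the donor cell lowers ON-memory expression and improves the transcriptome of the NT embryos.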

Next, we analyzed the expression of selected candidate ON-memory genes (*sox17β*, *gata6*, *foxA4*, *a2m*, and *darmin)* during gastrulation of NT and IVF embryos via qRT-PCR. In donor endoderm cells, ON-memory gene expression was not affected by H3K4 demethylation (Figures S2H–S2L). We observed that ON-memory genes were upregulated in NT(Kdm5b^ci^) ectoderm cells at all stages of gastrula embryos (Figures S2M–S2Q). While *sox17β*, *gata6* and *foxA4* showed a decrease in gene expression in NT(Kdm5b^wt^) ectoderm cells at all stages (Figures S2M–S2O), *a2m* and *darmin* were insensitive to Kdm5b^wt^ treatment of the donor cell as they did not show a significant reduction in gene expression in the resultant NT(Kdm5b^wt^) ectoderm cells when compared to NT(Kdm5b^ci^) ectoderm cells (Figures S2P–S2Q). We propose that this is due to an additional, unknown epigenetic barrier other than H3K4me3, as we could observe that H3K4me3 levels were reduced at the TSS and at the gene body of *darmin* to a similar extent as of the other, Kdm5b^wt^ sensitive ON-memory genes (Figure S2E). These results corroborate that Kdm5b^wt^ treatment can reduce ON-memory gene expression in the resultant NT embryos throughout gastrulation.

Finally, we confirmed that the observed reduction in ON-memory gene expression following Kdm5b^wt^ expression is indeed due to the demethylation of H3K4. We reduced H3K4me3 levels in the donor cells by expressing a dominant-negative version of histone H3.3 (H3.3^K4M^) that binds and inhibits the SET domain of H3K4-specific methyltransferases (Lewis et al., 2013). 

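In the H3.3 experiment, numbered 6, donor embryos were injected with 0.2 ng of H3.3 wt mRNA or 1.25 ng of H3.3 K4M mRNA, amounts that the paper chose for equal protein levels. Donor endoderm at stage 21 was sequenced in 2 samples per treatment, together with 4 IVF, 4 NT(H3.3 wt) and 4 NT(H3.3 K4M) embryos at stage 11. The authors deposited raw counts per transcript, with totals between 10398428 and 35708803 reads per sample. The totals of the donor samples were the lowest, with medians of 13513939.5 for H3.3 wt and 13656479.5 for H3.3 K4M. Transcripts above 1 CPM in all donor samples, all IVF embryos or all NT embryos numbered 21750 and were fitted in one model. Donor cells, IVF embryos and NT embryos were sequenced in separate pools, and the NT groups shared one pool. An h3f3a transcript (H3F3A_Quigley201207_XENLA_00021387) was at 1927 CPM in H3.3 wt donors and 5762 CPM in H3.3 K4M donors, compared with 204 CPM in the donor cells of experiments 1 to 3.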

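H3.3 wt and H3.3 K4M donor cells differed in 5915 transcripts (27.2% of those tested, edgeR's quasi-likelihood test, adjusted p-value below 0.05), which were left out of the comparison of NT embryos. The exact test of edgeR moved this count most and gave 2364. Of the 15835 transcripts kept, 3934 were resistant in NT(H3.3 wt) and 3197 in NT(H3.3 K4M) embryos. This order held in 18 of 19 ways of processing the data and was reversed with the exact test of edgeR, which gave 5249 and 5824 resistant transcripts. ON-memory transcripts numbered 1213 and 1009, and with a log2 fold change above 1.5 they numbered 280 and 49. The order of the ON-memory counts was also reversed with the exact test, which gave 1543 and 1644. NT(H3.3 K4M) embryos differed from NT(H3.3 wt) embryos in 1952 transcripts, 930 lower and 1022 higher. Of the ON-memory transcripts of NT(H3.3 wt), 436 were lower and 17 higher with H3.3 K4M. The mean log2(1+CPM) over the ON-memory transcripts of NT(H3.3 wt) was 3.44 ± 0.09 (SD, n = 4) in NT(H3.3 wt) and 3.03 ± 0.07 (SD, n = 4) in NT(H3.3 K4M) embryos. The difference was -0.42 (exact permutation test, two-sided p = 0.0286, the smallest that 4 embryos against 4 allow). On the ON-memory transcripts of experiments 1 to 3, which were chosen in other embryos, it was -0.11 (exact permutation test, two-sided p = 0.0286, again the smallest). On the 1009 ON-memory transcripts of NT(H3.3 K4M), chosen for being high in those embryos, it was 0.084 (exact permutation test, two-sided p = 0.371). In the donor cells these transcripts were higher with H3.3 K4M, by 0.20 on the list of NT(H3.3 wt), a difference that 2 samples against 2 cannot resolve (exact permutation test, two-sided p = 0.333).

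**Figure D4:**
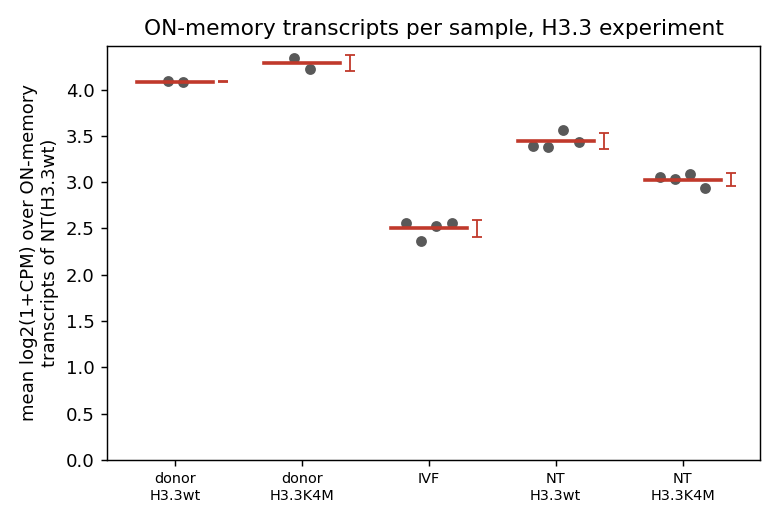
Mean log2(1+CPM) over the ON-memory transcripts of NT(H3.3 wt) for each sample of the H3.3 experiment. Points are samples, red lines are group means and error bars are SD, and the NT(H3.3 K4M) embryos, between 2.93 and 3.09, lie between the IVF embryos and the NT(H3.3 wt) embryos.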

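The same sox17b.1 transcript was at 0.524 ± 0.169 CPM (SD, n = 4) in IVF, 6.20 ± 0.976 CPM (SD, n = 4) in NT(H3.3 wt) and 1.80 ± 0.644 CPM (SD, n = 4) in NT(H3.3 K4M) embryos, and the log2 fold change between the NT groups was -1.85 (standard error 0.20, adjusted p = 7.0e-06, edgeR's quasi-likelihood test). For a2m.s the values were 2.15 ± 0.510, 12.1 ± 2.36 and 3.20 ± 0.715 CPM (SD, n = 4 each), a log2 fold change of -1.95 (standard error 0.17, adjusted p = 7.7e-07). The sox17a.l transcript fell by 2.61 on the log2 scale (standard error 0.35, adjusted p = 7.5e-05). The gata6 transcript was not higher in NT than in IVF embryos, at 1.43 CPM in IVF, 1.31 CPM in NT(H3.3 wt) and 0.996 CPM in NT(H3.3 K4M) embryos. The named ON-memory transcripts with the largest falls were those of mcam (MCAM_Taira201203_XENLA_tissue_00222537) with a log2 fold change of -6.01, chrng.l with -5.26 and pik3r5 with -5.02. In NT(H3.3 wt) embryos, the first was at 3.83 ± 2.03 CPM and the last at 4.17 ± 1.55 CPM (SD, n = 4 each). From the lower ON-memory expression with H3.3 K4M, the paper reasons that the fall in ON-memory expression after Kdm5b wt is due to the demethylation of H3K4.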

Transcriptome comparison between donor cells, the ectoderm cells of IVF embryos and of the NT(H3.3^wt^) embryos or NT(H3.3 ^K4M^) embryos corroborated the finding that a reduction of H3K4 methylation decreases ON-memory gene expression in NT embryos (Figure S3; Table S3).

Together, our data show that a H3K4 demethylation of donor nuclei not only improves the reprogramming of ON-memory genes but can also restore the global transcriptome of NT embryos.

### H3K4 Demethylation in Donor Nuclei Improves the Development of NT Embryos

Finally, we investigated whether H3K4 demethylation in donor cells and the associated reduction in ON-memory gene expression in the resultant NT embryos are able to improve their survival.

We generated NT embryos from Kdm5b^wt^- and Kdm5b^ci^-treated donor cells, and while they developed to properly cleaved early gastrula embryos at a similar rate (Figures 4A and 4B; Table S1), NT(Kdm5b^wt^) embryos showed fewer morphological abnormalities when compared to NT(Kdm5b^ci^) embryos (Figures 4A and 4B; Table S1) as development proceeded. Notably, NT(Kdm5b^wt^) embryos reached the feeding tadpole stage and beyond at a significantly higher rate than NT(Kdm5b^ci^) embryos (Figure 4C). The developmental potential of NT(Kdm5b^ci^) embryos was consistent with previous results using uninjected endoderm cells as donors for NT (Gurdon, 1960), as 30% of cleaved NT(Kdm5b^ci^) embryos reached the feeding tadpole stage (Figures 4B and 4C). Instead, the developmental outcome of NT(Kdm5b^wt^) embryos was comparable to the one of NT embryos generated from undifferentiated blastula cells (Gurdon, 1960), as 60% of all cleaved embryos reached the feeding tadpole stage (Figures 4B and 4C).

**Figure 4:**
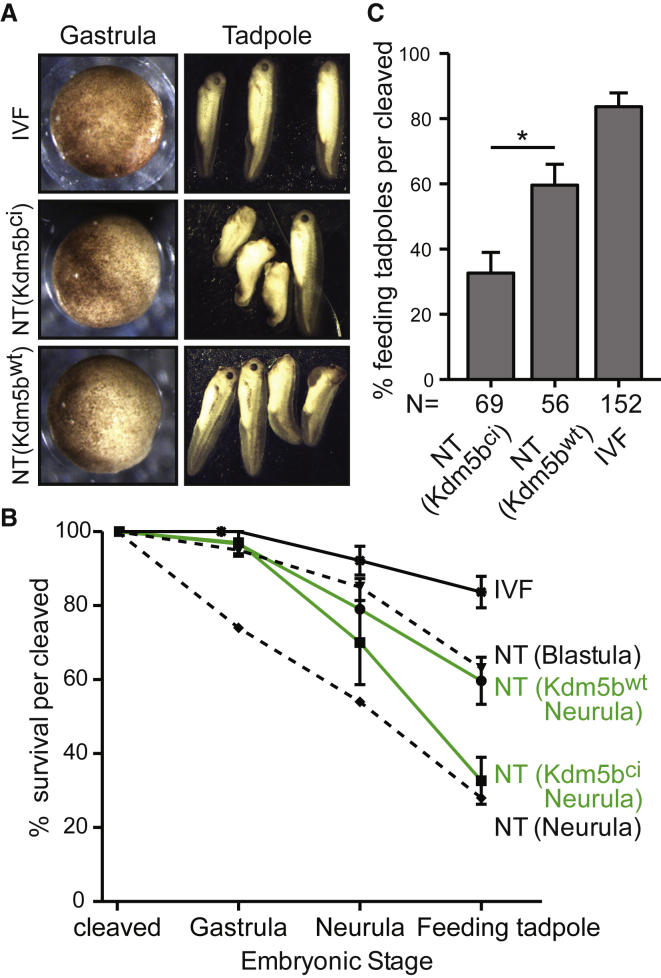
H3K4 Demethylation in Donor Nuclei Improves the Development of NT Embryos (A) IVF, NT(Kdm5b^ci^), and NT(Kdm5b^wt^) embryos at the gastrula and tadpole stages. (B) The development of IVF, NT(Kdm5b^ci^), and NT(Kdm5b^ci^) gastrula embryos (stage 10.5) was followed until feeding tadpole stage (green lines and black solid line, respectively). Black dashed lines indicate the developmental potential of NT embryos generated from uninjected blastula stage or neurula stage endoderm nuclei (data from Gurdon, 1960). y axis is the percentage of gastrula embryos reaching the indicated stages. (C) Kdm5b^WT^ expression in the donor cell improves the development of NT embryos to the feeding tadpole stage. Bar graph showing the percentage of cleaved gastrula embryos reaching the feeding tadpole stage (^∗^p value = 0.0007, paired t test, one-tailed). Data are presented as mean ± SEM. See also Figure S4 and Table S1.

These results show that H3K4 methylation acts as a barrier to nuclear reprogramming, and that its removal significantly improves the developmental potential of NT embryos.

## Discussion

Our study identifies H3K4 methylation as an epigenetic barrier to nuclear reprogramming and suggests it as a safeguarding mechanism for cellular identity. Challenging the stability of cell identity through NT reveals epigenetic mechanisms that inhibit the activation of genes supporting alternative cell fates (Chung et al., 2015, Liu et al., 2016, Matoba et al., 2014). Here, we describe an epigenetic layer that prevents the inactivation of genes during nuclear reprogramming and ensures the stable expression of genes characteristic of an established cell identity. We observe that H3K4 methylation imposes memory of an active transcriptional state and that its suppression results in improved transcriptional reprogramming and an enhancement of the developmental outcome of *Xenopus* NT embryos. Therefore, our study shows that interfering with an epigenetic barrier and the associated ON-memory can improve the generation of new cell types by reprogramming via NT.

By transplanting differentiated nuclei to eggs, we uncover a function of H3K4 methylation in epigenetic memory of cell fate that extends beyond ensuring transcriptional consistency and maintaining ongoing gene transcription (Benayoun et al., 2014). Indeed, reduction of H3K4 methylation by either demethylase or histone mutant expression has very little effect on endodermal cell transcription in fertilized embryos. However, the role of H3K4me3 in stabilizing a transcriptional program becomes most evident when the endoderm cell chromatin undergoes reprogramming by the egg: The early phase of frog embryogenesis encompasses a period of intense cell division in the absence of transcription. After ZGA, when cells are again permissive for transcription, H3K4me3 can induce endoderm ON-memory gene expression in ectoderm cells of cloned embryos. Hence we can differentiate in our experimental system the function of H3K4me3 in simply maintaining ongoing transcription, as observed in pluripotent cells (Muramoto et al., 2010), from its function as an epigenetic memory factor of somatic cell identity.

The stabilization of an active transcriptional state correlates with increased intensity and breadth of H3K4 methylation around these genes, as for example around the endoderm lineage genes *sox17β* and *gata6*. During DNA replication, the modified nucleosomes are locally redistributed between the two daughter strands (Probst et al., 2009) and broad H3K4me3 domains of ON-memory genes could ensure that the mark on these key lineage genes is faithfully propagated to the mitotic progeny, even when the chromatin is challenged by the egg’s reprogramming factors and in the absence of gene transcription. Our results underline the importance of H3K4me3 as a safeguarding mechanism of cell identity.

ON-memory gene expression is conserved in *Xenopus* and human NT embryos and correlates with increased H3K4me3 levels in the somatic donor cell nuclei. It is likely that also in mammals, H3K4 methylation imposes a barrier to nuclear reprogramming and its removal enhances the efficiency of cloning. Interestingly, recent studies in mouse NT embryos suggest that a failure in reactivating Kdm5b expression during reprogramming correlates with a poor developmental outcome (Liu et al., 2016), which would support that NT embryos with reduced Kdm5b levels might not be able to efficiently erase H3K4 methylation mediated ON-memory. However, studies also show that Kdm5b knock down in IVF embryos results in aberrant major ZGA (Dahl et al., 2016) and embryonic lethality. It is currently unknown if the developmental failure of mouse NT embryos is due to the normal requirement of Kdm5b for ZGA or if it is due to persistent ON-memory gene expression. In our work, we erase H3K4 methylation marks in the donor cells, and leave the H3K4me3 demethylation activities of the NT embryo unperturbed, and hence are able to show that ON-memory indeed acts as barrier to nuclear reprogramming. We propose that both, ON-memory gene expression due to persistent active marks and as well as a lack in Kdm5b activities, which are important for ZGA and development (Dahl et al., 2016), contribute to embryonic lethality in mouse NT embryos.

Once the essential epigenetic barriers conferring ON- and OFF-memory are identified, they can be targeted to improve reprogramming efficiencies and allow the generation of high quality stem cells suitable for cell replacement therapies.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

H3K4me3	Abcam	ab8580; RRID: AB_306649
HA	Sigma	H9658; RRID: AB_260092
H4	Abcam	ab31830; RRID: AB_1209246

**Chemicals, Peptides, and Recombinant Proteins**		

Magnetic beads conjugated with secondary antibody	Invitrogen	11204D

**Critical Commercial Assays**		

TruSeq RNA library prep kit	Illumina	RS-122-2001
TruSeq DNA kit	Illumina	FC-121-2001

**Deposited Data**		

Raw and analyzed data	This paper	GEO: GSM733650

**Experimental Models: Organisms/Strains**		

*Xenopus laevis* wild type, mature females	Nasco	LM00535MX
*Xenopus laevis* wild type, mature males	Nasco	LM00715MX

**Recombinant DNA**		

pCS2+ Kdm5b aa1-770- NLS-6HA	This paper	accession number NM_152895
pCS2+ Kdm5b H499A aa1-770- NLS-6HA	This paper	accession number NM_152895
pCS2+ H3.3-6HA	This paper	accession number NM_001098432
pCS2+ H3.3K4M-6HA	This paper	accession number NM_001098432

**Sequence-Based Reagents**		

RTqPCR primers (Table S4)	Sigma	NA

**Software and Algorithms**		

Sickle	https://github.com/najoshi/sickle	https://github.com/najoshi/sickle
cutadapt 1.0	Martin, 2011	https://pypi.python.org/pypi/cutadapt/1.0
TopHat 2.0.6	Trapnell et al., 2009	https://ccb.jhu.edu/software/tophat/index.shtml
BWA (version 0.6.2)	Li and Durbin, 2009	https://sourceforge.net/projects/bio-bwa/files/
samtools 0.1.8	Li et al., 2009	
edgeR	Robinson et al., 2010	https://bioconductor.org/packages/release/bioc/html/edgeR.html
bedtools (version 2.25.0)	Quinlan and Hall, 2010	https://github.com/arq5x/bedtools2/releases
R version 3.2.4	https://www.R-project.org/	https://www.R-project.org/
gplots package version 3.0.1	https://CRAN.R-project.org/package=gplots	https://CRAN.R-project.org/package=gplots

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Eva Hörmanseder 

### Experimental Model and Subject Details

Mature *Xenopus laevis* males and females were obtained from Nasco (901 Janesville Avenue, PO Box 901, Fort Atkinson, WI 53538-0901; https://www.enasco.com/xenopus). Our work with *Xenopus laevis* is covered under the Home Office Project License PPL 70/8591 and frog husbandry and all experiments were performed according to the relevant regulatory standards. Animals were maintained in a recirculating fresh water system (Marine Biotech) at a density of one adult/3l, with 10% water change per day and temperatures ranging from 16°C to 20°C. Water was sequentially filtered with mechanical pad sump filter, nitrifying bacteria filter, mechanical canister filter, carbon filter, and UV sterilized. Water quality parameters were as follow: conductivity 1500us; temperature 17-22°C; PH 6-8. Photoperiod was set to 12h ON/12h OFF. Frogs are fed twice per week with Royal Horizon 4.5mm pellets (skretting, https://www.skrettingfishfeeds.co.uk/). Unconsumed food was removed 10 min after the start of feeding. All material used for this work involves killing of testis-donating frogs by an overdose of anesthetic. Females are injected with hormones (50 units pregnant mare serum gonadotropin, 3 days in advance of egg laying, and 500 units human chorionic gonadotropin, 1 day in advance of egg laying) in the dorsal lymph sack to induce natural ovulation and egg laying in 1xMMR (100mM NaCl, 2mM KCl, 1mM MgSO4, 2mM CaCl2, 0.1mM EDTA, 5mM HEPES (pH 7.8). After egg laying, frogs underwent a health check by a veterinarian and were given a resting period of at least 3 months before re-use. These procedures were of minimal invasiveness and did not cause stress or suffering to the animal. The researchers and the staff of the Gurdon Institute animal husbandry facility are trained in these experiments, and veterinarians monitor the health status of the animals.

### Method Details

#### mRNA production

Mouse Kdm5b (accession number NM_152895, aa1-770) and its catalytic inactive (ci) mutant (H499A; aa1-770), both with an C-terminal NLS-tag, as well as *Xenopus* H3.3 (accession number NM_001098432) and its dominant-negative mutant (K4M) constructs were sub-cloned into pCS2+ plasmid with 6 C-terminal HA-tags using the gateway cloning system (Thermo Fisher Scientific). mRNA was synthetized in vitro using MEGAscript SP6 Kit (Ambion, AM1330M) following the manufacturer’s instructions.

#### mRNA injection into one-cell embryos

Eggs were in vitro fertilized, dejellied using 2% Cystein solution in 0.1xMMR, pH 7.8, washed 3 times with 0.1x MMR and transferred into 0.5x MMR for injections. For Kdm5b wild-type and catalytic inactive mutant, 13.6 ng of mRNA was used per injection. For H3.3^WT^ and for H3.3^K4M^ 0.2ng and 1.25ng mRNA, respectively, was used per injection to obtain equal expression levels of the proteins in embryos. Embryos were cultured at 23°C and collected at neurula stage 18 (Kdm5b experiments) or stage 21 (H3.3 experiments) (Nieuwkoop and Faber, 1994) to prepare endoderm donor cells for nuclear transfer.

#### Donor cell preparation

Endoderm cells were isolated from endoderm tissues of the respective neurula stage embryos (stage 18 for Kdm5b experiments; stage 21 for experiments shown in Figures 1 and 2 or the H3.3 experiments, please also see above) and frozen on dry ice for further analysis or dissociated in calcium- and magnesium-free modified Barth saline (1xMBS; 88mM NaCl, 1mM KCl, 10mM HEPES, 2.5mM NaHCO3, pH to 7.4.) with 1 mM EDTA and 0.1% BSA in a petri dish covered with 1% agarose in H2O and used immediately for nuclear transplantation.

#### Nuclear transfer and embryo culture

The procedure was carried out as described previously (Gurdon et al., 1958). In brief, dissociated endoderm cells were mildly disrupted by pipetting them up and down gently in a glass micropipette. Nuclear transplantation was performed by injection of a whole permeabilized cell into an egg enucleated for 30 s with a UV mineralite lamp and dejellied by a 5 s Hanovia lamp treatment. Nuclear transfer was performed within the next minute. The nuclear transplant embryos were placed into 1x MBS 0.1% BSA. At the 4-cell stage, the medium was exchanged to 0.1xMBS. As control, embryos were in vitro fertilized and the embryos were cultured at 16°C in 0.1x MBS until they reached stage 7 or stage 11. For all our analyses, completely cleaved NT embryos were selected at stage 7, stage 10 or 11 that were morphologically indistinguishable from IVF embryos at the same stage. For experiments analyzing gene expression at stage 11, NT and IVF embryos with the same blastopore size and cell size were selected to ensure that they are all at the same developmental stage, and the animal cap cells (ectoderm) were isolated and frozen on dry ice for further analysis. To score the developmental outcome, embryos were cultured in 0.1xMBS at 16°C until neurula stage and then at room temperature until they reached the desired developmental stages, which were determined according to the developmental table of Nieuwkoop and Faber (Nieuwkoop and Faber, 1994) and counted.

#### RNA extraction

Embryonic tissues were selected and isolated as described above, dissected as indicated and frozen at −80°C. RNA extractions were performed using QIAGEN RNeasy Mini kit (QIAGEN, 74106) according to the manufacturer’s protocol including the DNase step. RNA was eluted in 40ul of DEPC H2O.

#### cDNA sequencing library

RNA quality and quantity was analyzed on a RNA screen tape (Agilent) using RNA sample buffer (Agilent) on a Agilent 2200 tape station. Per sample, 500 ng RNA was used to generate a cDNA sequencing libraries using a Illumina TrueSeq kit (RS-122-2001), according to the manufacturer’s protocol using 12 PCR amplification cycles.

#### cDNA synthesis and RTqPCR analysis

cDNA synthesis was performed from the isolated RNAs using oligo dT(15) primers. RTqPCRs were performed with 5 μL cDNA and gene specific primers at 50 nM (Primer sequences are listed in Table S4) using a SybrGreen detection system (Sigma, S9194) and ABI 7300 machine (Applied Biosystems) using standard ABI cycling conditions (two-step PCR cycle: 94°C for 15 s and 60°C for 60 s). Reactions were performed in a total volume of 25 μl.

#### Western Blotting

Expression of mRNAs in embryos as well as the reduction of H3K4me3 levels was confirmed by western blot analyses. Briefly, embryonic tissues were homogenized in 50 μl buffer E1 (50mM HEPES-KOH pH 7.5, 140mM NaCl, 1mM EDTA pH 8.0, 10% Glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100, 1mM DTT, complete protease inhibitors (Roche)) and then the chromatin was collected by centrifugation at 1600 g for 5 min. The supernatant was kept, the chromatin pellet was washed 3 times with 0.5ml Buffer E1 and then solubilized in 50 μL Emilie’s Buffer (500mM Tris pH 6.8, 500mM NaCl, 1% NP40, 0.1% SDS, 1% β-Mercaptoethanol). Laemmli sample buffer was added to the lysate and chromatin fractions, samples were separated on a 15% polyacrylamide gel and transferred to Hybond-P membranes (Amersham Bioscience). Antibodies against H3K4me3 (Abcam ab8580), HA (Sigma, H9658) or histone H4 (Abcam ab31830) were used for western blotting according to standard protocols and suppliers recommendations.

#### Chromatin Immunoprecipitation (ChiP)

Chromatin Immunoprecipitation (ChIP) were performed as described previously (Gentsch and Smith, 2014) with the following modifications. Neurula (stage 18) embryos were generated by in vitro fertilization. For each ChIP experiment, 50 embryos were dissected in 1xMBS to obtain the endoderm tissue. Samples were fixed in 2 mL of 1% Formaldehyde in 0.1x MMR for 25 min at room temperature, followed by 4 washes with 1 mL 0.1xMMR and equilibration in 500 μL HEG solution (50mM HEPES-KOH pH 7.5, 1 mM EDTA, 20% Glycerol) at 4°C, then excess buffer was removed and samples were frozen at −80°C. To extract chromatin, the samples were homogenized in 2 mL buffer E1 (50mM HEPES-KOH pH 7.5, 140mM NaCl, 1mM EDTA pH 8.0, 10% Glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100, 1mM DTT, complete protease inhibitors (Roche)). Chromatin was collected by centrifugation for 2 min at 3500 rmp, 4°C and then washed two times with 2 mL E1, three times with 2ml buffer E2 (10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, complete protease inhibitors (Roche)) and three times with 500 μL Buffer E3 (10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine, complete protease inhibitors (Roche)). Chromatin was fragmented by sonication for 20 cycles (30 s on and 30 s off) using a Bioruptor (Diagenode) at 4°C. The samples were centrifuged at 15min, 4°C at full speed, the supernatant was collected and Triton X-100 was added to 1%. 25 μL of the solution were put aside to serve as Input for later analysis. Before ChIP, primary anti H3K4me3 (Abcam ab8580, 0.5 μg per 50 embryos) antibodies were bound to PBS washed magnetic beads conjugated with secondary antibody (Invitrogen 11204D, 25 μL per 50 embryos) in 500 μL 1xPBS 0.1% BSA overnight at 4°C on a rotating wheel. Beads were washed 3 times with 1xPBS 0.1% BSA, added to the fragmented chromatin solution and incubated overnight at 4°C on a rotating wheel. Beads were then washed 6 times with RIPA buffer (50mM HEPES-KOH pH 7.5, 500mM LiCl, 1mM EDTA, 1% Igepal CA-630, 0.7% Na-deoxycholate, complete protease inhibitors (Roche)) and twice with TEN buffer (10mM Tris pH 8.0, 1mM EDTA, 150mM NaCl, complete protease inhibitors (Roche)) for each 10 min. For crosslink reversal, the beads were resuspended in 150 μL Stop buffer (40mM Tris pH 8.0, 10mM EDTA, 1% SDS) and 125 μL Stop buffer was added to the input fraction. The samples were supplemented with Proteinase K (0.3 μg/μl), NaCl (250 mM) and incubated at 65°C overnight. RNase A (DNase free) was added to a final concentration of 200 μg/μl and DNA was Phenol/Chloroform extracted. 150 μg/μl Glycogen was added and DNA was recovered by Ethanol precipitation. The pellet was resuspended in 30 μL H2O.

#### ChIP-seq library preparation

Half of a ChIP reaction (15 μl, see above) were subjected for ChIP-seq library preparation with the TruSeq DNA kit (Illumina, FC-121-2001). Two independent biological replicates were generated for each H3K4me3 ChIP experiments.

#### ChIP-RTqPCR

The ChIP reaction (see above) was diluted 1:40 and 5 μL were used for subsequent RTqPCR analysis using primer pairs described in Table S4 at 50nM together with a SybrGreen detection system (Sigma, S9194) and ABI 7300 machine (Applied Biosystems) using standard ABI cycling conditions (two-step PCR cycle: 94°C for 15 s and 60°C for 60 s). Reactions are performed in a total volume of 25 μl.

#### Experimental design

In all experiments analyzing gene expression, one sample was taken per embryo (i.e., one sample corresponds to one individual embryo). For the analysis of ON-memory gene-expression, 3 independent experiments (here defined as 3 biological replicates) were performed. In experiment#1, 4 IVF-, 3 NT-ectoderm samples and 1 endoderm donor sample, in experiment#2, 4 IVF-, 4 NT-ectoderm samples and 1 endoderm donor sample, in experiment#3, 3 IVF-, 5 NT-ectoderm samples and 1 endoderm donor sample were generated (see Table S1). To address the effect of Kdm5b, 2 independent experiments (here defined as two biological replicates) were performed. In experiment#4, 4 NT(Kdm5b^wt^)- and 4 NT(Kdm5b^ci^) - ectoderm samples and 2 NT(Kdm5b^wt^)- and 2 NT(Kdm5b^ci^)- endoderm donor cell samples and in experiment#5, 3 NT(Kdm5b^wt^)- and 4 NT(Kdm5b^ci^) - ectoderm samples and 2 NT(Kdm5b^wt^)- and 2 NT(Kdm5b^ci^)- endoderm donor cell samples were taken (see Table S1). For the H3.3^K4M^ analysis, one experiment#6 (one biological replicate) was performed with 4 IVF ectoderm samples, 4 NT(H3.3^wt^)- and 4 NT(H3.3^K4M^)- ectoderm samples and 2 NT(H3.3^wt^)- and 2 NT(H3.3^K4M^) - endoderm donor cell samples.

Randomization and Blinding: When the donor cells were treated, the order of nuclear transfer of control- and treated donor nuclei was alternated; The experimenter was unaware of the treatment of the donor cell while performing the nuclear transfer. When embryos were selected for analysis, healthy looking embryos (i.e., morphologically indistinguishable from IVF-embryos) with the same blastopore size were selected. A sample size was chosen that allowed the significant identification of differentially expressed genes (see quantification and statistical data analysis section below), and that also considered the loss of a third of the samples due to inefficient RNA extraction or a failure in library generation. Samples were excluded that showed poor RNA quality (RIN below 7), quantity (below 500ng) or that did not result in a product after performing the library preparation protocol. Furthermore, after sequencing, the raw reads were clustered using WardD, and out of 6 experiments, 3 experiments contained outliers: exp#1: two NT-samples; exp#3: one IVF-sample and exp#5: one NT(Kdm5b^wt^)- sample. These 4 samples were excluded from further DE gene expression analysis.

For ChIP experiments, 2 independent experiments (here referred to as 2 biological replicates) were performed. Per ChIP experiment, the endoderm tissues of 50 Kdm5b^wt^-, 50 Kdm5b^ci^- expressing embryos, as well as 50 uninjected embryos were pooled.

For the quantification of the developmental outcome, 6 independent experiments (n) were performed, and the total number of gastrulae (N) was determined for each condition: 69 NT(Kdm5b^ci^)- and 56 NT(Kdm5b^ci^)- and 152 IVF- gastrula embryos. Gastrula embryos were selected, that were morphologically indistinguishable from IVF embryos at the same stage. Here, the biological replicates refer to the number of gastrula embryos quantified. Their development was followed, and surviving embryos were counted for each condition at the indicated stages. Randomization and Blinding: Per experiment, each condition was performed and the order was alternated; The experimenter was unaware of the treatment of the donor cell while performing the nuclear transfer and the quantification of the survival.

### Quantification and Statistical Analysis

#### *Xenopus* transcriptome and sequencing data

We used the *Xenopus laevis* annotation that was generated for (Teperek et al., 2016). RNA-seq and ChIP-seq libraries were sequenced on an Illumina HiSeq 2000 instrument in single read mode at 36 base length. Fastq files were filtered for low quality reads (< Q20) using sickle and low quality bases were trimmed from the ends of the reads (< Q20). Adapters were removed using cutadapt 1.0 (Martin, 2011). RNA-seq data were mapped against the *Xenopus laevis* genome using TopHat 2.0.6 (Trapnell et al., 2009) - *Xenopus laevis* genome (JGI version 6.1) was used for all analyses in this paper, and can be downloaded here: ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla6.1/.). ChIP-seq data mapped against *X. laevis* (version 6.1) with BWA (version 0.6.2) (Li and Durbin, 2009). Duplicate reads in ChIP-seq were then filtered out with samtools 0.1.8 (Li et al., 2009). After this step, our input dataset contained more than 18 M uniquely mapped reads, and our IP samples more than 10 M uniquely mapped reads.

#### *Xenopus* differential gene expression

For the expression profiling, read counts were generated for each of the transcripts. RPKMs (reads per kilobase per million) were calculated by normalizing read counts for each transcript by the transcript length and the total number of reads in the corresponding sample. Counts per million (CPM) and differentially expressed (DE) transcripts were called using edgeR (Robinson et al., 2010). For the analysis of the extent of transcriptional memory in Figures 1 and 2, transcripts remained in the analysis if they had CPM > 1 in either all of the Donor or 70% of IVF or 70% of NT embryo samples. The log2 fold change (logFC) and the false discovery rate (FDR) was calculated comparing 11 IVF ectoderm samples, 12 NT ectoderm samples and 3 endoderm donor cell samples from 3 independent experiments (see Table S1). To address the effect of Kdm5b, the DE analysis was performed on 8 IVF ectoderm samples, 7 NT(Kdm5b^wt^)- and 8 NT(Kdm5b^ci^) - ectoderm samples and 4 NT(Kdm5b^wt^)- and 4 NT(Kdm5b^ci^)- endoderm donor cell samples from 2 independent experiments (see Table S1). The H3.3^K4M^ DE analysis was performed on 4 IVF ectoderm samples, 4 NT(H3.3^wt^)- and 4 NT(H3.3^K4M^)- ectoderm samples and 2 NT(H3.3^wt^)- and 2 NT(H3.3^K4M^) - endoderm donor cell samples from one experiment.

#### Human differential gene expression

Publicly available datasets of the gene expression analysis were obtained from the Gene Expession Omnibus (GEO) DataSets, accession number GSE73362 (human) (Chung et al., 2015). The logFCs in gene expression levels were calculated in R.

#### DE data filter-strategy

*X.Laevis*, log2 fold changes (logFC) and false discovery rate (FDR) were calculated by using the R package EdgeR. These lists of transcripts were then additionally filtered the following way (note that in the *Xenopus* analysis “3FC” corresponds log2FC < 1.5 or log2FC > 1.5, which is more precisely a 2.8285 fold change, and approximately a 3 fold change):

DE transcripts Donor/IVF: FDR^Donor/IVF^ < 0.05; DE between Donor/IVF and NT/IVF: FDR^Donor/IVF^ < 0.05&FDR^NT/IVF^ < 0.05. ON-memory: FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ > 0, FDR^NT/IVF^ < 0.05, logFC^NT/IVF^ > 0, RPKM^Donor^ > 1; ON-memory(3FC): FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ > 0, FDR^NT/IVF^ < 0.05, logFC^NT/IVF^ > 1.5, RPKM^Donor^ > 1; OFF-memory: FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ < 0, FDR^NT/IVF^ < 0.05, logFC^NT/IVF^ < 0; OFF-memory(3FC): FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ < 0, FDR^Donor/NT^ < 0.05, logFC^Donor/NT^ < 0, FDR^NT/IVF^ < 0.05, logFC^NT/IVF^ < −1.5; Reprogrammed-down: FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ > 0, FDR^Donor/NT^ < 0.05, logFC^Donor/NT^ > 0, RPKM^Donor^ > 1; transcripts with FDR^NT/IVF^ < 0.05 were excluded. Note that transcripts that were transcribed in the Donor (RPKM > 1 in all Donor samples) but not in IVF and NT (RPKM < 1 in some or all samples) were kept in the analysis and considered as ON-reprogrammed as they were successfully downregulated during reprogramming. Reprogrammed-up: FDR^Donor/IVF^ < 0.05, logFC^Donor/IVF^ < 0, FDR^Donor/NT^ < 0.05, logFC^Donor/NT^ < 0, FDR^NT/IVF^ > 0.05. Reprogrammed: FDR^Donor/IVF^ < 0.05, FDR^Donor/NT^ < 0.05, transcripts with FDR^NT/IVF^ < 0.05 were excluded.

Gene ontology terms over-represented among the differentially expressed genes were found using topGO (Alexa et al., 2006).

In the Kdm5b experiments, each of the two experiments was filtered separately and then the generated lists were intersected (Figures 3, S3, and S4; Tables S2 and S3). DE transcripts between Kdm5b^wt^ versus Kdm5b^ci^ expressing donor and H3.3^wt^ versus H3.3^K4M^ expressing donor cells were identified by filtering for FDR < 0.05 and then excluded from further analysis. The different gene sets upon Kdm5b^ci^ treatment were filtered the following way:

DE transcripts Donor^ci^/IVF: FDR^Donorci/IVF^ < 0.05; DE between Donor^ci^/IVF and NT^ci^/IVF: FDR^Donorci/IVF^ < 0.05&FDR^NTci/IVF^ < 0.05. ON-memory: FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ > 0, FDR^NTci/IVF^ < 0.05, logFC^NTci/IVF^ > 0, RPKM^Donorci^ > 1; ON-memory(3FC): FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ > 0, FDR^NTci/IVF^ < 0.05, logFC^NTci/IVF^ > 1.5, RPKM^Donocir^ > 1; OFF-memory: FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ < 0, FDR^NTci/IVF^ < 0.05, logFC^NTci/IVF^ < 0; OFF-memory(3FC): FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ < 0, FDR^Donorci/NT^ < 0.05, logFC^Donorci/NT^ < 0, FDR^NTci/IVF^ < 0.05, logFC^NTci/IVF^ < −1.5; Reprogrammed-down: FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ > 0, RPKM^Donorci^ > 1; transcripts with FDR^NT/IVF^ < 0.05 were excluded. Note that transcripts that were transcribed in the Donor (RPKM > 1 in all Donor samples) but not in IVF and NT (RPKM < 1 is some or all samples) were kept in the analysis and considered as ON-reprogrammed as they were successfully downregulated during reprogramming. Reprogrammed-up: FDR^Donorci/IVF^ < 0.05, logFC^Donorci/IVF^ < 0, FDR^NTci/IVF^ > 0.05. Reprogrammed: FDR^Donorci/IVF^ < 0.05, transcripts with FDR^NTci/IVF^ < 0.05 were excluded

The different gene sets upon Kdm5b^wt^, H3.3^wt^ and H3.3^K4M^ treatment were filtered following the same strategy as above.

In human and mouse, the values for log2 FC (logFC) were filtered using R. These lists of transcripts were then additionally filtered the following way:

DE transcripts between Donor/IVF: FC^Donor/IVF^ > 5; DE between Donor/IVF and NT/IVF: FC^Donor/IVF^ > 5 and FC^NT/IVF^ > 5. ON-memory(2-5FC): logFC^Donor/IVF^ > 2.3, 1 < logFC^NT/IVF^ < 2.3, RPKM^Donor^ > 1; ON-memory(5FC):, logFC^Donor/IVF^ > 2.3, logFC^NT/IVF^ > 2.3, FPKM^Donor^ > 1; OFF-memory(2-5FC): logFC^Donor/IVF^ < −2.3, −2.3 < logFC^NT/IVF^ < −1; OFF-memory(5FC): logFC^Donor/IVF^ < −2.3, logFC^NT/IVF^ < −2.3; Reprogrammed-down: logFC^Donor/IVF^ > 2.3, RPKM^Donor^ > 1; transcripts with logFC^NT/IVF^ > 1 were excluded. Note that genes that were transcribed in the Donor (FPKM > 1 in all Donor samples) but not in IVF and NT (FPKM < 1 in some or all samples) were kept in the analysis and considered as ON-reprogrammed as they were successfully downregulated during reprogramming. Reprogrammed-up: logFC^Donor/IVF^ < −2.3, logFC^NT/IVF^ > −1. Reprogrammed: union of ON- and OFF- reprogrammed transcripts.

#### Heatmaps and plots for gene expression

Heatmaps. The log2 fold change was calculated over the mean IVF expression level or over the mean pooled donor, IVF and NT expression level, as indicated in figure legends. These values were plotted on a heatmap and clustered by rows only or by both rows and columns, as shown in figure legends, using heatmap.2 (from R package *gplots*) using default settings (which is complete as agglomeration method and Euclidean distance as similarity measure). MA plot. The log2 FC in expression of transcripts between NT- to IVF-embryos was plotted against the average donor cell gene expression (log2(RPKM+1)). Box-plots show distribution of mean gene expression levels of the different sets of transcripts. The middle line in the box indicates the median, the box edges indicate the 25th/75th percentiles, the whiskers indicate the min and max.

Differences in gene expression levels between pairwise sets of genes were tested using Mann-Whitney test (equivalent to Wilcoxon rank sum test. R, wilcox.test(alternative = c(“two.sided”), paired = F)).

#### qPCR analysis

The indicated genes were quantified using a standard curve of embryonic cDNA (gene expression) or *Xenopus* genomic DNA (ChIP). For normalization, the values of the genes of interest were divided by the values for H4 (gene expression) or the values of the IP were represented as percent of the Input values (ChIP). The data were then visualized using R as a scatterplot, with the mean and the standard error of the mean (gene expression); each dot on the scatterplot corresponds to one embryo sample generated in two independent experiments) or the mean as a column bar graph with the standard error of the mean (ChIP; each bar corresponds to two values generated in two independent experiments). When indicated, significance was calculated using Mann-Whitney test (equivalent to Wilcoxon rank sum test. R, wilcox.test(alternative = c(“two.sided”), paired = F)). ^∗^p value < 0.05, ^∗∗^p value < 0.01, ^∗∗∗^p value < 0.001.

#### Principal component analysis and hierarchical transcriptome clustering

After computing CPM (count per million), genes were retained in the analysis if they had CPM > 1 in either all of the Donor or in ≥ 70% of IVF or ≥ 70% of NT embryo samples. The data were subsequently scaled two times using z-score transformation: one scaling has been performed for each batch of experiments (i.e., experiments produced at the same time). Then all batched experiments have been scaled together again to reduce the variability due to the technical batch factor. Data obtained after this step have been used for the unsupervised hierarchical clustering analysis, which was performed by using the Euclidean distance and ward.D linkage as implemented in R. The PCA analysis was performed using the R function prcomp() using the parameter cor = T.x.

#### ChIP-seq data analysis

Aligned data from H3K4me3 ChIP-seq were used to compute the coverage around TSS (transcriptional start site) for each of the two biological replicates separately. The histone methylation levels was computed as:

$$Histone\;Methylation\;level=\;\frac{Coverage_{IP}}{N_{IP}}10^{6}-\frac{Coverage_{input}}{N_{input}}10^{6}$$

where IP is the immunoprecipitation sample, *input* is the input-control; N_IP_ is the total number of aligned reads in the IP experiment and N_input_ is the total number of aligned reads in the input sample.

Specifically, a region of 4kb centered on the TSSs was binned in 50bp-wide windows and the histone methylation level was computed for each bin. The average of the normalized histone methylation levels was computed for each set of genes (ON-memory, ON-reprogrammed, genome-wide (GW)) and then visualized. Differences in histone methylation levels at TSSs between the set of genes were tested with the Kolmogorov-Smirnov test (R, ks.test).

Additionally, the global (integral) histone methylation level in the 4kb window was computed and the distribution across each set of genes was visualized in box-plots and compared using ks.test. For signal tracks, count reads were computed with bedtools (version 2.25.0) genomecov (Quinlan and Hall, 2010).

Processed and normalized bigwig files relative to H3K4me3 in adult normal human dermal fibroblast (NHDF) cells were downloaded from GEO (GEO accession number GSM733650). The same strategy was used to compare the average histone methylation levels of different groups of genes in a region of 2kb around TSS as indicated.

#### Methylated histone regions

Histone methylated regions (peaks) were called using MACS2 (version 2.0.9) with the following options (–broad–gsize = 2.6e9 -q 0.01) for each immunoprecipitation experiment individually. Resulting peaks overlapping TSSs were used for the subsequent analysis. Peaks sizes distributions were visualized by plotting histograms. The inserts with examples of H3K4me3 regions spanning the TSS of example genes were generated using Integrative Genomics Viewer, IGV (Robinson et al., 2011, Thorvaldsdóttir et al., 2013). KS test was used to evaluate differences between peaks sizes across the different set of previously defined genes. ECDFs (empirical cumulative distribution functions) were computed for all experiments and visualized.

We downloaded peaks list of the human study in NHDF cells (GEO accession number GSM733650). Peak sizes distributions of different set of genes were compared similarly.

#### Developmental outcome

Statistical significance was calculated using a one tailed t test using R. The data are represented as the mean with the SEM (standard error of the mean).

### Data Availability

The RNA-seq and ChIP-seq data generated in this study are: 73 samples, single-ended RNA-seq libraries from neurula stage 18 or 21 endoderm and gastrula stage 11 ectoderm samples; 2 single-ended ChIP-seq libraries from endoderm cells of neurula (stage 21) embryos with antibody for H3K4me3, and 2 replicates for each histone modification pull-down. The accession number for the RNA-seq and ChIP-seq data reported in this paper is GEO: GSE92366.

## Author Contributions

Conceptualization: E.H.; Methodology: E.H. and J.J.; Software: A.S., G.E.A., and C.R.B.; Formal Analysis: E.H., A.S., and G.E.A.; Investigation: E.H.; Validation: E.H., M.F., and J.J.; Data Curation: C.R.B., A.S., and G.E.A.; Writing – Original Draft and Visualization: E.H.; Writing – Review and Editing: E.H., J.J., and J.G.; Supervision and Funding acquisition: E.H., J.J., and J.G. J.J. and J.G. contributed equally.

# Supplementary material for: H3K4 Methylation-Dependent Memory of Somatic Cell Identity Inhibits Reprogramming and Development of Nuclear Transfer Embryos
**Source:** Cell Stem Cell. 2017 Jul 6;21(1):135–143.e6. doi: 10.1016/j.stem.2017.03.003
**Supplement:** Document S2. Article plus Supplemental Information

# H3K4 Methylation-Dependent Memory of Somatic Cell Identity Inhibits Reprogramming and Development of Nuclear Transfer Embryos

## Graphical Abstract

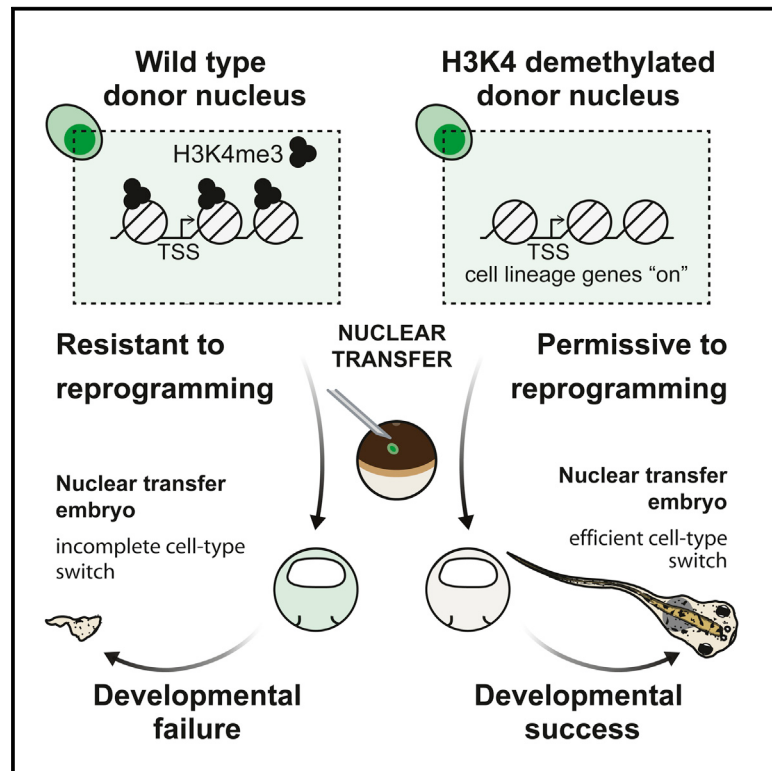

## Authors

Eva Hörmanseder, Angela Simeone, George E. Allen, Charles R. Bradshaw, Magdalena Figlmüller, John Gurdon, Jerome Jullien

 (J.J.)

## In Brief

Hörmanseder et al. find that persistent memories of transcriptional activity in donor cell identity genes present a barrier to cell-fate reprogramming following nuclear transfer. They show that reducing H3K4 methylation in donor cells reduces transcriptional memory and improves the development of embryos derived by nuclear transfer.

## Highlights

- Nuclear transfer embryos retain the memory of a past state of active transcription (ON-memory)
- ON-memory genes are enriched for H3K4 methylation in somatic donor nuclei
- H3K4 demethylation improves transcriptional reprogramming
- Removing H3K4 methylation enhances the development of nuclear transfer embryos

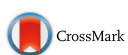

# H3K4 Methylation-Dependent Memory of Somatic Cell Identity Inhibits Reprogramming and Development of Nuclear Transfer Embryos

Eva Hörmanseder,<sup>1,3,\*</sup> Angela Simeone,<sup>1</sup> George E. Allen,<sup>1</sup> Charles R. Bradshaw,<sup>1</sup> Magdalena Figlmüller,<sup>1</sup> John Gurdon,<sup>1,2</sup> and Jerome Jullien<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.stem.2017.03.003>

## SUMMARY

Vertebrate eggs can induce the nuclear reprogramming of somatic cells to enable production of cloned animals. Nuclear reprogramming is relatively inefficient, and the development of the resultant embryos is frequently compromised, in part due to the inappropriate expression of genes previously active in the donor nucleus. Here, we identify H3K4 methylation as a major epigenetic roadblock that limits transcriptional reprogramming and efficient nuclear transfer (NT). Widespread expression of donor-cell-specific genes was observed in inappropriate cell types in NT embryos, limiting their developmental capacity. The expression of these genes in reprogrammed embryos arises from epigenetic memories of a previously active transcriptional state in donor cells that is characterized by high H3K4 methylation. Reducing H3K4 methylation had little effect on gene expression in donor cells, but it substantially improved transcriptional reprogramming and development of NT embryos. These results show that H3K4 methylation imposes a barrier to efficient nuclear reprogramming and suggest approaches for improving reprogramming strategies.

## INTRODUCTION

During development, cells lose their pluripotent status and acquire a stable cell identity, which only rarely, if ever, changes to another kind. Yet, somatic cells can be reprogrammed to another cell fate by nuclear transfer (NT) to eggs (Gurdon, 1960), by the expression of a combination of transcription factors (Takahashi and Yamanaka, 2006) or by cell-cell fusion (Blau et al., 1983). In these reprogramming procedures, the gene-expression pattern and epigenetic state characteristic of one differentiated cell identity is erased and the gene expression pattern specific to another cell type is established.

However, the efficiency of complete reprogramming via NT is low, as less than 10% of NT embryos generated from differentiated cells reach adulthood (Gurdon, 1960; Meissner and Jaenisch, 2006). This led to the hypothesis that differentiated cells acquire a resistance to reprogramming procedures, which during normal development, helps to stabilize their cell fate. Due to this resistance, eggs cannot fully reprogram the incoming somatic nuclei, so that embryos with aberrant gene expression patterns arise and normal embryonic development is not supported (Gao et al., 2003; Hirasawa et al., 2013; Ng and Gurdon, 2005). So far, it has been shown that a failure in reactivating genes, e.g., the pluripotency gene Oct4, during nuclear reprogramming is indicative of a poor developmental outcome of NT embryos (Boiani et al., 2002). Furthermore, epigenetic modifications inhibiting the re-activation of genes during the reprogramming procedure have been investigated and their removal has been utilized to improve reprogramming efficiency and to increase the viability of NT embryos (Blelloch et al., 2006; Chung et al., 2015; Enright et al., 2003; Kishigami et al., 2006; Liu et al., 2016; Matoba et al., 2014). However, the expression of donor cell-type-specific genes in the wrong cell type of NT embryos could also lead to a severe disruption of normal gene expression patterns resulting in developmental defects and embryonic lethality. Indeed, the existence of such an active transcription state memory has been suggested in NT and induced pluripotent stem cell (iPSC) experiments (Polo et al., 2010; Kim et al., 2011; Ng and Gurdon, 2005). Currently, however, the extent and functional importance of persistent donor-cell-type-specific gene expression in resistance to reprogramming is not known. Furthermore, the epigenetic mechanisms that confer memory of an active state of gene expression and that maintain the differentiated state of cells during nuclear reprogramming and embryonic development remain elusive.

Here we show that in *Xenopus* and human NT embryos, memory of an active transcriptional state (ON-memory) is a phenomenon as widespread as the memory of an inactive transcriptional state. ON-memory genes are associated with increased levels of the active histone mark H3K4me3 when compared to properly reprogrammed genes in *Xenopus* and human somatic donor cells. Importantly, while a reduction in H3K4 methylation levels has little effect on gene expression in the donor cells, it significantly improves transcriptional reprogramming and enhances

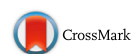

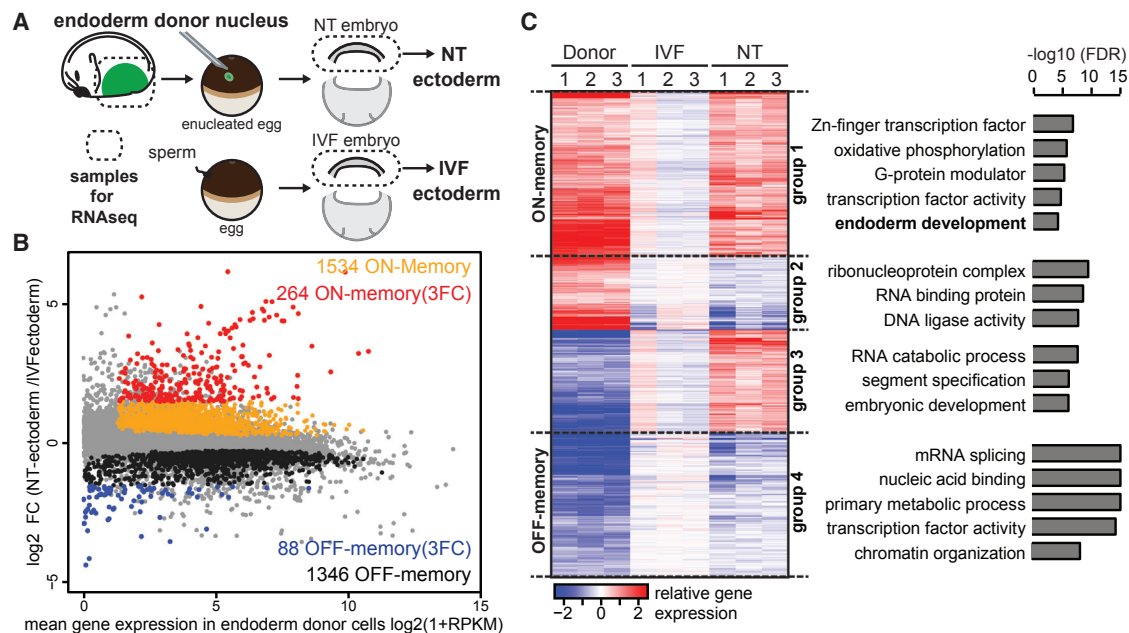

**Figure 1. Donor Cell-Type-Specific Genes Are Expressed in the Wrong Cell Type of NT Embryos**

(A) Design of NT experiments.

(B) MA plot comparing gene expression between ectoderm of NT and IVF embryos. The average log<sub>2</sub> FC in expression of transcripts in NT embryos over IVF embryos is plotted on the y axis, and the mean log<sub>2</sub> (1+RPKM) gene expression in the donor endoderm cells is plotted on the x axis. Gray, all transcripts; orange, ON-memory genes; black, OFF-memory genes; red, ON-memory(3FC) genes; blue, OFF-memory(3FC) genes.

(C) Heatmap showing 4,504 differentially expressed transcripts obtained by pairwise comparison between donor endoderm cells and IVF and NT ectoderm cells. Rows are log<sub>2</sub> FC in expression over mean expression levels in IVF. Hierarchical clustering of rows classified those genes into four groups. Gene ontology analysis revealed that ON-memory genes are enriched for genes important for endoderm development; FDR, false discovery rate; FC, fold change.

See also [Figures S1 and S4](#) and [Tables S1 and S2](#).

the developmental potential of the resultant NT embryos in *Xenopus*. Our study thus identifies H3K4 methylation as a critical epigenetic barrier in NT-mediated reprogramming and implicates its role as stabilization mechanism of cell differentiation.

## RESULTS

### Identification of Reprogramming Resistant ON-Memory Genes Expressed in the Wrong Cell Type of NT Embryos

The low success rate of current cloning strategies was suggested to be partly due to the persistence of a donor-cell-type-specific gene expression pattern in NT embryos, which could hinder the generation of new cell types ([Firas et al., 2014](#); [Liu et al., 2016](#); [Matoba et al., 2014](#)). As a first step to test this hypothesis, we evaluated the extent of memory gene expression in *Xenopus* NT embryos on a transcriptome-wide level.

For this purpose, the nucleus of a neurula-stage endoderm cell was transplanted to an enucleated egg to obtain NT embryos and as a control for normal gene expression, in vitro fertilized (IVF) embryos were generated ([Figure 1A](#)). Properly cleaved embryos were collected at the gastrula stage, a time point where ectoderm and endoderm identity is established and before any developmental defects can be observed in these NT embryos. Endoderm donor cells as well as ectoderm cells of single NT and IVF embryos were then subjected to RNA sequencing (RNA-seq) analysis in biological triplicate ([Figures 1A and S1A–S1F](#); [Tables S1 and S2](#)). To test the extent of memory and reprogramming in

the newly generated cell type, we addressed which transcripts differ between endoderm donor cells and ectoderm cells of IVF embryos. When the expression of these genes also differs between NT- and IVF- ectoderm cells, we consider them to be examples of donor cell memory ([Figure S1A](#)). If they are expressed at similar levels in NT and IVF, we consider them as reprogrammed ([Figure S1B](#)). Of all 24,215 identified transcripts ([Figure 1B](#), in gray), a large number (17,587; [Table S2](#)) was differentially expressed between endoderm donor cells and ectoderm cells of IVF embryos. 13,083 of these genes were reprogrammed as they were expressed at similar levels in the ectoderm of NT and control IVF embryos ([Table S2](#)). In contrast, 4,504 genes were resistant to reprogramming as they were differentially expressed between ectoderm cells of NT and control IVF embryos ([Figures 1B and 1C](#)). This gene set included 1,534 ON-memory genes—these are genes that were expressed in donor endoderm cells and continued to be significantly (false discovery rate [FDR] ≤ 0.05) upregulated in NT ectoderm cells when compared to IVF ectoderm cells ([Figures 1B and 1C](#), group 1). Another 1,346 of the same gene set are described as OFF-memory genes, because their transcripts were expressed at significantly (FDR ≤ 0.05) lower levels in ectoderm cells of NT embryos when compared to IVF controls ([Figure 1B and 1C](#), group 4). The remaining 1,624 genes were either too much down- or upregulated in the ectoderm of NT embryos when compared to the IVF controls ([Figure 1C](#), group 2 and group 3, respectively). We therefore see that a total of 2,880 ON-memory and OFF-memory

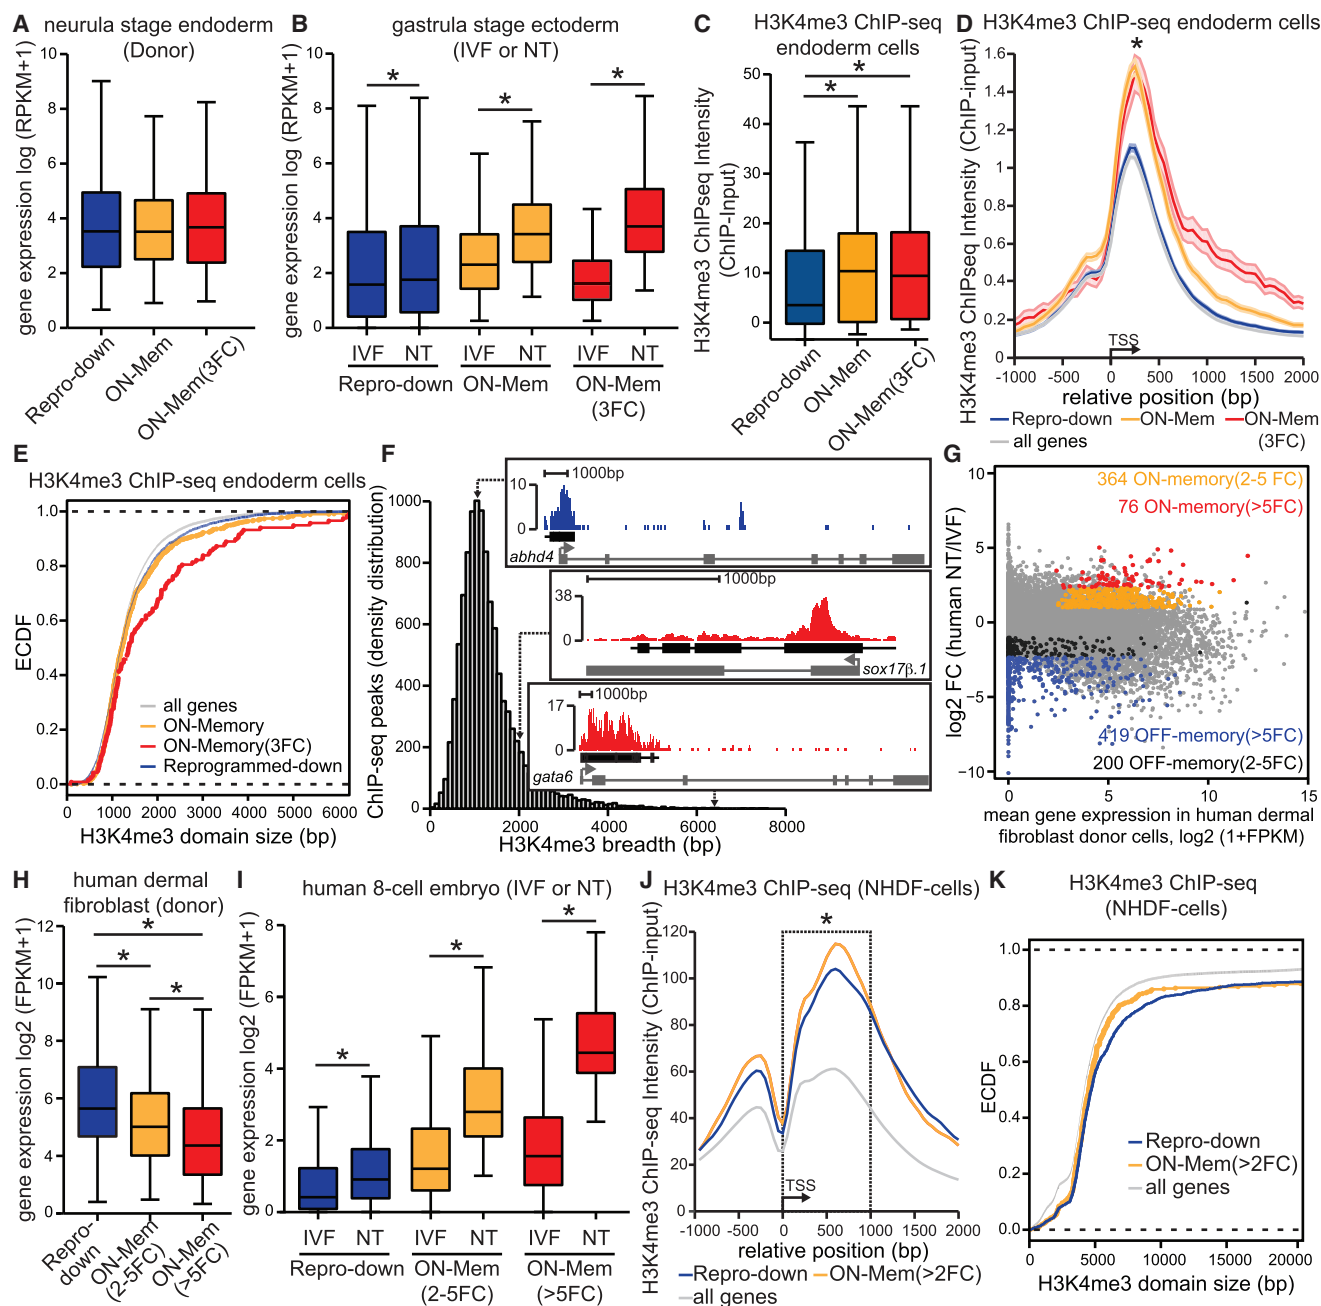

**Figure 2. ON-Memory Genes Are Enriched for H3K4me3 in *Xenopus* and Human Donor Cells**

(A) Reprogrammed-down, ON-memory, and ON-memory(3FC) genes have similar expression levels in donor-endoderm cells (p values > 0.4, Mann-Whitney test). (B) ON-memory-genes are upregulated in NT cells when compared to IVF ectoderm cells. Boxplot comparing mean expression levels of reprogrammed-down (\*p value =  $1.024 \times 10^{-7}$ ), ON-memory (\*p value <  $2.2 \times 10^{-16}$ ), and ON-memory(3FC)-genes (\*p value <  $2.2 \times 10^{-16}$ ); Mann-Whitney test. (C-F) H3K4me3 ChIP-seq data generated from neurula-stage endoderm cells. Read counts are normalized by input and total mapped reads. (C) ON-memory-genes are enriched for H3K4me3 in donor-endoderm cells. Boxplot comparing mean H3K4me3 ChIP-seq intensities in a 4-kb window centered on the TSS (\*p value < 0.001, KS test). (D) TSS metaplots of H3K4me3 ChIP-seq intensity in endoderm cells. ON-memory(3FC) and ON-memory ChIP-seq intensities are higher when compared to reprogrammed-down genes (p value = 0.07 and \*p value = 0.001, respectively KS test). (E) ON-memory(3FC)-genes show increased H3K4me3 breadth when compared to reprogrammed-down genes (p value = 0.0002, KS test). Empirical cumulative distribution function (ECDF) comparing H3K4me3 domain size spanning the TSS. (F) Breadth distribution of H3K4me3 ChIP-seq peaks. Inserts are examples of H3K4me3 regions of a reprogrammed-down gene (*abhd4*) and ON-memory genes *sox17 $\beta$ .1* and *gata6*(NM\_001087983.1). (G) MA plot comparing gene expression between human NT and IVF embryos. The average log<sub>2</sub> FC in expression of transcripts in NT embryo over IVF embryos (n = 1; pool of five NT and of five IVF 8-cell embryos) is plotted on the y axis, and the mean log<sub>2</sub> (1+FPKM) gene expression in the endoderm donor cells (1 sample of the donor dermal fibroblast cells, DFB-8) is plotted on the x axis. Gray, all identified transcripts; orange, ON-memory(2-5FC); black, OFF-memory(2-5FC); red, ON-memory(> 5FC) genes; blue, OFF-memory(> 5FC) genes.

(legend continued on next page)

genes are not reprogrammed by NT to eggs in *Xenopus*, and instead remember their donor cell expression pattern. Furthermore, this result suggests that NT embryos show endoderm ON-memory gene expression to the same extent as OFF-memory gene expression in the newly generated ectoderm cell type.

To obtain insight into biological processes associated with the inappropriately reprogrammed genes, we performed gene ontology analysis. This revealed that as a whole, reprogramming resistant genes are enriched for genes involved in development, transcriptional activity, and metabolic processes (Figure 1C). Importantly, we observed that the ON-memory gene set was enriched for genes implicated in endoderm development (Figure 1C, group 1). Furthermore, we found that master regulators of endoderm specification in *Xenopus*, such as *sox17* and *gata6*, were among the ON-memory genes showing the highest upregulation in NT embryos when compared to IVF (Figure S1C). Hence, these results point toward retention of endoderm donor cell identity in the ectoderm cells of the NT embryos.

Next, we investigated the mechanism by which the ON-memory gene transcripts are accumulated in the ectoderm cells of the NT embryos. In *Xenopus*, there is no transcription for the first 12 cell cycles of embryonic development (Hörmanseder et al., 2013). Consistently, we did not observe gene expression of the ON-memory genes *sox17β*, *gata6*, and *a2m* (*endodermin*) at stage 7, prior to zygotic genome activation (ZGA; Figures S1G and S1H). This indicates that there was no carry-over of transcripts for these genes during NT, and that transcripts detected here were newly synthesized after ZGA. We therefore conclude that the memory of an active state of gene transcription of the donor nucleus was transmitted to its mitotic progeny during early embryonic cell divisions in the absence of the conditions that induced that state, and independently of ongoing gene transcription. It implies that the memory of the donor cell gene expression pattern observed in NT embryos is stabilized by epigenetic mechanisms.

### ON-Memory Genes Are Enriched for H3K4me3 in Endoderm Donor Nuclei in *Xenopus*

We then investigated which epigenetic feature of the donor nuclei could account for the fact that ON-memory genes resist the reprogramming process and commence expression in the wrong cell type of NT embryos. Actively transcribed genes are characterized by the presence of methylated lysine 4 on histone H3 (H3K4me3) (Santos-Rosa et al., 2002). We hypothesized that accumulation of H3K4me3 following transcription of endoderm genes in donor cells could confer ON-memory gene-expression after NT.

Our transcriptome analysis identified reprogrammed-down genes that were active in endoderm donor cells (Figure 2A) but are reprogrammed and downregulated to IVF levels in the ectoderm of NT embryos (Figure 2B). ON-memory genes were initially expressed in endoderm donor cells at similar levels to reprogrammed-down genes (Figure 2A). However, they remained significantly upregulated in ectoderm cells of the NT embryo when compared to IVF (ON-memory; Figure 2B). Within the ON-memory group, a subset were especially resistant to reprogramming as they were more than 3-fold overexpressed (ON-memory(3FC); Figure 2B). Using these three sets of genes we tested if differences in H3K4me3 features could explain resistance to transcriptional reprogramming. We performed H3K4me3 chromatin immunoprecipitation sequencing (ChIP-seq) analysis on neurula-stage endoderm donor cells in biological duplicate (Figures 2C–2F and S2A–S2D). The intensity of the H3K4me3 ChIP-seq signal around the transcriptional start site (TSS) was significantly higher in ON-memory genes when compared to reprogrammed-down genes (Figures 2C and 2D). Previous studies suggested that broad H3K4me3 domains are linked to cell identity and transcriptional consistency (Benayoun et al., 2014), and since endoderm ON-memory genes are also enriched for endoderm lineage genes and maintain their transcriptionally active state even after the nuclear reprogramming procedure, we tested if ON-memory genes showed high H3K4me3 breadth. Indeed, when comparing the empirical cumulative distribution of H3K4me3 domain size spanning the TSS, ON-memory(3FC) genes showed significantly broader H3K4me3 domains than reprogrammed-down genes (Figure 2E). For example, the ON-memory genes *gata6* and *sox17β* are marked by broader domains than the reprogrammed-down gene *abhd4* (Figure 2F).

These results suggest that ON-memory genes are enriched for H3K4me3, as they show higher ChIP-seq intensity and broader domains of this mark when compared to reprogrammed-down genes in the endoderm donor cells. Increased H3K4me3 levels and breadth could act together as barrier to cell-fate changes and hence explain why the set of memory-ON genes are resisting the reprogramming process.

### The Phenomenon of ON-Memory Is Conserved in Human NT Embryos, and ON-Memory Genes Are Enriched for H3K4me3 in Human Donor Cells

Our observations in *Xenopus* prompted us to investigate if ON-memory gene expression is conserved in human NT embryos and whether ON-memory genes, when compared to reprogrammed-down genes, are also enriched for H3K4me3 levels in

(H) Boxplot comparing mean expression levels of reprogrammed-down, ON-memory(2–5FC), and ON-memory(> 5FC) genes in DFB-8 donor cells (\*p values < 0.002, Mann-Whitney test).

(I) ON-memory genes are upregulated in eight-cell NT embryos when compared to IVF embryos. Boxplot comparing mean expression levels of reprogrammed-down, ON-memory(2–5FC), and ON-memory(> 5FC) genes (\*p values <  $2.2 \times 10^{-16}$ ) in eight-cell NT and IVF embryos; statistical test: Mann-Whitney test.

(J and K) H3K4me3 ChIP-seq datasets of H3K4me3 in human dermal fibroblast cells (NHDF-cells) were obtained from the ENCODE project (Consortium, 2012).

(J) TSS meta-plots of the average intensity of H3K4me3 modifications in NDHF cells for reprogrammed-down, ON-memory(> 2FC), and all genes of the human genome. ON-memory(> 2FC) ChIP-seq intensities are significantly higher when compared to reprogrammed-down genes (\*p value < 0.035, 1 kb window around the TSS, KS test). (K) ECDF comparing H3K4me3 domain size around the TSS of reprogrammed-down, ON-memory(> 2FC), and all genes from the human genome. ON-memory(> 2FC)-genes do not show a significant increase in H3K4me3 breadth when compared to reprogrammed-down genes (p value = 0.85, KS test; ChIP-seq peaks called by MACS2).

Boxplots: middle line in the box indicates the median; box edges indicate 25th/75th percentiles; and whiskers indicate min and max. See also Figures S2 and S4 and Table S2.

the human donor cells. In previous studies (Chung et al., 2015; Matoba et al., 2014), epigenetic marks correlating with ON-memory genes were not addressed. Therefore, we obtained the published RNAseq datasets generated from pools of human eight-cell IVF embryos, as well as from eight-cell NT embryos using human dermal fibroblast (DFB-8) cell nuclei as donors (Chung et al., 2015).

Our transcriptome comparison between the donor DFB cells and IVF and NT embryos identified a set of 76 ON-memory genes that remained more than 5-fold upregulated in NT embryos when compared to IVF control (ON-memory(> 5FC); Figures 2G–2I). A set of 364 genes showed partial inactivation (ON-memory(2–5 FC)) (Figures 2G–2I) and a third set of 508 genes was efficiently downregulated in the NT-embryo when compared to IVF (reprogrammed-down; Figures 2I and 2J).

Therefore, our analysis of human NT embryo RNA-seq data suggests that the phenomenon of ON-memory gene expression is conserved in human NT embryos.

We then investigated the H3K4me3 ChIP-seq intensities of ON-memory and reprogrammed-down genes using publicly available H3K4me3 ChIP-seq datasets for NHDF cells, which are related to the DFB-8 cells used as donors to generate the NT embryos. In agreement with the results obtained for *Xenopus*, ON-memory genes showed increased H3K4me3 intensity around their TSS when compared to reprogrammed-down genes (Figure 2J). However, when comparing H3K4me3 domains breadth of ON-memory genes and reprogrammed-down genes, we could not observe a significant difference (Figure 2K).

These results suggest that also in human, high H3K4me3 levels at the TSS could confer ON-memory gene expression in NT embryos and hence act as barrier to nuclear reprogramming.

### H3K4 Demethylation of Donor Nuclei Improves Transcriptional Reprogramming in *Xenopus* NT Embryos

Having established a correlation between ON-memory gene expression and H3K4me3 enrichment, we next asked whether this modification is responsible for resistance to reprogramming.

Hence, one-cell embryos were injected with mRNA encoding the H3K4-specific demethylase Kdm5b<sup>wt</sup>, or with Kdm5b<sup>ci</sup>, the catalytic inactive version of the enzyme, and grown to neurula-stage (Figure 3A). Western blot analysis confirmed that Kdm5b<sup>wt</sup>-expressing embryos showed reduced H3K4me3 levels when compared to uninjected embryos (Figure 3B). Furthermore, H3K4me3 ChIP-RTqPCR analysis verified the reduction in H3K4me3 levels following Kdm5b<sup>wt</sup> treatment around the TSS and in the gene body of candidate ON-memory genes (Figure S2E). We then used Kdm5b<sup>wt</sup>- and Kdm5b<sup>ci</sup>-expressing neurula-stage endoderm cells as donors to generate NT(Kdm5b<sup>wt</sup>) embryos and NT(Kdm5b<sup>ci</sup>) embryos, respectively (Figure 3A). As controls, we in vitro fertilized embryos. We collected gastrula stage embryos and subjected them, as well as the endoderm donor cells, to RNA-seq analysis (Figure 3A; Tables S1 and S3).

First, we addressed the effect of H3K4 demethylation on gene expression in donor cells. Interestingly, we identified that only 102 out of 24,758 identified transcripts were differentially expressed between Kdm5b<sup>WT</sup> and Kdm5b<sup>ci</sup> treated donor cells (Table S3). Therefore, changes in H3K4 methylation do not result in strong changes of gene expression levels, as reported previ-

ously (Clouaire et al., 2012). Second, we addressed if H3K4 methylation is important for stabilizing an active state of gene expression by evaluating if genes lose resistance to reprogramming as well as their ON-memory state following Kdm5b<sup>wt</sup> treatment of the donor cell. Transcriptome comparison of Kdm5b<sup>ci</sup> expressing endoderm donor cells, the ectoderm of IVF embryos and NT(Kdm5b<sup>ci</sup>) embryos identified 1,434 reprogramming resistant genes as they were differentially expressed between ectoderm cells of NT(Kdm5b<sup>ci</sup>) and IVF embryos (Figure 3C). By comparison, in NT(Kdm5b<sup>wt</sup>) embryos, the number of reprogramming resistant genes was substantially reduced, as our analysis identified only 573 differentially expressed genes between the ectoderms of NT(Kdm5b<sup>wt</sup>) embryos and IVF embryos (Figure 3D). Importantly, Kdm5b<sup>wt</sup> treatment of the donor cells significantly reduced ON-memory gene expression from 231 ON-memory(3FC) genes in NT(Kdm5b<sup>ci</sup>) embryos (Figure 3C) to 140 ON-memory(3FC) genes in NT(Kdm5b<sup>wt</sup>) embryos (Figure 3D). While the expression levels of ON-memory genes in the donor tissues was unaffected by the treatment with Kdm5b<sup>wt</sup> when compared to Kdm5b<sup>ci</sup>, we observed a significant reduction of average ON-memory gene expression levels in NT(Kdm5b<sup>wt</sup>) embryos when compared to NT(Kdm5b<sup>ci</sup>) embryos (Figures 3E and 3F). Hierarchical clustering (Figure 3G), as well as principal component analysis (PCA) (Figures S2F and S2G) of the transcriptome revealed that three out of seven NT(Kdm5b<sup>wt</sup>) embryos have a gene expression pattern in their ectoderm cells that is more similar to the one of IVF embryos than to the one of control NT(Kdm5b<sup>ci</sup>) embryos.

This implicates that expression of Kdm5b<sup>wt</sup> in the donor cell reduces ON-memory gene expression and is able to improve the whole transcriptome of the resultant NT embryos.

Next, we analyzed the expression of selected candidate ON-memory genes (*sox17β*, *gata6*, *foxA4*, *a2m*, and *darmin*) during gastrulation of NT and IVF embryos via qRT-PCR. In donor endoderm cells, ON-memory gene expression was not affected by H3K4 demethylation (Figures S2H–S2L). We observed that ON-memory genes were upregulated in NT(Kdm5b<sup>ci</sup>) ectoderm cells at all stages of gastrula embryos (Figures S2M–S2Q). While *sox17β*, *gata6* and *foxA4* showed a decrease in gene expression in NT(Kdm5b<sup>wt</sup>) ectoderm cells at all stages (Figures S2M–S2O), *a2m* and *darmin* were insensitive to Kdm5b<sup>wt</sup> treatment of the donor cell as they did not show a significant reduction in gene expression in the resultant NT(Kdm5b<sup>wt</sup>) ectoderm cells when compared to NT(Kdm5b<sup>ci</sup>) ectoderm cells (Figures S2P–S2Q). We propose that this is due to an additional, unknown epigenetic barrier other than H3K4me3, as we could observe that H3K4me3 levels were reduced at the TSS and at the gene body of *darmin* to a similar extent as of the other, Kdm5b<sup>wt</sup> sensitive ON-memory genes (Figure S2E). These results corroborate that Kdm5b<sup>wt</sup> treatment can reduce ON-memory gene expression in the resultant NT embryos throughout gastrulation.

Finally, we confirmed that the observed reduction in ON-memory gene expression following Kdm5b<sup>wt</sup> expression is indeed due to the demethylation of H3K4. We reduced H3K4me3 levels in the donor cells by expressing a dominant-negative version of histone H3.3 (H3.3<sup>K4M</sup>) that binds and inhibits the SET domain of H3K4-specific methyltransferases (Lewis et al., 2013). Transcriptome comparison between donor cells, the ectoderm cells of IVF embryos and of the NT(H3.3<sup>wt</sup>) embryos or NT(H3.3<sup>K4M</sup>)

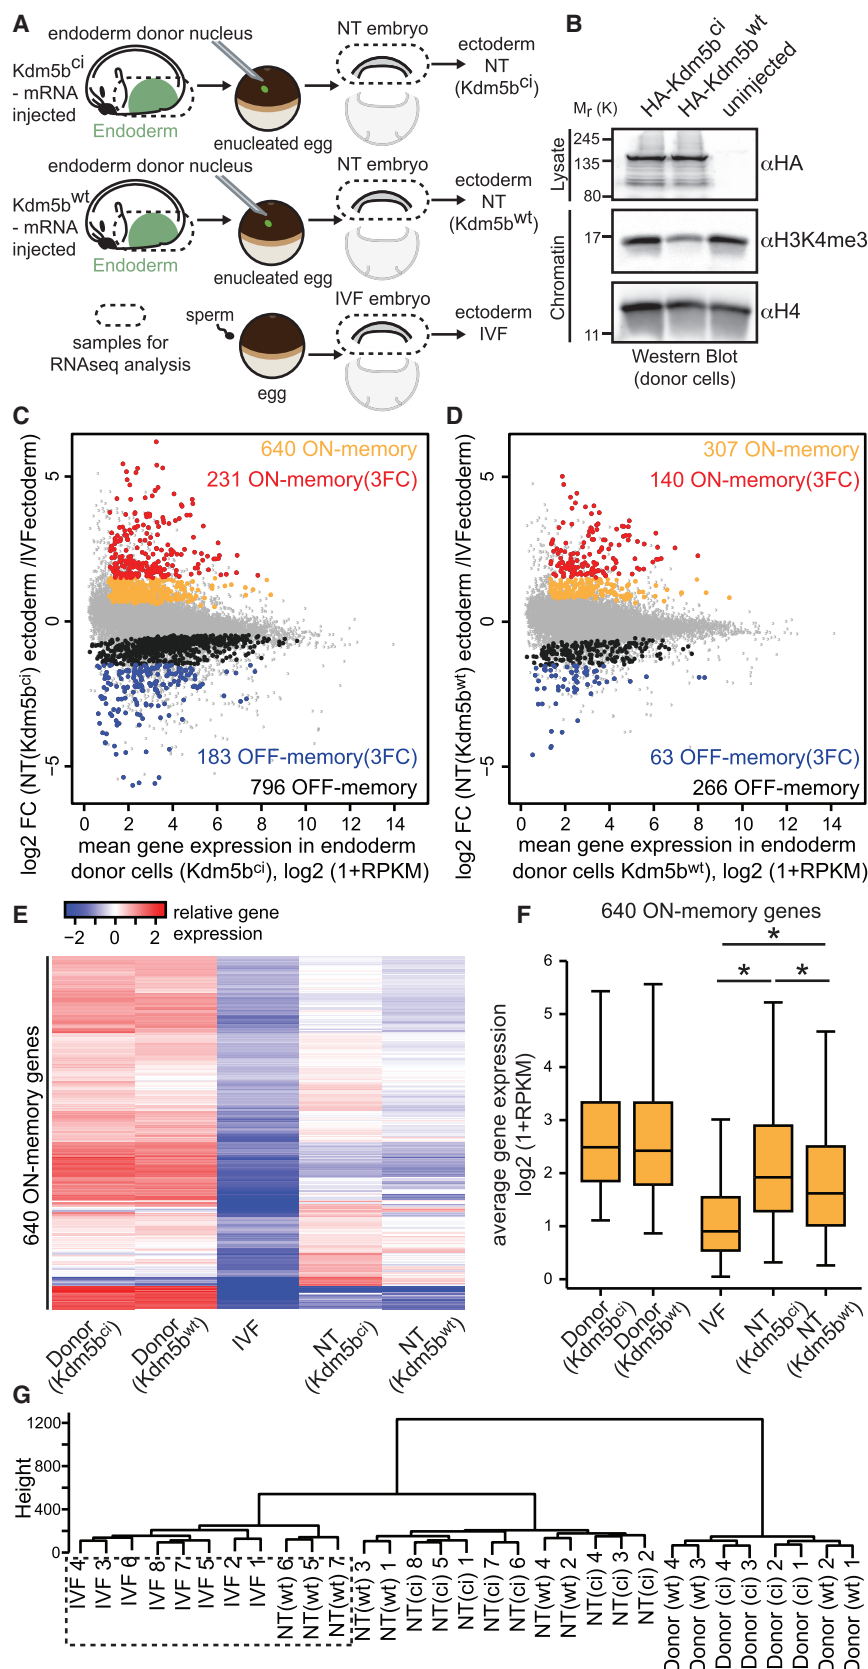

**Figure 3. Kdm5b Expression in the Donor Nuclei Reduces H3K4me3 Levels and Improves Reprogramming in NT Embryos**

(A) Design of NT experiments.

(B) Western blot analysis indicating that Kdm5b<sup>wt</sup> expression reduces H3K4me3 by  $\approx 70\%$  in neurula-stage embryos, when compared to uninjected ones.

(C and D) Kdm5b<sup>wt</sup> expression in the donor cells reduces the number of misregulated genes in NT embryos when compared to IVF embryos. MA plot comparing gene expression between NT(Kdm5b<sup>ci</sup>) and IVF ectoderm cells (C) or NT(Kdm5b<sup>wt</sup>) and IVF ectoderm cells (D). Average log<sub>2</sub> FC in expression of transcripts in NT over IVF ectoderm cells is plotted on the y axis, and the mean log<sub>2</sub> (1+RPKM) gene expression in the donor-endoderm cells is plotted on the x axis. Gray, all transcripts; orange, ON-memory genes; black, OFF-memory genes; red, ON-memory(3FC)genes; blue, OFF-memory(3FC) genes.

(E) ON-memory gene expression is reduced in NT(Kdm5b<sup>wt</sup>) embryos. Heatmap showing the expression of ON-memory genes identified in NT(Kdm5b<sup>ci</sup>) embryos in donor-endoderm cells in IVF, NT(Kdm5b<sup>ci</sup>), and NT(Kdm5b<sup>wt</sup>) ectoderm cells. Rows represent log<sub>2</sub> FC in expression of the indicated samples over mean pooled expression levels of all samples. Rows were sorted by hierarchical clustering.

(F) Boxplots comparing mean expression levels of ON-memory transcripts in donor-endoderm cells and IVF, NT(Kdm5b<sup>ci</sup>), and NT(Kdm5b<sup>wt</sup>) ectoderm cells. (\*p values < 0.0004, Mann-Whitney test.)

(G) Hierarchical transcriptome clustering analysis of filtered and normalized RNAseq data of single ectoderm tissues of IVF, NT(Kdm5b<sup>wt</sup>), and NT(Kdm5b<sup>ci</sup>) embryos, as well as donor endoderm cells.

Boxplots: middle line in the box indicates the median; box edges indicate 25th/75th percentiles; and whiskers indicate min and max. See also Figures S2–S4 and Tables S1 and S3.

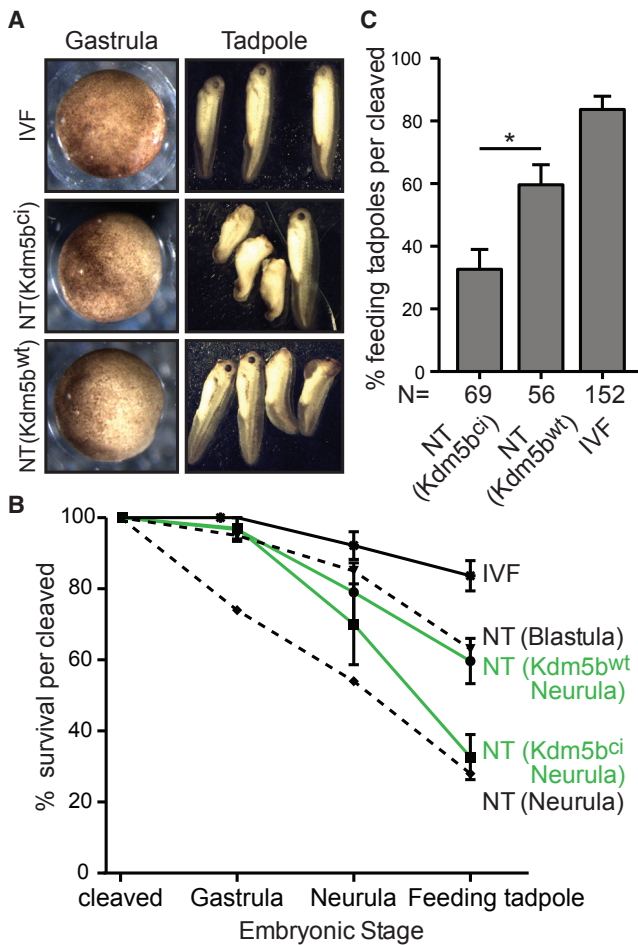

**Figure 4. H3K4 Demethylation in Donor Nuclei Improves the Development of NT Embryos**

(A) IVF, NT(Kdm5b<sup>ci</sup>), and NT(Kdm5b<sup>wt</sup>) embryos at the gastrula and tadpole stages.

(B) The development of IVF, NT(Kdm5b<sup>ci</sup>), and NT(Kdm5b<sup>wt</sup>) gastrula embryos (stage 10.5) was followed until feeding tadpole stage (green lines and black solid line, respectively). Black dashed lines indicate the developmental potential of NT embryos generated from uninjected blastula stage or neurula stage endoderm nuclei (data from Gurdon, 1960). y axis is the percentage of gastrula embryos reaching the indicated stages.

(C) Kdm5b<sup>WT</sup> expression in the donor cell improves the development of NT embryos to the feeding tadpole stage. Bar graph showing the percentage of cleaved gastrula embryos reaching the feeding tadpole stage (\*p value = 0.0007, paired t test, one-tailed). Data are presented as mean ± SEM. See also Figure S4 and Table S1.

embryos corroborated the finding that a reduction of H3K4 methylation decreases ON-memory gene expression in NT embryos (Figure S3; Table S3).

Together, our data show that a H3K4 demethylation of donor nuclei not only improves the reprogramming of ON-memory genes but can also restore the global transcriptome of NT embryos.

### H3K4 Demethylation in Donor Nuclei Improves the Development of NT Embryos

Finally, we investigated whether H3K4 demethylation in donor cells and the associated reduction in ON-memory gene expres-

sion in the resultant NT embryos are able to improve their survival.

We generated NT embryos from Kdm5b<sup>wt</sup>- and Kdm5b<sup>ci</sup>-treated donor cells, and while they developed to properly cleaved early gastrula embryos at a similar rate (Figures 4A and 4B; Table S1), NT(Kdm5b<sup>wt</sup>) embryos showed fewer morphological abnormalities when compared to NT(Kdm5b<sup>ci</sup>) embryos (Figures 4A and 4B; Table S1) as development proceeded. Notably, NT(Kdm5b<sup>wt</sup>) embryos reached the feeding tadpole stage and beyond at a significantly higher rate than NT(Kdm5b<sup>ci</sup>) embryos (Figure 4C). The developmental potential of NT(Kdm5b<sup>ci</sup>) embryos was consistent with previous results using uninjected endoderm cells as donors for NT (Gurdon, 1960), as 30% of cleaved NT(Kdm5b<sup>ci</sup>) embryos reached the feeding tadpole stage (Figures 4B and 4C). Instead, the developmental outcome of NT(Kdm5b<sup>wt</sup>) embryos was comparable to the one of NT embryos generated from undifferentiated blastula cells (Gurdon, 1960), as 60% of all cleaved embryos reached the feeding tadpole stage (Figures 4B and 4C).

These results show that H3K4 methylation acts as a barrier to nuclear reprogramming, and that its removal significantly improves the developmental potential of NT embryos.

### DISCUSSION

Our study identifies H3K4 methylation as an epigenetic barrier to nuclear reprogramming and suggests it as a safeguarding mechanism for cellular identity. Challenging the stability of cell identity through NT reveals epigenetic mechanisms that inhibit the activation of genes supporting alternative cell fates (Chung et al., 2015; Liu et al., 2016; Matoba et al., 2014). Here, we describe an epigenetic layer that prevents the inactivation of genes during nuclear reprogramming and ensures the stable expression of genes characteristic of an established cell identity. We observe that H3K4 methylation imposes memory of an active transcriptional state and that its suppression results in improved transcriptional reprogramming and an enhancement of the developmental outcome of *Xenopus* NT embryos. Therefore, our study shows that interfering with an epigenetic barrier and the associated ON-memory can improve the generation of new cell types by reprogramming via NT.

By transplanting differentiated nuclei to eggs, we uncover a function of H3K4 methylation in epigenetic memory of cell fate that extends beyond ensuring transcriptional consistency and maintaining ongoing gene transcription (Benayoun et al., 2014). Indeed, reduction of H3K4 methylation by either demethylase or histone mutant expression has very little effect on endodermal cell transcription in fertilized embryos. However, the role of H3K4me3 in stabilizing a transcriptional program becomes most evident when the endoderm cell chromatin undergoes reprogramming by the egg: The early phase of frog embryogenesis encompasses a period of intense cell division in the absence of transcription. After ZGA, when cells are again permissive for transcription, H3K4me3 can induce endoderm ON-memory gene expression in ectoderm cells of cloned embryos. Hence we can differentiate in our experimental system the function of H3K4me3 in simply maintaining ongoing transcription, as observed in pluripotent cells (Muramoto et al., 2010), from its function as an epigenetic memory factor of somatic cell identity.

The stabilization of an active transcriptional state correlates with increased intensity and breadth of H3K4 methylation around these genes, as for example around the endoderm lineage genes *sox17 $\beta$*  and *gata6*. During DNA replication, the modified nucleosomes are locally redistributed between the two daughter strands (Probst et al., 2009) and broad H3K4me3 domains of ON-memory genes could ensure that the mark on these key lineage genes is faithfully propagated to the mitotic progeny, even when the chromatin is challenged by the egg's reprogramming factors and in the absence of gene transcription. Our results underline the importance of H3K4me3 as a safeguarding mechanism of cell identity.

ON-memory gene expression is conserved in *Xenopus* and human NT embryos and correlates with increased H3K4me3 levels in the somatic donor cell nuclei. It is likely that also in mammals, H3K4 methylation imposes a barrier to nuclear reprogramming and its removal enhances the efficiency of cloning. Interestingly, recent studies in mouse NT embryos suggest that a failure in reactivating Kdm5b expression during reprogramming correlates with a poor developmental outcome (Liu et al., 2016), which would support that NT embryos with reduced Kdm5b levels might not be able to efficiently erase H3K4 methylation mediated ON-memory. However, studies also show that Kdm5b knock down in IVF embryos results in aberrant major ZGA (Dahl et al., 2016) and embryonic lethality. It is currently unknown if the developmental failure of mouse NT embryos is due to the normal requirement of Kdm5b for ZGA or if it is due to persistent ON-memory gene expression. In our work, we erase H3K4 methylation marks in the donor cells, and leave the H3K4me3 demethylation activities of the NT embryo unperturbed, and hence are able to show that ON-memory indeed acts as barrier to nuclear reprogramming. We propose that both, ON-memory gene expression due to persistent active marks and as well as a lack in Kdm5b activities, which are important for ZGA and development (Dahl et al., 2016), contribute to embryonic lethality in mouse NT embryos.

Once the essential epigenetic barriers conferring ON- and OFF-memory are identified, they can be targeted to improve reprogramming efficiencies and allow the generation of high quality stem cells suitable for cell replacement therapies.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - mRNA production
  - mRNA injection into one-cell embryos
  - Donor cell preparation
  - Nuclear transfer and embryo culture
  - RNA extraction
  - cDNA sequencing library
  - cDNA synthesis and RTqPCR analysis
  - Western Blotting
  - Chromatin Immunoprecipitation (ChIP)

- ChIP-seq library preparation
- ChIP-RTqPCR
- Experimental design

## ● QUANTIFICATION AND STATISTICAL ANALYSIS

- *Xenopus* transcriptome and sequencing data
- *Xenopus* differential gene expression
- Human differential gene expression
- DE data filter-strategy
- Heatmaps and plots for gene expression
- qPCR analysis
- Principal component analysis and hierarchical transcriptome clustering
- ChIP-seq data analysis
- Methylated histone regions
- Developmental outcome

## ● DATA AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes four figures and four tables and can be found with this article online at <http://dx.doi.org/10.1016/j.stem.2017.03.003>.

## AUTHOR CONTRIBUTIONS

Conceptualization: E.H.; Methodology: E.H. and J.J.; Software: A.S., G.E.A., and C.R.B.; Formal Analysis: E.H., A.S., and G.E.A.; Investigation: E.H.; Validation: E.H., M.F., and J.J.; Data Curation: C.R.B., A.S., and G.E.A.; Writing – Original Draft and Visualization: E.H.; Writing – Review and Editing: E.H., J.J., and J.G.; Supervision and Funding acquisition: E.H., J.J., and J.G. J.J. and J.G. contributed equally.

## ACKNOWLEDGMENTS

This work was funded by the Molecular Research Council (MR/P000479/1), the Wellcome Trust (101050/Z/13/Z and 092096/Z/10/Z), and Cancer Research UK (C6946/A14492). E.H. was a recipient of a long-term fellowship from the European Molecular Biology Organization (EMBO) and Isaac Newton Trust funding. The authors are grateful to Dave Simpson, members of the Gurdon lab and Institute, Julie Ahringer and her lab, and Thomas U. Mayer for support and critically reading the manuscript.

Received: August 23, 2016

Revised: December 5, 2016

Accepted: March 7, 2017

Published: March 30, 2017

## REFERENCES

- Alexa, A., Rahnenführer, J., and Lengauer, T. (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. *Bioinformatics* 22, 1600–1607.
- Benayoun, B.A., Pollina, E.A., Ucar, D., Mahmoudi, S., Karra, K., Wong, E.D., Devarajan, K., Daugherty, A.C., Kundaje, A.B., Mancini, E., et al. (2014). H3K4me3 breadth is linked to cell identity and transcriptional consistency. *Cell* 158, 673–688.
- Blau, H.M., Chiu, C.P., and Webster, C. (1983). Cytoplasmic activation of human nuclear genes in stable heterocaryons. *Cell* 32, 1171–1180.
- Bluelloch, R., Wang, Z., Meissner, A., Pollard, S., Smith, A., and Jaenisch, R. (2006). Reprogramming efficiency following somatic cell nuclear transfer is influenced by the differentiation and methylation state of the donor nucleus. *Stem Cells* 24, 2007–2013.
- Boiani, M., Eckardt, S., Schöler, H.R., and McLaughlin, K.J. (2002). Oct4 distribution and level in mouse clones: consequences for pluripotency. *Genes Dev.* 16, 1209–1219.

- Chung, Y.G., Matoba, S., Liu, Y., Eum, J.H., Lu, F., Jiang, W., Lee, J.E., Sepilian, V., Cha, K.Y., Lee, D.R., and Zhang, Y. (2015). Histone demethylase expression enhances human somatic cell nuclear transfer efficiency and promotes derivation of pluripotent stem cells. *Cell Stem Cell* 17, 758–766.
- Clouaire, T., Webb, S., Skene, P., Illingworth, R., Kerr, A., Andrews, R., Lee, J.H., Skalnik, D., and Bird, A. (2012). Cfp1 integrates both CpG content and gene activity for accurate H3K4me3 deposition in embryonic stem cells. *Genes Dev.* 26, 1714–1728.
- Consortium, E.P.; ENCODE Project Consortium (2012). An integrated encyclopedia of DNA elements in the human genome. *Nature* 489, 57–74.
- Dahl, J.A., Jung, I., Aanes, H., Greggains, G.D., Manaf, A., Lerdrup, M., Li, G., Kuan, S., Li, B., Lee, A.Y., et al. (2016). Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. *Nature* 537, 548–552.
- Enright, B.P., Kubota, C., Yang, X., and Tian, X.C. (2003). Epigenetic characteristics and development of embryos cloned from donor cells treated by trichostatin A or 5-aza-2'-deoxycytidine. *Biol. Reprod.* 69, 896–901.
- Firas, J., Liu, X., and Polo, J.M. (2014). Epigenetic memory in somatic cell nuclear transfer and induced pluripotency: evidence and implications. *Differentiation* 88, 29–32.
- Gao, S., Chung, Y.G., Williams, J.W., Riley, J., Moley, K., and Latham, K.E. (2003). Somatic cell-like features of cloned mouse embryos prepared with cultured myoblast nuclei. *Biol. Reprod.* 69, 48–56.
- Gentsch, G.E., and Smith, J.C. (2014). Investigating physical chromatin associations across the *Xenopus* genome by chromatin immunoprecipitation. *Cold Spring Harb. Protoc.* 2014, 2014.
- Gurdon, J.B. (1960). The developmental capacity of nuclei taken from differentiating endoderm cells of *Xenopus laevis*. *J. Embryol. Exp. Morphol.* 8, 505–526.
- Gurdon, J.B., Elsdale, T.R., and Fischberg, M. (1958). Sexually mature individuals of *Xenopus laevis* from the transplantation of single somatic nuclei. *Nature* 182, 64–65.
- Hirasawa, R., Matoba, S., Inoue, K., and Ogura, A. (2013). Somatic donor cell type correlates with embryonic, but not extra-embryonic, gene expression in postimplantation cloned embryos. *PLoS ONE* 8, e76422.
- Hörmanseder, E., Tischer, T., and Mayer, T.U. (2013). Modulation of cell cycle control during oocyte-to-embryo transitions. *EMBO J.* 32, 2191–2203.
- Kim, K., Zhao, R., Doi, A., Ng, K., Untermaier, J., Cahan, P., Huo, H., Loh, Y.H., Aryee, M.J., Lensch, M.W., et al. (2011). Donor cell type can influence the epigenome and differentiation potential of human induced pluripotent stem cells. *Nat. Biotechnol.* 29, 1117–1119.
- Kishigami, S., Mizutani, E., Ohta, H., Hikichi, T., Thuan, N.V., Wakayama, S., Bui, H.T., and Wakayama, T. (2006). Significant improvement of mouse cloning technique by treatment with trichostatin A after somatic nuclear transfer. *Biochem. Biophys. Res. Commun.* 340, 183–189.
- Lewis, P.W., Müller, M.M., Koletsky, M.S., Cordero, F., Lin, S., Banaszynski, L.A., Garcia, B.A., Muir, T.W., Becher, O.J., and Allis, C.D. (2013). Inhibition of PRC2 activity by a gain-of-function H3 mutation found in pediatric glioblastoma. *Science* 340, 857–861.
- Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25, 1754–1760.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/map format and SAMtools. *Bioinformatics* 25, 2078–2079.
- Liu, W., Liu, X., Wang, C., Gao, Y., Gao, R., Kou, X., Zhao, Y., Li, J., Wu, Y., Xiu, W., et al. (2016). Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing. *Cell Discov.* 2, 16010.
- Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet*. 17, 10–12.
- Matoba, S., Liu, Y., Lu, F., Iwabuchi, K.A., Shen, L., Inoue, A., and Zhang, Y. (2014). Embryonic development following somatic cell nuclear transfer impeded by persisting histone methylation. *Cell* 159, 884–895.
- Meissner, A., and Jaenisch, R. (2006). Mammalian nuclear transfer. *Dev. Dyn.* 235, 2460–2469.
- Muramoto, T., Müller, I., Thomas, G., Melvin, A., and Chubb, J.R. (2010). Methylation of H3K4 is required for inheritance of active transcriptional states. *Curr. Biol.* 20, 397–406.
- Ng, R.K., and Gurdon, J.B. (2005). Epigenetic memory of active gene transcription is inherited through somatic cell nuclear transfer. *Proc. Natl. Acad. Sci. USA* 102, 1957–1962.
- Nieuwkoop, P.D., and Faber, J. (1994). *Normal Table of *Xenopus laevis* (Daudin): A Systematical and Chronological Survey of the Development from the Fertilized Egg till the End of Metamorphosis* (Garland Pub.).
- Polo, J.M., Liu, S., Figueroa, M.E., Kulalert, W., Eminli, S., Tan, K.Y., Apostolou, E., Stadtfeld, M., Li, Y., Shioda, T., et al. (2010). Cell type of origin influences the molecular and functional properties of mouse induced pluripotent stem cells. *Nat. Biotechnol.* 28, 848–855.
- Probst, A.V., Dunleavy, E., and Almouzni, G. (2009). Epigenetic inheritance during the cell cycle. *Nat. Rev. Mol. Cell Biol.* 10, 192–206.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841–842.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139–140.
- Robinson, J.T., Thorvaldsdóttir, H., Winckler, W., Guttman, M., Lander, E.S., Getz, G., and Mesirov, J.P. (2011). Integrative genomics viewer. *Nat. Biotechnol.* 29, 24–26.
- Santos-Rosa, H., Schneider, R., Bannister, A.J., Sherriff, J., Bernstein, B.E., Emre, N.C., Schreiber, S.L., Mellor, J., and Kouzarides, T. (2002). Active genes are tri-methylated at K4 of histone H3. *Nature* 419, 407–411.
- Takahashi, K., and Yamanaka, S. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. *Cell* 126, 663–676.
- Teperek, M., Simeone, A., Gaggioli, V., Miyamoto, K., Allen, G.E., Erkek, S., Kwon, T., Marcotte, E.M., Zegerman, P., Bradshaw, C.R., et al. (2016). Sperm is epigenetically programmed to regulate gene transcription in embryos. *Genome Res.* 26, 1034–1046.
- Thorvaldsdóttir, H., Robinson, J.T., and Mesirov, J.P. (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief. Bioinform.* 14, 178–192.
- Trapnell, C., Pachter, L., and Salzberg, S.L. (2009). TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25, 1105–1111.

## STAR★METHODS

### KEY RESOURCES TABLE

### CONTACT FOR REAGENT AND RESOURCE SHARING

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

Mature *Xenopus laevis* males and females were obtained from Nasco (901 Janesville Avenue, PO Box 901, Fort Atkinson, WI 53538-0901; <https://www.enasco.com/xenopus>). Our work with *Xenopus laevis* is covered under the Home Office Project License PPL 70/8591 and frog husbandry and all experiments were performed according to the relevant regulatory standards. Animals were maintained in a recirculating fresh water system (Marine Biotech) at a density of one adult/3l, with 10% water change per day and temperatures ranging from 16°C to 20°C. Water was sequentially filtered with mechanical pad sump filter, nitrifying bacteria filter, mechanical canister filter, carbon filter, and UV sterilized. Water quality parameters were as follow: conductivity 1500us; temperature 17–22°C; PH 6–8. Photoperiod was set to 12h ON/12h OFF. Frogs are fed twice per week with Royal Horizon 4.5mm pellets (skretting,

<https://www.skrettingfishfeeds.co.uk/>). Unconsumed food was removed 10 min after the start of feeding. All material used for this work involves killing of testis-donating frogs by an overdose of anesthetic. Females are injected with hormones (50 units pregnant mare serum gonadotropin, 3 days in advance of egg laying, and 500 units human chorionic gonadotropin, 1 day in advance of egg laying) in the dorsal lymph sack to induce natural ovulation and egg laying in 1xMMR (100mM NaCl, 2mM KCl, 1mM MgSO<sub>4</sub>, 2mM CaCl<sub>2</sub>, 0.1mM EDTA, 5mM HEPES (pH 7.8). After egg laying, frogs underwent a health check by a veterinarian and were given a resting period of at least 3 months before re-use. These procedures were of minimal invasiveness and did not cause stress or suffering to the animal. The researchers and the staff of the Gurdon Institute animal husbandry facility are trained in these experiments, and veterinarians monitor the health status of the animals.

## METHOD DETAILS

### mRNA production

Mouse Kdm5b (accession number NM\_152895, aa1-770) and its catalytic inactive (ci) mutant (H499A; aa1-770), both with an C-terminal NLS-tag, as well as *Xenopus* H3.3 (accession number NM\_001098432) and its dominant-negative mutant (K4M) constructs were sub-cloned into pCS2+ plasmid with 6 C-terminal HA-tags using the gateway cloning system (Thermo Fisher Scientific). mRNA was synthesized in vitro using MEGAscript SP6 Kit (Ambion, AM1330M) following the manufacturer's instructions.

### mRNA injection into one-cell embryos

Eggs were in vitro fertilized, dejellied using 2% Cystein solution in 0.1xMMR, pH 7.8, washed 3 times with 0.1x MMR and transferred into 0.5x MMR for injections. For Kdm5b wild-type and catalytic inactive mutant, 13.6 ng of mRNA was used per injection. For H3.3<sup>WT</sup> and for H3.3<sup>K4M</sup> 0.2ng and 1.25ng mRNA, respectively, was used per injection to obtain equal expression levels of the proteins in embryos. Embryos were cultured at 23°C and collected at neurula stage 18 (Kdm5b experiments) or stage 21 (H3.3 experiments) (Nieuwkoop and Faber, 1994) to prepare endoderm donor cells for nuclear transfer.

### Donor cell preparation

Endoderm cells were isolated from endoderm tissues of the respective neurula stage embryos (stage 18 for Kdm5b experiments; stage 21 for experiments shown in Figures 1 and 2 or the H3.3 experiments, please also see above) and frozen on dry ice for further analysis or dissociated in calcium- and magnesium-free modified Barth saline (1xMBS; 88mM NaCl, 1mM KCl, 10mM HEPES, 2.5mM NaHCO<sub>3</sub>, pH to 7.4.) with 1 mM EDTA and 0.1% BSA in a petri dish covered with 1% agarose in H<sub>2</sub>O and used immediately for nuclear transplantation.

### Nuclear transfer and embryo culture

The procedure was carried out as described previously (Gurdon et al., 1958). In brief, dissociated endoderm cells were mildly disrupted by pipetting them up and down gently in a glass micropipette. Nuclear transplantation was performed by injection of a whole permeabilized cell into an egg enucleated for 30 s with a UV mineralite lamp and dejellied by a 5 s Hanovia lamp treatment. Nuclear transfer was performed within the next minute. The nuclear transplant embryos were placed into 1x MBS 0.1% BSA. At the 4-cell stage, the medium was exchanged to 0.1xMBS. As control, embryos were in vitro fertilized and the embryos were cultured at 16°C in 0.1x MBS until they reached stage 7 or stage 11. For all our analyses, completely cleaved NT embryos were selected at stage 7, stage 10 or 11 that were morphologically indistinguishable from IVF embryos at the same stage. For experiments analyzing gene expression at stage 11, NT and IVF embryos with the same blastopore size and cell size were selected to ensure that they are all at the same developmental stage, and the animal cap cells (ectoderm) were isolated and frozen on dry ice for further analysis. To score the developmental outcome, embryos were cultured in 0.1xMBS at 16°C until neurula stage and then at room temperature until they reached the desired developmental stages, which were determined according to the developmental table of Nieuwkoop and Faber (Nieuwkoop and Faber, 1994) and counted.

### RNA extraction

Embryonic tissues were selected and isolated as described above, dissected as indicated and frozen at −80°C. RNA extractions were performed using QIAGEN RNeasy Mini kit (QIAGEN, 74106) according to the manufacturer's protocol including the DNase step. RNA was eluted in 40ul of DEPC H<sub>2</sub>O.

### cDNA sequencing library

RNA quality and quantity was analyzed on a RNA screen tape (Agilent) using RNA sample buffer (Agilent) on a Agilent 2200 tape station. Per sample, 500 ng RNA was used to generate a cDNA sequencing libraries using a Illumina TrueSeq kit (RS-122-2001), according to the manufacturer's protocol using 12 PCR amplification cycles.

### cDNA synthesis and RTqPCR analysis

cDNA synthesis was performed from the isolated RNAs using oligo dT(15) primers. RTqPCRs were performed with 5 µL cDNA and gene specific primers at 50 nM (Primer sequences are listed in Table S4) using a SybrGreen detection system (Sigma, S9194) and ABI

7300 machine (Applied Biosystems) using standard ABI cycling conditions (two-step PCR cycle: 94°C for 15 s and 60°C for 60 s). Reactions were performed in a total volume of 25  $\mu$ L.

### Western Blotting

Expression of mRNAs in embryos as well as the reduction of H3K4me3 levels was confirmed by western blot analyses. Briefly, embryonic tissues were homogenized in 50  $\mu$ L buffer E1 (50mM HEPES-KOH pH 7.5, 140mM NaCl, 1mM EDTA pH 8.0, 10% Glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100, 1mM DTT, complete protease inhibitors (Roche)) and then the chromatin was collected by centrifugation at 1600 g for 5 min. The supernatant was kept, the chromatin pellet was washed 3 times with 0.5ml Buffer E1 and then solubilized in 50  $\mu$ L Emilie's Buffer (500mM Tris pH 6.8, 500mM NaCl, 1% NP40, 0.1% SDS, 1%  $\beta$ -Mercaptoethanol). Laemmli sample buffer was added to the lysate and chromatin fractions, samples were separated on a 15% polyacrylamide gel and transferred to Hybond-P membranes (Amersham Bioscience). Antibodies against H3K4me3 (Abcam ab8580), HA (Sigma, H9658) or histone H4 (Abcam ab31830) were used for western blotting according to standard protocols and suppliers recommendations.

### Chromatin Immunoprecipitation (ChIP)

Chromatin Immunoprecipitation (ChIP) were performed as described previously (Gentsch and Smith, 2014) with the following modifications. Neurula (stage 18) embryos were generated by in vitro fertilization. For each ChIP experiment, 50 embryos were dissected in 1xMBS to obtain the endoderm tissue. Samples were fixed in 2 mL of 1% Formaldehyde in 0.1x MMR for 25 min at room temperature, followed by 4 washes with 1 mL 0.1xMMR and equilibration in 500  $\mu$ L HEG solution (50mM HEPES-KOH pH 7.5, 1 mM EDTA, 20% Glycerol) at 4°C, then excess buffer was removed and samples were frozen at -80°C. To extract chromatin, the samples were homogenized in 2 mL buffer E1 (50mM HEPES-KOH pH 7.5, 140mM NaCl, 1mM EDTA pH 8.0, 10% Glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100, 1mM DTT, complete protease inhibitors (Roche)). Chromatin was collected by centrifugation for 2 min at 3500 rpm, 4°C and then washed two times with 2 mL E1, three times with 2ml buffer E2 (10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, complete protease inhibitors (Roche)) and three times with 500  $\mu$ L Buffer E3 (10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine, complete protease inhibitors (Roche)). Chromatin was fragmented by sonication for 20 cycles (30 s on and 30 s off) using a Bioruptor (Diagenode) at 4°C. The samples were centrifuged at 15min, 4°C at full speed, the supernatant was collected and Triton X-100 was added to 1%. 25  $\mu$ L of the solution were put aside to serve as Input for later analysis. Before ChIP, primary anti H3K4me3 (Abcam ab8580, 0.5  $\mu$ g per 50 embryos) antibodies were bound to PBS washed magnetic beads conjugated with secondary antibody (Invitrogen 11204D, 25  $\mu$ L per 50 embryos) in 500  $\mu$ L 1xPBS 0.1% BSA overnight at 4°C on a rotating wheel. Beads were washed 3 times with 1xPBS 0.1% BSA, added to the fragmented chromatin solution and incubated overnight at 4°C on a rotating wheel. Beads were then washed 6 times with RIPA buffer (50mM HEPES-KOH pH 7.5, 500mM LiCl, 1mM EDTA, 1% Igepal CA-630, 0.7% Na-deoxycholate, complete protease inhibitors (Roche)) and twice with TEN buffer (10mM Tris pH 8.0, 1mM EDTA, 150mM NaCl, complete protease inhibitors (Roche)) for each 10 min. For crosslink reversal, the beads were resuspended in 150  $\mu$ L Stop buffer (40mM Tris pH 8.0, 10mM EDTA, 1% SDS) and 125  $\mu$ L Stop buffer was added to the input fraction. The samples were supplemented with Proteinase K (0.3  $\mu$ g/ $\mu$ L), NaCl (250 mM) and incubated at 65°C overnight. RNase A (DNase free) was added to a final concentration of 200  $\mu$ g/ $\mu$ L and DNA was Phenol/Chloroform extracted. 150  $\mu$ g/ $\mu$ L Glycogen was added and DNA was recovered by Ethanol precipitation. The pellet was resuspended in 30  $\mu$ L H<sub>2</sub>O.

### ChIP-seq library preparation

Half of a ChIP reaction (15  $\mu$ L, see above) were subjected for ChIP-seq library preparation with the TruSeq DNA kit (Illumina, FC-121-2001). Two independent biological replicates were generated for each H3K4me3 ChIP experiments.

### ChIP-RTqPCR

The ChIP reaction (see above) was diluted 1:40 and 5  $\mu$ L were used for subsequent RTqPCR analysis using primer pairs described in Table S4 at 50nM together with a SybrGreen detection system (Sigma, S9194) and ABI 7300 machine (Applied Biosystems) using standard ABI cycling conditions (two-step PCR cycle: 94°C for 15 s and 60°C for 60 s). Reactions are performed in a total volume of 25  $\mu$ L.

### Experimental design

In all experiments analyzing gene expression, one sample was taken per embryo (i.e., one sample corresponds to one individual embryo). For the analysis of ON-memory gene-expression, 3 independent experiments (here defined as 3 biological replicates) were performed. In experiment#1, 4 IVF-, 3 NT-ectoderm samples and 1 endoderm donor sample, in experiment#2, 4 IVF-, 4 NT-ectoderm samples and 1 endoderm donor sample, in experiment#3, 3 IVF-, 5 NT-ectoderm samples and 1 endoderm donor sample were generated (see Table S1). To address the effect of Kdm5b, 2 independent experiments (here defined as two biological replicates) were performed. In experiment#4, 4 NT(Kdm5b<sup>wt</sup>)- and 4 NT(Kdm5b<sup>ci</sup>) - ectoderm samples and 2 NT(Kdm5b<sup>wt</sup>)- and 2 NT(Kdm5b<sup>ci</sup>)- endoderm donor cell samples and in experiment#5, 3 NT(Kdm5b<sup>wt</sup>)- and 4 NT(Kdm5b<sup>ci</sup>) - ectoderm samples and 2 NT(Kdm5b<sup>wt</sup>)- and 2 NT(Kdm5b<sup>ci</sup>) - endoderm donor cell samples were taken (see Table S1). For the H3.3<sup>K4M</sup> analysis, one experiment#6 (one biological replicate) was performed with 4 IVF ectoderm samples, 4 NT(H3.3<sup>wt</sup>)- and 4 NT(H3.3<sup>K4M</sup>)- ectoderm samples and 2 NT(H3.3<sup>wt</sup>)- and 2 NT(H3.3<sup>K4M</sup>) - endoderm donor cell samples.

**Randomization and Blinding:** When the donor cells were treated, the order of nuclear transfer of control- and treated donor nuclei was alternated; The experimenter was unaware of the treatment of the donor cell while performing the nuclear transfer. When embryos were selected for analysis, healthy looking embryos (i.e., morphologically indistinguishable from IVF-embryos) with the same blastopore size were selected. A sample size was chosen that allowed the significant identification of differentially expressed genes (see quantification and statistical data analysis section below), and that also considered the loss of a third of the samples due to inefficient RNA extraction or a failure in library generation. Samples were excluded that showed poor RNA quality (RIN below 7), quantity (below 500ng) or that did not result in a product after performing the library preparation protocol. Furthermore, after sequencing, the raw reads were clustered using WardD, and out of 6 experiments, 3 experiments contained outliers: exp#1: two NT-samples; exp#3: one IVF-sample and exp#5: one NT(Kdm5b<sup>wt</sup>)- sample. These 4 samples were excluded from further DE gene expression analysis.

For ChIP experiments, 2 independent experiments (here referred to as 2 biological replicates) were performed. Per ChIP experiment, the endoderm tissues of 50 Kdm5b<sup>wt</sup>-, 50 Kdm5b<sup>ci</sup>- expressing embryos, as well as 50 uninjected embryos were pooled.

For the quantification of the developmental outcome, 6 independent experiments (n) were performed, and the total number of gastrulae (N) was determined for each condition: 69 NT(Kdm5b<sup>ci</sup>)- and 56 NT(Kdm5b<sup>ci</sup>)- and 152 IVF- gastrula embryos. Gastrula embryos were selected, that were morphologically indistinguishable from IVF embryos at the same stage. Here, the biological replicates refer to the number of gastrula embryos quantified. Their development was followed, and surviving embryos were counted for each condition at the indicated stages. **Randomization and Blinding:** Per experiment, each condition was performed and the order was alternated; The experimenter was unaware of the treatment of the donor cell while performing the nuclear transfer and the quantification of the survival.

## QUANTIFICATION AND STATISTICAL ANALYSIS

### *Xenopus* transcriptome and sequencing data

We used the *Xenopus laevis* annotation that was generated for (Teperek et al., 2016). RNA-seq and ChIP-seq libraries were sequenced on an Illumina HiSeq 2000 instrument in single read mode at 36 base length. Fastq files were filtered for low quality reads (< Q20) using sickle and low quality bases were trimmed from the ends of the reads (< Q20). Adapters were removed using cutadapt 1.0 (Martin, 2011). RNA-seq data were mapped against the *Xenopus laevis* genome using TopHat 2.0.6 (Trapnell et al., 2009) - *Xenopus laevis* genome (JGI version 6.1) was used for all analyses in this paper, and can be downloaded here: <ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla6.1/>. ChIP-seq data mapped against *X. laevis* (version 6.1) with BWA (version 0.6.2) (Li and Durbin, 2009). Duplicate reads in ChIP-seq were then filtered out with samtools 0.1.8 (Li et al., 2009). After this step, our input dataset contained more than 18 M uniquely mapped reads, and our IP samples more than 10 M uniquely mapped reads.

### *Xenopus* differential gene expression

How the deposited data were processed for this re-analysis (not part of the article)

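RNA was sequenced from endoderm donor cells and from the ectoderm of single IVF and NT embryos at stage 11. The samples mapped to conditions number 73 and belong to 6 experiments. Experiments 1 to 3 hold 3 donor samples, 11 IVF embryos and 12 NT embryos. Experiments 4 and 5 compare NT embryos from donors expressing Kdm5b wt or Kdm5b ci, and experiment 6 compares NT embryos from donors expressing H3.3 wt or H3.3 K4M.

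The authors deposited raw counts per transcript, one file per sample, for 34368 transcripts. They trimmed the reads with sickle and cutadapt, aligned them with TopHat to the JGI assembly of the X. laevis genome and counted reads on the transcripts of a published annotation. The counts were checked to be whole numbers without normalization. No pair of the 233 pairs of replicates compared held identical counts. The annotation's transcript lengths are not in the files, so RPKM was replaced by the count relative to the total count of the sample, in CPM. Gene length and GC content could not be examined for the same reason. Names were taken from the identifier for 23576 transcripts and from a table of RefSeq genes for 4358, while 354 transcripts with a RefSeq identifier, 2136 with another accession and 3944 others kept no gene name.

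Total counts lay between 25209489 and 60321999 per sample in experiments 1 to 3, between 17259910 and 39029384 in experiments 4 and 5, and between 10398428 and 35708803 in experiment 6. Differences between embryos were taken from the replicates, so no interval for counting error alone is given.

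Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Counts were normalized with the TMM method, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05. In experiments 1 to 3, transcripts above 1 CPM in all 3 donor samples, at least 8 IVF embryos or at least 8 NT embryos were tested in one model over the 3 groups, without a block for the experiment. Experiments 4 and 5 were fitted separately with 5 groups each, on transcripts above 1 CPM in all donor samples, all IVF embryos or all NT embryos of both. A transcript entered a category only if it met the criteria in both experiments. Experiment 6 was treated in the same way on its own. Transcripts that differed between the treated and control donors were left out of the categories.

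Resistant transcripts differed between donor cells and IVF embryos and between NT and IVF embryos, and reprogrammed transcripts differed only between donor cells and IVF embryos. ON-memory transcripts were resistant, higher in both donor cells and NT embryos than in IVF embryos, and above 1 CPM in every donor sample. OFF-memory transcripts were resistant and lower in both. The 3FC groups had a log2 fold change beyond 1.5 between NT and IVF embryos. Reprogrammed-down and reprogrammed-up transcripts also differed between donor cells and NT embryos in the same direction.

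The level of a group of transcripts in a sample was the mean of log2(1+CPM) over the group. Embryos were compared by exact permutation tests, two-sided, with embryos permuted within experiments. A list was also drawn from other experiments than the one in which it was measured. Groups of transcripts were compared across transcripts by two-sided Mann-Whitney tests, and the endoderm list by Fisher's exact test, two-sided. Samples of experiments 4 and 5 were clustered by Euclidean distance with Ward's method on CPM values scaled per transcript within each experiment and then over all samples.

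The procedure was tested on simulated data made from the deposited counts, in which 200 transcripts were changed. Between 71.5% and 94.5% of the changed transcripts were called, and between 3.08% and 6.41% of the calls were false. Every simulated change exceeded 0.64 on the log2 scale, the median absolute change of the resistant transcripts of experiments 1 to 3. Weakly counted transcripts were not changed, and no effect of experiment or pool was simulated. These rates therefore do not cover small changes, or false calls from experiments or pools, in the real counts.

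The transcripts named are all transcripts of the genes that the paper names for Xenopus, and those of kdm5b and the H3.3 genes as injected targets. For experiments 1 to 3, the 4 ON-memory(3FC) and the 4 OFF-memory(3FC) transcripts with the largest change among those changed in the same direction in every experiment could be named in addition, and not all of them are. For the H3.3 experiment, the 3 ON-memory transcripts with the largest fall between the NT groups were added. The same rule for Kdm5b, applied to both experiments, gave none. Transcripts without a gene name were counted and not named.

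The alternatives were no expression filter, the exact test of edgeR, DESeq2, size factors of DESeq2 in edgeR, the experiment or the sample number as a replicate block, and one fit over experiments 4 and 5. Donor-affected transcripts were kept, the NT(Kdm5b ci) group of experiment 5 was reduced to 3 embryos, the donor criterion was set on the mean, and a fold change over 3 was used. Each experiment, donor sample or embryo was left out in turn. For levels, log2(0.1+CPM), totals scaled by TMM and the median over transcripts were used. For clustering, average linkage, 4 clusters, no scaling within experiments and log2(1+CPM) were used. A filter at 70% of embryos, the methods' comparison of donor cells with NT embryos and the endoderm list without the genes named in the paper were added after seeing the data. The chromatin immunoprecipitation samples and the qRT-PCR measurements have no count file and were left out.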

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

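The tests of retained donor expression, scaling, grouping and pools for the mesendoderm genes, of variation between embryos as a covariate, and of the size of the donor-read level were chosen only after the results were seen. Of the 97 groups examined, 7 held a sample far from the others, and about 1 in 20 is what chance gives.

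A sample far from its group was found in total counts. The highest IVF embryo of the Kdm5b experiments had 34992407 counted reads, with the next at 26523821. The lowest NT(Kdm5b ci) embryo had 17259910, with the next at 25893574. No explanation for these depths was tested.

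In the H3.3 experiment, the ON-memory level on the list of experiments 1 to 3 was 2.14 in the highest NT(H3.3 wt) embryo, with the next at 2.03. On the list of NT(H3.3 wt), the lowest IVF embryo was at 2.37, with the next at 2.53. The highest NT(H3.3 wt) embryo for gata6 (GATA6_XeXenL6RMv10030799m) was at 2.53 CPM. The highest IVF embryo for mcam (MCAM_Taira201203_XENLA_tissue_00222537) was at 0.0411 CPM, and 1 of the 4 IVF embryos was above 0. In experiment 5, the highest IVF embryo for sox17b.1.s was at 0.486 CPM. No technical or biological explanation was tested for these single embryos.

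In experiments 1 to 3, 24 transcripts of genes of the gastrula endoderm and mesoderm, on a list set before the data were examined, had a median log2 fold change of 3.01 between NT and IVF embryos. All 24 were higher in NT embryos by their estimate and 21 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. The mean level of the list differed by 2.70 between NT and IVF embryos (exact permutation test, two-sided p = 7.3e-06, the smallest of 137200 arrangements), which speaks against a grouping of embryos by chance. It differed by 2.63, 2.91 and 2.57 in experiments 1, 2 and 3 (exact permutation tests, two-sided p = 0.0571, 0.0286 and 0.0179). Retained donor expression accounts for few of these transcripts, since 7 were higher and 5 lower in donor cells than in IVF embryos, and 19 had a higher mean in NT embryos than in donor cells. Scaling does not account for them, since the median with total counts was 3.09, where the median of all transcripts was 0.25 with total counts and -0.01 with TMM. Sequencing pools were not excluded. In the H3.3 experiment, where the level differed by 0.73, NT and IVF embryos were in separate pools, so that comparison could not test them. In experiment 2, the only NT embryo and the only IVF embryo that shared a pool were at 3.74 and 1.00. In experiment 5, NT(Kdm5b wt) embryos shared a pool with IVF embryos and were higher by 0.48 (exact permutation test, two-sided p = 0.0571). In experiment 1, the IVF embryos of 1 pool were at 4.23 and 3.97 and those of the other at 1.69 and 2.00, so the level also differed between pools within a condition. The pattern cannot be told apart from the pools.

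The same list bears on the ON-memory transcripts of experiments 1 to 3. Its median change was above that of every one of 10000 random lists, at percentile 100, so cells of the gastrula endoderm or mesoderm in the dissected NT ectoderm remain a candidate explanation for part of the excess. These cells may equally have formed in NT embryos in place of ectoderm, which the counts cannot separate. With the list's level as a covariate, 29.0% of the ON-memory transcripts were still higher in NT embryos, but the covariate itself follows the condition and the test leaves the question open. Choosing the transcripts in the same embryos does not account for all of the excess, since with total counts it was at least 0.68 in each experiment left out, though with totals scaled by TMM it was 0.39 in experiment 3 (exact permutation test, two-sided p = 0.0536). For donor reads assigned to NT embryos of the same pool, only the 7 NT embryos of experiments 1 and 2 could be examined. Transcripts specific to donor cells were at 0.207% of the donor level in the 3 that shared a pool with the donor and at 0.314% in the 4 that did not, so a shared pool did not raise them there.

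Between NT and IVF embryos of experiments 1 to 3, 2386 transcripts differed that did not differ between donor and IVF cells. Among 100 splits of the NT and IVF embryos into groups of the same sizes, 1 gave as many transcripts as the 8219 of the real groups, which was the real one, and the highest of the others gave 1. No biological explanation was tested for these transcripts.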

How the results depend on the processing

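The methods' comparison of donor cells with NT embryos, the filter at 70% of embryos and the endoderm list without the genes named in the paper were chosen after seeing the data. In experiments 1 to 3, 137 of 148 alternative values stayed on the same side of their threshold or within 1.5 times the count, 9 counts moved further and 2 tests became weaker. For Kdm5b, 464 of 582 stayed, 111 moved, 2 became weaker, 2 stronger and 3 reversed. For H3.3, 304 of 319 stayed, 14 moved and 1 became weaker. For single named transcripts, 333 of 348 stayed, 5 became weaker, 9 stronger and 1 reversed. Where a value changed, the cause was not tested.

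With the exact test of edgeR, NT(H3.3 K4M) and NT(H3.3 wt) embryos differed in 3062 transcripts and the H3.3 donors in 2364, and H3.3 K4M had 5824 resistant, 1644 ON-memory and 1797 OFF-memory transcripts. With the same test, NT(Kdm5b wt) and NT(Kdm5b ci) embryos differed in 5 transcripts and the Kdm5b donors in 74, and Kdm5b wt had 485 resistant, 222 ON-memory, 83 ON-memory(3FC), 107 OFF-memory and 14 OFF-memory(3FC) transcripts. With DESeq2, the NT groups of Kdm5b differed in 24 transcripts and the donors in 52, and Kdm5b wt had 401 resistant, 194 ON-memory, 76 ON-memory(3FC), 72 OFF-memory and 9 OFF-memory(3FC) transcripts. With DESeq2's size factors in edgeR, the Kdm5b donors differed in 2 transcripts, and with NT(Kdm5b ci) reduced to 3 embryos in 2.5 (median of the choices).

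Without the expression filter, the NT groups of Kdm5b differed in 5 transcripts, Kdm5b ci had 301 ON-memory and 10051 reprogrammed transcripts and Kdm5b wt had 52 ON-memory transcripts. OFF-memory(3FC) transcripts then numbered 137 in experiments 1 to 3, 242 for H3.3 wt and 152 for H3.3 K4M. In one fit over both Kdm5b experiments with the experiment as a replicate block, the NT groups differed in 29 transcripts and the donors in 79. That fit gave 6339 resistant, 10518 reprogrammed, 2143 ON-memory, 490 ON-memory(3FC), 1159 OFF-memory and 126 OFF-memory(3FC) transcripts for Kdm5b ci. For Kdm5b wt the same block fit gave 1815 resistant, 818 ON-memory, 260 ON-memory(3FC), 439 OFF-memory and 54 OFF-memory(3FC) transcripts. With the sample number as a replicate block, Kdm5b wt had 80 resistant, 42 ON-memory, 12 ON-memory(3FC) and 13 OFF-memory transcripts. With the experiment as a replicate block, 3109 resistant transcripts of experiments 1 to 3 were neither ON-memory nor OFF-memory. With donor-affected transcripts kept, H3.3 K4M had 1640 ON-memory and 76 ON-memory(3FC) transcripts. With the methods' comparison of donor cells with NT embryos, OFF-memory(3FC) transcripts numbered 44 in experiments 1 to 3, 77 for H3.3 wt, 36 for H3.3 K4M, 2 for Kdm5b ci and 2 for Kdm5b wt.

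With totals scaled by TMM, the difference between the NT groups of Kdm5b on the lists drawn from the other experiment was 0.023, and 0.11 in experiment 5, the reverse of the sign with total counts. On the list of experiments 1 to 3 it was 0.066 in experiment 5, also reversed. On the list of NT(Kdm5b ci), the difference in experiment 5 was -0.27 with totals scaled by TMM (exact permutation test, two-sided p = 0.0857) and -0.60 with the median over transcripts (exact permutation test, two-sided p = 0.0571). With the median over transcripts, the difference between the NT groups of H3.3 on the list of experiments 1 to 3 was -0.064 (exact permutation test, two-sided p = 0.343).

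Leaving out 1 experiment or donor sample in turn, over 6 fits, gave from 4778 to 9233 transcripts that differed between NT and IVF embryos, from 3366 to 6362 resistant, from 965 to 2286 OFF-memory and from 925 to 2226 resistant but neither. Over the 3 fits without a donor sample, donor expression of ON-memory minus reprogrammed-down transcripts lay from -0.14 to -0.13. The log2 fold change of abhd4 (ABHD4_Taira201203_XENLA_stage_00022928) lay from -0.029 to 0.12 and was reversed without experiment 1. Over 23 fits without 1 embryo each, Kdm5b ci had from 708 to 1301 resistant, from 273 to 526 ON-memory, from 86 to 182 ON-memory(3FC), from 151 to 355 OFF-memory and from 27 to 46 OFF-memory(3FC) transcripts. Over the same fits, Kdm5b wt had from 49 to 278 resistant, from 20 to 159 ON-memory, from 8 to 94 ON-memory(3FC), from 6 to 50 OFF-memory and from 0 to 12 OFF-memory(3FC) transcripts. The NT groups differed in 0 to 4 transcripts and the donors in 0 to 5, where the unadjusted p-value was below 0.05 in both experiments for 367 transcripts between donors with all embryos. On the list of experiments 1 to 3, the difference between the NT groups of Kdm5b lay from -0.17 to -0.10 over 15 fits. Over 12 fits, H3.3 K4M had from 2002 to 3349 resistant and from 464 to 815 OFF-memory transcripts.

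Resistant transcripts were more numerous for Kdm5b ci than for Kdm5b wt in all 32 settings run, ON-memory transcripts in all 33 and ON-memory(3FC) transcripts in all 34. Resistant transcripts were more numerous for H3.3 wt than for H3.3 K4M in 18 of 19 settings and ON-memory transcripts in 19 of 20, with the exact test of edgeR as the exception in both, and ON-memory(3FC) transcripts in all 21. Leaving out a donor sample in experiments 4 to 6 was not run, since it would leave 1 donor in a group. RPKM could not be computed, and CPM took its place in each planned choice that names it. Total counts of the H3.3 donors, between 10398428 and 16914531, limit the detection of weakly expressed transcripts there.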

Differences from the paper's values

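In experiments 1 to 3, OFF-memory transcripts numbered 2050 against the paper's 1346. Of 11 alternatives set before the data were examined, 9 came within 1.5 times the paper's value: DESeq2 with 1814, its size factors in edgeR with 1650, the exact test of edgeR with 1584, no expression filter with 1630, leaving out donor 1, 2 or 3 with 1420, 1417 and 1494, and leaving out experiment 2 or 3 with 1042 and 965. The filter at 70% of embryos, chosen after seeing the values, gave 2031 and did not. ON-memory(3FC) transcripts numbered 463 against the paper's 264. Of 13 alternatives, only leaving out experiment 2 closed the gap, with 312, and the filter at 70% of embryos, chosen after seeing the values, gave 464.

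Between the Kdm5b donors, 0 transcripts differed in both experiments in the same direction against the paper's 102. At an unadjusted p-value below 0.05, 367 did so. Of 30 alternatives, the exact test with 74 and one fit with the experiment as a replicate block with 79 closed the gap. For Kdm5b wt, 151 transcripts were resistant against the paper's 573 in its text, and DESeq2 with 401 and the exact test with 485 closed the gap among 31 alternatives. None of the 31 closed the gap between 151 and the paper's 779 in Table S3, or between 1168 for Kdm5b ci and the paper's 2359 in Table S3. Reprogrammed transcripts for Kdm5b ci numbered 6336 against the paper's 10825. Of 31 alternatives, 6 closed the gap: the exact test with 7538, no expression filter with 10051, one fit with the experiment as a replicate block with 10518, and leaving out IVF embryo 7, IVF embryo 8 or NT(Kdm5b ci) embryo 6 with 7620, 7400 and 7394.

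ON-memory transcripts for Kdm5b wt numbered 86 against the paper's 307, and of 32 alternatives the exact test closed the gap with 222. ON-memory(3FC) transcripts for Kdm5b wt numbered 40 against the paper's 140, and of 33 alternatives leaving out IVF embryo 6 closed the gap with 94. OFF-memory transcripts for Kdm5b ci numbered 258 against the paper's 796, and of 31 alternatives one fit with the experiment as a replicate block closed the gap with 1159. For Kdm5b wt they numbered 20 against the paper's 266, and none of 31 alternatives closed the gap. OFF-memory(3FC) transcripts numbered 41 for Kdm5b ci against the paper's 183 and 4 for Kdm5b wt against the paper's 63. Of 32 alternatives, one fit with the experiment as a replicate block closed both gaps with 126 and 54. The methods' comparison of donor cells with NT embryos, chosen after seeing the values, gave 2 and 2. Of the NT(Kdm5b wt) embryos, 5 were placed with the IVF embryos against the paper's 3, and of 4 alternatives no scaling within experiments closed the gap with 4. In that setting the 4 embryos were all from experiment 4, and all NT(Kdm5b ci) embryos and no IVF embryo of experiment 5 lay in the same cluster. The first principal component took 53.8% of the variance against the paper's value of about 27% in Fig. S2, read by eye, and no alternative was set for it.

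Between the H3.3 donors, 5915 transcripts differed against the paper's 2953, and of 17 alternatives the exact test closed the gap with 2364. ON-memory(3FC) transcripts for H3.3 K4M numbered 49 against the paper's 30. Of 20 alternatives, a fold change over 3 and leaving out IVF embryo 2 closed the gap, with 41 each. OFF-memory transcripts for H3.3 K4M numbered 756 against the paper's 1404, and of 18 alternatives keeping donor-affected transcripts with 1128 and the exact test with 1797 closed the gap. OFF-memory(3FC) transcripts numbered 154 for H3.3 wt against the paper's 72 and 89 for H3.3 K4M against the paper's 37. None of the 19 alternatives set before the data were examined closed either gap. The methods' comparison of donor cells with NT embryos, chosen after seeing the values, gave 77 and 36.

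The paper describes donor expression of ON-memory and reprogrammed-down transcripts as similar, and the medians here differed by -0.11 (two-sided Mann-Whitney test across transcripts, p = 0.0147). It places sox17 and gata6 among the ON-memory genes with the highest upregulation, and this placement is not contradicted here. Their transcripts ranked from 25 to 55 among the 463 ON-memory(3FC) transcripts, which hold the largest rises of the 1781 ON-memory transcripts. The paper's Table S3 holds more resistant transcripts for H3.3 K4M than for H3.3 wt, and here they numbered 3197 and 3934. The same holds for ON-memory transcripts, with the paper's 1317 and 1169 against 1009 and 1213 here, and for OFF-memory transcripts, with the paper's 1404 and 1139 against 756 and 1065 here. The paper names gata6 and darmin among the ON-memory genes of NT(Kdm5b ci) embryos by qRT-PCR. In the RNA-seq counts of experiment 4, the gata6 transcript was at 0.809 CPM in NT(Kdm5b ci) and 1.18 CPM in IVF embryos. The darmin transcript was at 0.140 and 0.201 CPM. The paper describes a2m as insensitive to Kdm5b wt. In experiment 5 the a2m.s transcript had a log2 fold change of -2.41 between the NT groups (adjusted p = 0.0124, edgeR's quasi-likelihood test). In experiment 4 it was -1.00 (adjusted p = 0.741, the same test).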

Other observations

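The test of the share of the ON-memory excess above the donor-read level and the test of the difference between experiments 4 and 5 were chosen only after the results were seen.

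Other splits of the same samples were examined for each comparison. Between donor cells and IVF embryos of experiments 1 to 3, 1 of 100 splits gave as many transcripts as the real groups, the real split itself, with 17933 against at most 5009. In experiments 4 to 6, only 8 splits part the same-numbered embryos as the real groups do, so the share cannot fall under 0.05. The real split was the only 1 of these 8 with as many transcripts in each comparison. Of all 35 splits in experiment 4, 1 gave as many as the 3793 transcripts between NT(Kdm5b ci) and IVF embryos, 1 as many as the 3279 between NT(Kdm5b wt) and IVF embryos, and 2 as many as the 18 between the NT groups. In experiment 5 these numbers were 1 for 10261, 2 for 989 and 1 for 5881 transcripts. In experiment 6, 1 of 35 gave as many as the 7141 between NT(H3.3 wt) and IVF embryos, the 5818 between NT(H3.3 K4M) and IVF embryos and the 2576 between the NT groups. The counts between NT groups given earlier, 5813 in experiment 5 and 1952 in experiment 6, leave out transcripts that differed between the donors. They are therefore not the same counts as those of the splits. In experiment 5 the real split of the NT groups is also the split by pool, so batch and condition cannot be told apart.

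NT(Kdm5b wt) and NT(Kdm5b ci) embryos differed in more transcripts in experiment 5 than in experiment 4. Sequencing pools part the NT groups in experiment 5 only. IVF embryos of experiment 1 parted by pool differed in 320 transcripts and in at most 1 under the other pairings, so a pool may change counts, and the pattern cannot be told apart from the pools. Transcripts specific to donor cells were at 0.150% of the donor level in NT(Kdm5b ci) embryos of experiment 5, which shared a pool with the donors. They were at 0.153% in the NT(Kdm5b ci) embryos of experiment 4, which did not share one. IVF embryos were at 0.105% in experiment 4, where they shared a pool with the donors, and at 0.0564% in experiment 5, where they did not. The level could come from donor reads or from the embryos themselves. At the highest level seen in IVF embryos that share a pool with donors, 0.121%, the excess of 100% of the 452 ON-memory transcripts was above what such reads would give. These transcripts were chosen for an excess over IVF embryos, and the level in the NT(Kdm5b ci) embryos themselves reached 0.264%. Their mean log2(1+CPM) in experiment 5 was 3.83 in Kdm5b ci donors, 2.92 ± 0.13 in NT(Kdm5b ci) and 1.65 ± 0.17 in IVF embryos (SD). Reads at 0.264% of the donor level are too few for this rise. Such reads would raise NT(Kdm5b ci) embryos, yet 2198 transcripts were higher and 3615 lower in NT(Kdm5b wt) embryos. These values argue against donor reads as the main source, though a small contribution is not excluded. On the line from IVF to NT(Kdm5b ci) embryos, the difference between the NT groups in experiment 5 minus that in experiment 4 was -0.386 (exact permutation test, two-sided p = 0.186), which chance between embryos may give.

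Fewer transcripts were resistant for Kdm5b wt than for Kdm5b ci. The smaller number of NT(Kdm5b wt) embryos in experiment 5 does not account for it, since 1159 were resistant for Kdm5b ci with 3 embryos. The lower ON-memory level in NT(Kdm5b wt) embryos may rest in part on the choice of the transcripts in the same NT(Kdm5b ci) embryos, since on the transcripts chosen in experiment 5 the difference in experiment 4 was -0.043.

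The lower ON-memory level in NT(H3.3 K4M) embryos was also seen on transcripts chosen in other embryos, with a difference of -0.11. On the ON-memory transcripts of NT(H3.3 K4M) the difference was 0.084 (exact permutation test, two-sided p = 0.371). Those transcripts were chosen for being high in the same NT(H3.3 K4M) embryos, which raises the difference, so that list cannot decide the question. With the median over transcripts, the difference on the transcripts chosen in other embryos was -0.064 (exact permutation test, two-sided p = 0.343). In the donors, the transcripts chosen in NT(H3.3 wt) embryos were higher with H3.3 K4M by 0.20, but 2 samples against 2 cannot resolve this, transcripts that differed between the donors had been left out, and the mean log2 TMM factors of the donors also differed, at -0.27 for H3.3 wt and -0.085 for H3.3 K4M. A contribution of the donors is therefore not excluded.

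The level of the gastrula endoderm and mesoderm list was also computed in the later experiments. NT(Kdm5b wt) embryos differed from NT(Kdm5b ci) embryos by -0.49 over both experiments (exact permutation test, two-sided p = 0.0510), and NT(H3.3 K4M) from NT(H3.3 wt) embryos by -0.28 (exact permutation test, two-sided p = 0.257). Over the 12 NT embryos of experiments 1 to 3, centred within experiments, this level and the ON-memory level had a Pearson's r of 0.442 (permutation test, two-sided p = 0.228) and a Spearman's rho of 0.503 (permutation test, two-sided p = 0.146). Without the embryos farthest from the median, r was 0.547.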
